# Glucose promotes cell growth by suppressing branched-chain amino acid degradation

**DOI:** 10.1038/s41467-018-05362-7

**Published:** 2018-07-26

**Authors:** Dan Shao, Outi Villet, Zhen Zhang, Sung Won Choi, Jie Yan, Julia Ritterhoff, Haiwei Gu, Danijel Djukovic, Danos Christodoulou, Stephen C. Kolwicz, Daniel Raftery, Rong Tian

## Abstract

Glucose and branched-chain amino acids (BCAAs) are essential nutrients and key determinants of cell growth and stress responses. High BCAA level inhibits glucose metabolism but reciprocal regulation of BCAA metabolism by glucose has not been demonstrated. Here we show that glucose suppresses BCAA catabolism in cardiomyocytes to promote hypertrophic response. High glucose inhibits CREB stimulated KLF15 transcription resulting in downregulation of enzymes in the BCAA catabolism pathway. Accumulation of BCAA through the glucose-KLF15-BCAA degradation axis is required for the activation of mTOR signaling during the hypertrophic growth of cardiomyocytes. Restoration of KLF15 prevents cardiac hypertrophy in response to pressure overload in wildtype mice but not in mutant mice deficient of BCAA degradation gene. Thus, regulation of KLF15 transcription by glucose is critical for the glucose-BCAA circuit which controls a cascade of obligatory metabolic responses previously unrecognized for cell growth.

## Abstract (web summary)

Hypertrophic cardiomyocytes switch their metabolism from fatty acid oxidation to glucose use, but the functional role of this change is unclear. Here the authors show that high intracellular glucose inhibits the degradation of branched-chain amino acids, which is required for the activation of pro-growth mTOR signaling.

## Introduction

Cell proliferation, such as during fetal development or cancerous growth, is highly dependent on glucose metabolism which not only provides a source of energy but also supplies metabolites for biosynthesis of membrane lipids and nucleic acids, as well as contributes to epigenetic and post-translational modifications^1–4^. The growth of post-mitotic cells, i.e, increases of cell mass, is also associated with increased glucose utilization^5–8^. The hypertrophic growth of the heart under stress conditions is a hallmark of pathological remodeling which ultimately leads to heart failure^9,10^. Cardiac pathological hypertrophy is accompanied by a switch of substrate metabolism from fatty acid oxidation to glucose use, resulting in a fetal like metabolic profile^5,11,12^. While such a metabolic reprogramming has been shown maladaptive for sustaining energy supply^13,14^, its role in cardiomyocyte growth is poorly understood. It has been suggested that metabolites of glucose, in particular, glucose-6-phosphate, play an important role in cell growth by activating the mechanistic target of rapamycin (mTOR) complex^15,16^. However, enhancing glucose utilization alone does not drive cell growth suggesting that it is unlikely that glucose or its metabolites directly stimulates mTOR^17,18^.

The Krüppel-like factors (KLFs) are a family of gene regulatory proteins that govern the transcriptional regulation of cell proliferation, differentiation and metabolism^19,20^. KLF15 has been shown as a negative regulator of cardiomyocyte hypertrophy, and KLF15 expression is negatively correlated with cell growth in proliferating and non-proliferating cells^21,22^. Despite the close association, molecular mediator(s) connecting the downstream of KLF15 and the growth signals have been elusive. The driver or suppressor of KLF15 expression at different developmental stages is also unknown. Interestingly, the expression profile of KLF15 during developmental and postnatal phases predicts a negative relationship with glucose utilization^23,24^.

Using an unbiased transcriptome analysis, we here identified glucose as a negative regulator of KLF15 expression. Increases of intracellular glucose, via downregulation of KLF15, suppressed the expression of BCAA degradation enzymes resulting in BCAA accumulation. While glucose did not directly modify the upstream signaling of cell growth, e.g., phosphatidylinositide-3-kinase (PI3K) or mitogen-activated protein kinase (MAPK), activation of glucose-KLF15-BCAAs axis was required for the signal transduction through the mTOR complex. Furthermore, upregulation of KLF15 in an in vivo model of cardiac pressure overload prevented the development of cardiomyocyte hypertrophy in wildtype mice but not in mice deficient of BCAA degradation genes. Collectively, our results identified a regulatory circuit between glucose and BCAA, and unveiled a previously unrecognized pathway for metabolic regulation of cell growth.

## Results

### Glucose negatively regulates BCAA degradation

Previously we have demonstrated that overexpression of an insulin independent glucose transporter *Glut1* in cardiomyocytes (Glut1-TG) increased glucose uptake and utilization but did not alter cardiac function or survival of the mice under unstressed condition^17,25^. 

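Left ventricles of 3 wild-type (WT) mice and 3 mice with cardiomyocyte expression of a human Glut1 transgene (Glut1-TG) were profiled on an Affymetrix mouse expression array, with 1 array per heart. All 6 mice were males of the FVB strain, 11 to 12 weeks old by the sample labels. RNA isolated with Trizol was labelled as biotinylated cRNA, and the authors processed the scans with the GCOS software. The deposited values are signal intensities on a linear scale, scaled by the authors so that the mean over the probe sets of each array, after trimming 2% at each end, is 500. They were used at this scale and converted to log2, with the 48 values under a signal of 1 set to 1. Of 45037 probe sets, 34945 carried a single gene symbol and covered 18193 genes. Each gene was represented by its probe set of highest mean log2 signal, and probe sets outside the upper 60% by mean (a signal of 115) were left out, which left 13178 genes. Glut1-TG hearts were compared with WT hearts by limma with an intensity trend, with p adjusted over these genes by Benjamini-Hochberg. The study's thresholds, a fold change over 1.25 and an unadjusted p under 0.05, were applied to the same genes with the methods' t-test. The number of arrays limited the precision: in data simulated from the mean and spread of each gene, limma found 45.9% of 2-fold changes and 15.4% of 1.5-fold changes. Glut1-TG replicate 1 had a median signal of 213 over all probe sets, and the other 5 arrays had 171 to 187.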

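Genes that break down the branched-chain amino acids leucine, isoleucine and valine were the gene list with the lowest p of enrichment among the genes lower in Glut1-TG hearts at the study's thresholds. They were 16.2 times as frequent there as among all genes tested, whose share gives 1.11 genes (adjusted p = 5.1e-16, Fisher's exact test, one-sided, over 96 tests of 48 lists in 2 directions), though the study picked this pathway on these samples, so this is not independent evidence. Among the higher genes, lipid synthesis and ChREBP targets, the genes through which carbohydrate is turned into fat, was the list past this test, with 5 of 22 genes (adjusted p = 0.0089, and 0.064 when scored by EASE with 1 gene removed). Of these 22 genes, 3 rose by limma and 0 fell, and 6 rose and 2 fell when adjusted over the list alone. Acaca, the acetyl-CoA carboxylase that commits acetyl-CoA to fatty acid synthesis, rose from a signal of 382 ± 47.8 (SD, n = 3) in WT to 1007 ± 130 (SD, n = 3) in Glut1-TG hearts. Its log2 fold change was 1.40 (standard error 0.16, adjusted p = 0.0056 from limma). Acly, the ATP-citrate lyase that supplies cytosolic acetyl-CoA, rose from 1787 ± 203 to 4188 ± 953, a log2 fold change of 1.21 (standard error 0.15, adjusted p = 0.0066). Thrsp, a nuclear protein induced with lipid synthesis, rose by 0.83 on the log2 scale (standard error 0.16, adjusted p = 0.047). Mlxipl, which encodes ChREBP itself, had a log2 fold change of 0.57 and an adjusted p of 0.12. Of 21 genes of the tricarboxylic acid cycle and pyruvate dehydrogenase, 1 fell by limma (2 fell and 1 rose when adjusted over the list alone), the mitochondrial isocitrate dehydrogenase Idh2 (log2 fold change -0.73, standard error 0.10, adjusted p = 0.0095). Its second probe set had 0.09. Of 64 genes of oxidative phosphorylation, 0 passed limma and 0 when adjusted over the list alone, while 11 were lower at an unadjusted p under 0.05 and 0 passed the study's thresholds.
As sets, 12 of 45 lists passed camera at a preset correlation of 0.01, 10 of them downward, and none did with an estimated correlation (smallest adjusted p = 0.16). The estimated correlation was under 0.01 for the shared first BCAA steps (-0.02) and the steps from propionyl-CoA (-0.0059). It was also under 0.01 for lipid synthesis (0.0053) and the atrial markers (-0.12). For these lists a higher correlation between genes does not account for the lost call. The estimate was above 0.01 for the other lists that passed. BCAA degradation had an adjusted p of 7.0e-13 at the preset correlation, and adjusted p = 0.42 with an estimated correlation. Lipid synthesis and ChREBP targets had 0.035 upward, and adjusted p = 0.44 with an estimated correlation. Oxidative phosphorylation, with a median log2 fold change of -0.15, had an adjusted p of 2.0e-07, and adjusted p = 0.69 with an estimated correlation. The tricarboxylic acid cycle list had 0.0049, and its adjusted p was also 0.69 with an estimated correlation. The 14 cardiomyocyte markers, which include troponins and titin, lay in the same direction with a median of -0.18, 0 past limma and 4 lower at an unadjusted p under 0.05 (camera adjusted p = 0.0003, and 0.69 with an estimated correlation). After quantile normalization the medians of oxidative phosphorylation, the tricarboxylic acid cycle list and the cardiomyocyte markers were -0.02, -0.01 and -0.0017 and none of the 3 passed camera (adjusted p = 0.55, 0.74 and 0.74). The call of lipid synthesis and ChREBP targets ended without WT replicate 1 (adjusted p = 0.077) and without Glut1-TG replicates 1, 2 and 3 (0.064, 0.20 and 0.050), without a filter (0.066) and with the replicate block (0.078). That of the tricarboxylic acid cycle list ended without Glut1-TG replicate 3 (0.061). That of Thrsp ended without WT replicates 1 and 2 and without any 1 of the Glut1-TG arrays (0.099 to 0.19), Acaca had an adjusted p of 0.074 as the mean of its probe sets, and Idh2 had -0.32 and an adjusted p of 0.63 as that mean.

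**Figure D1:**
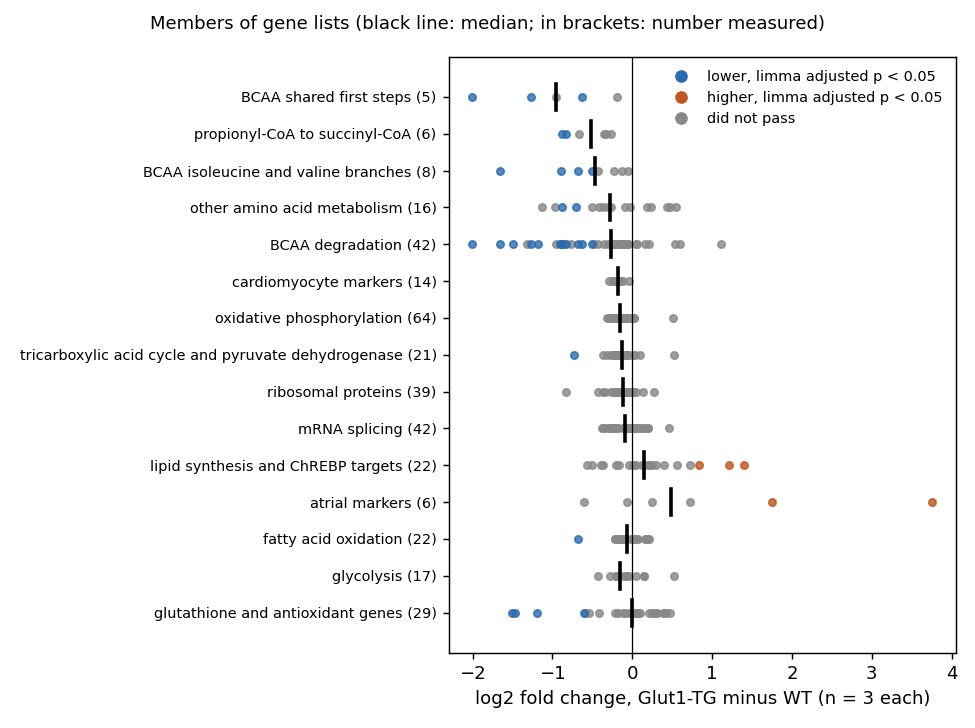
Log2 fold change (Glut1-TG minus WT, horizontal axis) of each measured member of 15 gene lists (rows, with the number measured), as 1 point per gene and a black line at the median. Blue and orange points passed limma downward and upward; the medians run from -0.96 for the shared first steps of BCAA degradation to 0.48 for the atrial markers, and the medians of ribosomal proteins, fatty acid oxidation and the glutathione list change sign after quantile normalization.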

RNA microarray and gene ontology analysis of the Glut1-TG hearts revealed that downregulation of the “branched-chain amino acids (BCAAs) degradation” pathway was among the most enriched terms (Fig. 1a), which was confirmed by the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis (Supplementary Table 1). A total of 26 out of 46 genes in the BCAA degradation pathway was downregulated in the Glut1-TG heart (Supplementary Fig. 1a, b), and the changes of the key enzymes were confirmed by real-time PCR (Fig. 1b, c)^26^. 

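Of 42 measured genes of BCAA degradation, 18 were lower and 1 was higher in Glut1-TG hearts at the study's thresholds. By limma, 12 fell, 0 rose and 30 did not pass, and 22 fell and 3 rose when adjusted over the list alone. The study chose this pathway on these samples, so neither count is independent evidence of its direction. The branched-chain alpha-keto acid dehydrogenase complex, which commits the 3 amino acids to oxidation, was lower in several subunits. Bckdhb, its E1 beta subunit, fell from a signal of 2653 ± 153 (SD, n = 3) in WT to 664 ± 72.4 (SD, n = 3) in Glut1-TG hearts, a log2 fold change of -2.00 (standard error 0.12, adjusted p = 0.00016 from limma). Dbt, its E2 subunit, fell from 1222 ± 105 to 510 ± 82.2 (log2 fold change -1.27, standard error 0.16, adjusted p = 0.0065). Bckdha, its E1 alpha subunit, fell from 4988 ± 237 to 3256 ± 481 (log2 fold change -0.62, standard error 0.11, adjusted p = 0.041). Bcat2, the mitochondrial aminotransferase of the step before, had 785 ± 74.1 in WT and 411 ± 95.7 in Glut1-TG hearts, a log2 fold change of -0.96 that did not pass (standard error 0.19, adjusted p = 0.063). Further along, Ivd, the isovaleryl-CoA dehydrogenase of leucine breakdown, fell by 1.18 on the log2 scale (standard error 0.10, adjusted p = 0.00083) and Mccc2, a subunit of methylcrotonyl-CoA carboxylase, by 0.91 (standard error 0.10, adjusted p = 0.0045). Pcca, a subunit of propionyl-CoA carboxylase, fell by 0.89 (standard error 0.14, adjusted p = 0.024) and Mmut, the methylmalonyl-CoA mutase, by 0.83 (standard error 0.14, adjusted p = 0.035). Their partners Mccc1 and Pccb had log2 fold changes of -0.49 and -0.36 and did not pass (adjusted p = 0.38 and 0.21). Among markers of cardiomyocytes, Mybpc3 and Tnnt2 had log2 fold changes of -0.29 and -0.22 and did not pass (adjusted p = 0.29 and 0.40).
In 25 of the 42 genes every Glut1-TG array lay below every WT array and in 4 every one lay above, where chance gives 10% of genes for both directions together. Among all genes tested this share was 17.4%. The limma count was 5 without WT replicate 1, 6 without WT replicate 2, 6 without WT replicate 3, and 6 after each array was centred on its cardiomyocyte markers, a setting added after the data were seen. It was 1 by eBayes without trend and 0 by the methods' t-test with Benjamini-Hochberg adjustment. Bckdhb, Dbt, Ivd and Mccc2 passed without any 1 array. Bckdha, Pcca and Mmut did not pass without any 1 of the WT arrays (adjusted p = 0.091 to 0.15). Bckdha also did not pass without Glut1-TG replicate 1 (adjusted p = 0.051). Without Glut1-TG replicates 2 and 3, 11 and 7 of the 12 limma calls of the list were kept. The calls that ended without these 2 arrays are not all named here. Bcat2 and Mccc1 passed without Glut1-TG replicate 1 (adjusted p = 0.022 and 0.033), and the second probe set of Pcca had 0.23. Further probe sets of Mmut had log2 fold changes of -0.39 and -0.40 (limma adjusted p = 0.29 and 0.81 over all probe sets). With the mean of the probe sets of each gene, 8 of the 12 calls were kept. From the enrichment of the pathway on the array, together with the measurements by real-time PCR and immunoblot in hearts and cultured cells (Fig. 1, Supplementary Fig. 1), the paper concludes that high glucose lowers the expression of the enzymes of BCAA degradation.

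**Figure D2:**
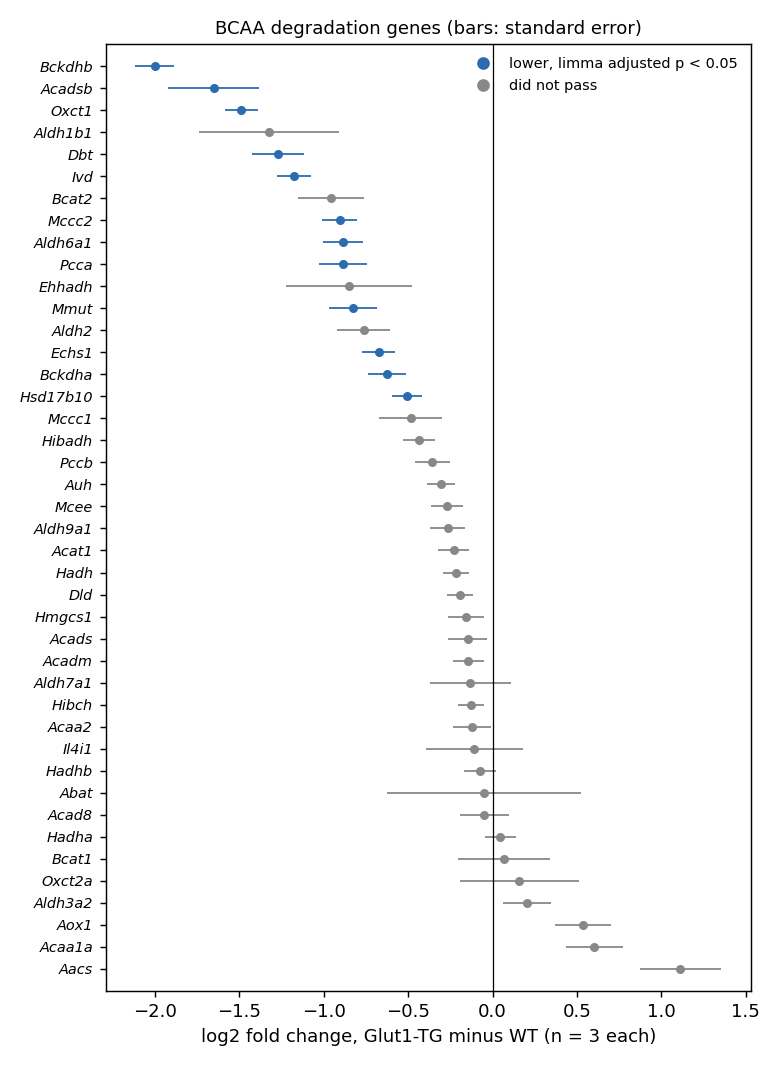
Log2 fold change (Glut1-TG minus WT, horizontal axis) of the 42 measured genes of BCAA degradation, sorted, with bars for the standard error from limma. Blue points are the 12 genes that fell; 35 of the 42 points lie below 0.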

The mRNA levels of branched-chain amino acid transaminase 2 (BCAT2) and branched-chain alpha-keto acid dehydrogenase (BCKDH) complex, two enzymes that catalyzed the initial and committed steps of BCAA degradation to branched-chain acyl-coA, were significantly downregulated, so were multiple enzymes involved in downstream reactions for converting the CoA products into the TCA cycle (Fig. 1b, c). The mRNA level of mitochondrial targeted 2C-type serine/threonine protein phosphatase (PP2Cm), that dephosphorylates and activates BCKDH complex, was also decreased (Fig. 1b, c). The protein levels of the BCAT2, branched-chain keto acid dehydrogenase E1 Alpha Polypeptide (BCKDHA), and PP2Cm were also significantly decreased in Glut1-TG hearts (Fig. 1d). No reduction was seen in the mRNA and protein expression of BCKD kinase (BCKDK) in Glut1-TG hearts (Supplementary Fig. 1c, d).

**Fig. 1:**
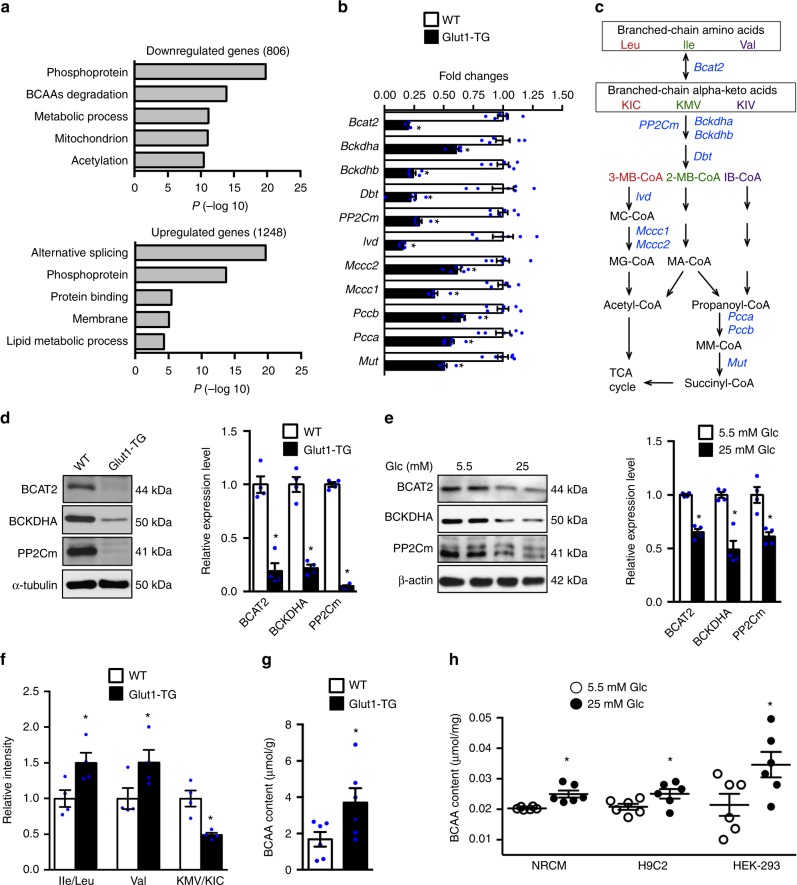
Glucose negatively regulates BCAA degradation. **a** GO enrichment analysis of differentially regulated genes in Glut1-TG hearts using DAVID. Top 5 clusters of either downregulated or upregulated genes are shown. **b** qRT-PCR analyses of selected BCAA degradation genes in Glut1-TG and WT mouse hearts. The expression was normalized to 18S rRNA and reported as fold change over WT (*p < 0.05 vs. WT, *n* = 6). Bckdhb branched-chain keto acid dehydrogenase E1 subunit beta, Dbt dihydrolipoamide branched-chain transacylase E2, Ivd isovaleryl-CoA dehydrogenase, Mccc2 Methylcrotonoyl-CoA Carboxylase 2, Mccc1 Methylcrotonoyl-CoA Carboxylase 1, Pccb Propionyl Coenzyme A Carboxylase, Beta Polypeptide; Pcca Propionyl Coenzyme A Carboxylase, Alpha Polypeptide; Mut Methylmalonyl Coenzyme A Mutase. **c** Schematic illustration of the BCAA degradation pathway. Enzymes examined in Fig. 1b are shown in blue. Degradation of Leu, Ile, and Val share the same initial steps catalyzed by Bcat2, Bckdha, Bckdhb, PP2Cm, and Dbt. Leu leucine, Ile isoleucine, Val valine, KIV α-ketoisovalerate, 3-MB-CoA 3-Methylbutanoyl-CoA, 2-MB-CoA 2-Methylbutanoyl-CoA, IB-CoA Isobutyryl-CoA, MC-CoA 2-Methylcrotonyl-CoA, MG-CoA 2-Methylglutaconyl-CoA, MA-CoA 2-Methylbutanoyl-CoA, MM-CoA Methylmalonyl-CoA. **d** Representative immunoblots of BCAT2, BCKDHA, PP2Cm, and α-tubulin in heart tissue homogenates (left) and statistical analyses of densitomeric measurements of BCAT2, BCKDHA, and PP2Cm (right) are shown (*p < 0.05 vs. WT, *n* = 4). **e** NRCMs were incubated with DMEM containing 5.5 mM or 25 mM glucose for 24 h. Representative immunoblots of cell lysates (left) and statistical analyses of densitomeric measurements of BCAT2, BCKDHA, and PP2Cm (right) are shown (*p < 0.05 vs. 5.5 mM Glc, *n* = 4). Glc glucose. **f** The relative intensity of indicated BCAAs and their metabolites measured by targeted metabolomics of Glut1-TG and WT mouse hearts (*p < 0.05 vs. WT, *n* = 4). **g** The intracellular BCAA concentration was quantified in Glut1-TG and WT hearts (*p < 0.05 vs. WT, *n* = 6). **h** Cellular BCAA levels after 24 h incubation with DMEM containing 5.5 mM or 25 mM glucose (*p < 0.05 vs. 5.5 mM Glc, *n* = 6). Data shown as mean ± s.e.m. *P* values were determined using unpaired Student’s *t*-test (**b**, **d**, **e**, **f**, **g**, **h**) or Mann–Whitney test (**b**, **d**, **e**, **f**)

Consistent with the in vivo observations in mice, increasing glucose uptake by either overexpression of Glut1 or high glucose medium (HG, 25 mM) reduced the expressions of BCAT2, BCKDHA, and PP2Cm, the three key proteins in BCAA degradation pathway, in both primary cells and proliferating cell lines (Fig. 1e, Supplementary Fig. 1e-h). Taken together, these data indicate that high glucose suppresses the expression of BCAA degradation enzymes.

We subsequently performed targeted metabolomics analysis to determine whether the downregulation of gene expression in Glut1-TG hearts affected the BCAA degradation in vivo. Increased glucose uptake in Glut1-TG hearts led to a higher level of glycolytic metabolites (Supplementary Fig. 1i, j), as expected. Importantly, the level of BCAAs was also increased while the downstream BCAA metabolites, e.g., α-keto-β-methylvalerate (KMV) and α-ketoisocaproate (KIC) were decreased in Glut1-TG hearts (Fig. 1f). Notably, levels of other amino acids exhibited the opposing trend compared to that of the BCAAs (Supplementary Fig. 1i), suggesting that high glucose selectively inhibited BCAA degradation. Independent biochemical assays showed a 2.5-fold increase of BCAA level in Glut1-TG hearts (Fig. 1g). In addition, high glucose medium or Glut1 overexpression also increased the BCAA content in both myocyte and non-myocyte cell types (Fig. 1h, Supplementary Fig. 1k). Taken together, these observations strongly suggest that glucose negatively regulates intracellular BCAA degradation.

### KLF15 is the target of high intracellular glucose

We next searched for the upstream regulatory mechanisms mediating the transcriptional suppression of BCAA degradation pathway. 

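Klf15, a zinc finger transcription factor of the Krüppel-like family, was lower in Glut1-TG hearts. Its signal was 2142 ± 71.9 (SD, n = 3) in WT hearts and 1511 ± 23.1 (SD, n = 3) in Glut1-TG hearts. The log2 fold change was -0.50 (standard error 0.09, 95% confidence interval -0.70 to -0.30, adjusted p = 0.039 from limma), so that the WT level was 1.42 times the Glut1-TG level (95% confidence interval 1.23 to 1.63). Of 15 measured genes of the family, Klf15 and Klf12 fell, Klf10 rose and 12 did not pass, and the counts were 2 and 1 when adjusted over the list alone. Klf10, which is induced by TGF-beta, rose from 714 ± 151 to 1534 ± 259 (log2 fold change 1.11, standard error 0.19, adjusted p = 0.031). Klf12, a transcriptional repressor, fell from 1050 ± 92.1 to 580 ± 107 (log2 fold change -0.87, standard error 0.16, adjusted p = 0.045). The family as a list did not pass camera, which pointed downward while its median and mean log2 fold changes were 0.04 and 0.05 (adjusted p = 0.84). By Fisher's exact test its lower genes missed at the study's thresholds (adjusted p = 0.43) and passed among the genes called by limma (adjusted p = 0.034, and 0.74 by EASE).
Every Glut1-TG array had a lower Klf15 signal than every WT array (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). The log2 fold change of Klf15 lay between -0.52 and -0.48 in 14 alternative settings. Its adjusted p ran from 0.030 to 0.24 and missed 0.05 in 9 of them, among them each of the 6 that leave out 1 array (0.058 to 0.19). The calls of Klf10 and Klf12 also ended without any 1 of the WT arrays (adjusted p = 0.064 to 0.080 and 0.14 to 0.20), that of Klf10 also without Glut1-TG replicates 2 and 3 (0.084 and 0.10) and that of Klf12 without Glut1-TG replicates 1 and 2 (0.070 and 0.11). Klf12 had 0.055 after quantile normalization and a log2 fold change of -0.18 as the mean of its probe sets.

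**Figure D3:**
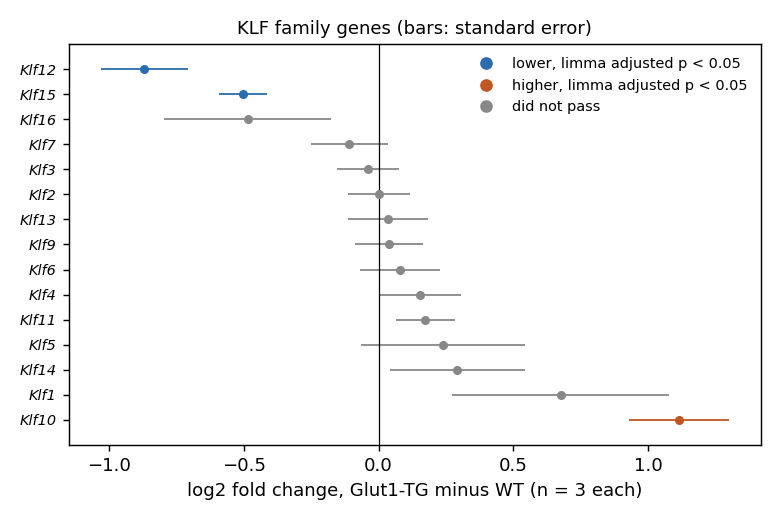
Log2 fold change (Glut1-TG minus WT, horizontal axis) of the 15 measured genes of the Krüppel-like family, sorted, with bars for the standard error from limma. Klf12 and Klf15 (blue) fell and Klf10 (orange) rose, and grey points did not pass; the call of Klf12 ends after quantile normalization.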

The microarray data showed ~2-fold downregulation of *KLF15* in Glut1-TG hearts (Supplementary Fig. 2a), which was confirmed by RT-PCR and immunoblot (Fig. 2a, b). Furthermore, both high glucose medium and Glut1 overexpression reduced the *KLF15* mRNA and protein levels in neonatal rat cardiomyocytes (NRCMs) (Fig. 2c, d, Supplementary Fig. 2b). Similar observations were also made in other cell lines including H9C2 and HEK-293 (Supplementary Fig. 2c, d). Previously, KLF15 has been shown to mediate the transcription of genes for BCAA degradation in multiple organs, including skeletal muscle, liver, and heart^27,28^. We found that overexpression of KLF15 in the presence of high glucose is sufficient to normalize both mRNA and protein expression of BCAA degradation enzymes (Fig. 2e, Supplementary Fig. 2e, f), suggesting that glucose negatively regulates BCAAs degradation through a KLF15 dependent mechanism.

**Fig. 2:**
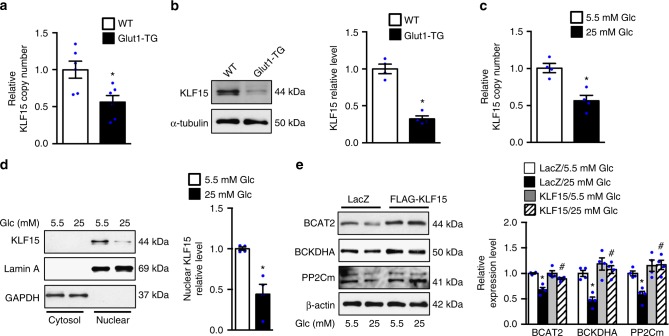
KLF15 is essential for glucose-mediated downregulation of BCAA degradation. **a** qRT-PCR analysis of KLF15 mRNA in Glut1-TG and WT hearts. The expression was normalized to 18S rRNA and reported as fold change over WT (*p < 0.05 vs. WT, *n* = 6). **b** Representative immunoblots of KLF15 and α-tubulin in heart tissue homogenates (left) and statistical analysis of densitomeric measurement of KLF15 (right) are shown (*p < 0.05 vs. WT, *n* = 4). **c** The mRNA level of KLF15 in NRCMs incubated with DMEM containing 5.5 mM or 25 mM glucose for 24 h (*p < 0.05 vs. 5.5 mM Glc, *n* = 4). **d** NRCMs were incubated with DMEM containing 5.5 mM or 25 mM glucose for 24 h. Representative immunoblots from cytosolic and nuclear fractions (left) and statistical analysis of densitomeric measurement of nuclear KLF15 (right) are shown (*p < 0.05 vs. 5.5 mM Glc, *n* = 4). **e** NRCMs transduced with indicated adenovirus were incubated with DMEM containing 5.5 mM or 25 mM glucose for 24 h. Immunoblots of cell lysates (left) and statistical analyses of densitomeric measurements of BCAT2, BCKDHA, and PP2Cm (right) are shown (*p < 0.05 vs. LacZ/5.5 mM Glc, ^#^*p* < 0.05 vs. LacZ/25 mM Glc, *n* = 4). Data shown as mean ± s.e.m. *P* values were determined using unpaired Student’s *t*-test (**a**, **b**, **c**, **d**) or one-way ANOVA followed by Newman–Keuls comparison test (**e**)

To investigate the mechanisms by which high glucose suppressed KLF15 expression, the *KLF15* promoter region containing ~1 kb upstream sequence from the transcription start site or its serially truncated segments was cloned into a luciferase vector and the luciferase activity was examined (Fig. 3a). High glucose medium or Glut1 overexpression significantly reduced the luciferase activity containing 1 kb promoter sequence and the combination of the two showed synergetic effects (Supplementary Fig. 2g). However, the suppression effect on luciferase activity by high glucose was no longer observed in smaller promoter constructs (Fig. 3a), indicating that the glucose response element(s) is located between the −1068 to −541 bp regions. We found two potential binding elements (CREI and CREII) for the cAMP response element binding protein (CREB) in this region (http://jaspar.genereg.net/); both exhibited high similarity with CRE consensus sequence and were conserved across species (Fig. 3b). The chromatin immunoprecipitation (ChIP) revealed that endogenous CREB bound to both CREI and CREII sites (Fig. 3b). Importantly, high glucose significantly reduced CREB binding occupancy of CREI and CREII on the *KLF15* promoter (Fig. 3c). To further test if high glucose suppressed the CREB transcriptional activity, cells expressing a luciferase vector containing three CREB consensus elements (CRE-luc) were subjected to high glucose medium or Glut1 overexpression. Both measures significantly decreased CRE luciferase activity (Fig. 3d). We also observed that the phosphorylation of CREB at Ser 133, critical for CREB transcriptional activation^29^, was significantly decreased in cells cultured in high glucose medium or overexpressing Glut1 (Fig. 3e). Moreover, overexpression of CREB was sufficient to attenuate high glucose induced downregulation of KLF15, as well as BCAA degradation enzymes (Fig. 3f, g). These data indicated that high glucose inhibited *KLF15* transcription by negatively regulating the binding of CREB to its promoter region.

**Fig. 3:**
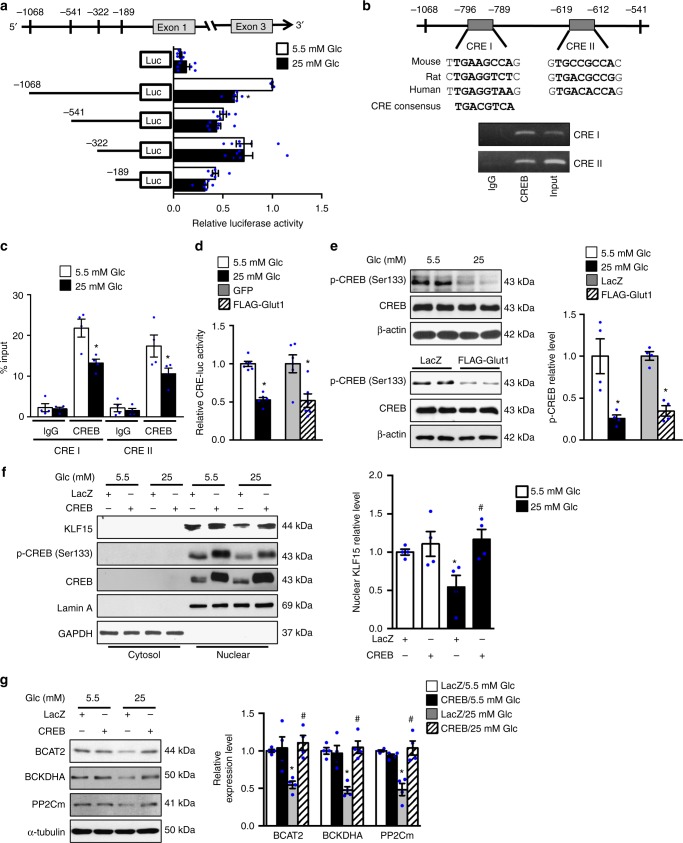
Glucose negatively regulates KLF15 through a CREB dependent mechanism. **a** NRCMs transfected with 1 μg indicated KLF15 promoter luciferase vectors or empty vector were incubated with DMEM containing 5.5 mM or 25 mM glucose for 36 h. The luciferase activity was measured (*p < 0.05 vs. −1068-luc/5.5 mM Glc, *n* = 6). **b** Upper panel: a schematic illustration of two potential CREB DNA-binding elements in the KLF15 promoter region, referred to as CRE I and CRE II. Lower panel: ChIP analysis of CREB binding of the KLF15 promoter in vivo. Results are representative of three independent experiments. **c** NRCMs were incubated with DMEM containing 5.5 mM or 25 mM glucose for 24 h. Protein-bound chromatin was prepared and immunoprecipitated with IgG and CREB antibodies. The relative occupancy on the promoter was compared with the input signal (*p < 0.05 vs. 5.5 mM Glc, *n* = 4). **d** NRCMs transfected with 1 μg CRE-luc vector were incubated with DMEM containing 5.5 mM or 25 mM glucose or transfected with Glut1 or control (GFP) plasmid for 36 h. The luciferase activity was measured (*p < 0.05 vs. 5.5 mM Glc or GFP, *n* = 6). **e** NRCMs were transduced with indicated adenovirus or incubated with DMEM containing 5.5 mM or 25 mM glucose for 24 h. Representative immunoblots of cell lysates for p-CREB (Ser 133), CREB and β-actin (left) and statistical analysis of densitomeric measurement of p-CREB (Ser 133) (right) are shown (*p < 0.05 vs. 5.5 mM Glc or LacZ, *n* = 4). **f**, **g** NRCMs transduced with indicated adenovirus were incubated with DMEM containing 5.5 mM or 25 mM glucose for 24 h. **f** Representative immunoblots of cytosolic and nuclear fractions (left) and statistical analysis of densitomeric measurement of nuclear KLF15 (right) are shown (*p < 0.05 vs. LacZ/5.5 mM Glc, ^#^*p* < 0.05 vs. LacZ/25 mM Glc, *n* = 4). **g** Immunoblots of cell lysates (left) and statistical analyses of densitomeric measurements of BCAT2, BCKDHA and PP2Cm (right) are shown (*p < 0.05 vs. LacZ/5.5 mM Glc, ^#^*p* < 0.05 vs. LacZ/25 mM Glc, *n* = 4). Data shown as mean ± s.e.m. *P* values were determined using unpaired Student’s *t*-test (**a**, **d**, **e**), Mann–Whitney test (**c**, **d**), or one-way ANOVA followed by Newman-Keuls comparison test (**f**, **g**)

### Glucose promotes cell growth through the KLF15-BCAA pathway

Previous studies have identified KLF15 as a negative regulator of cardiac hypertrophy^21^. In pathological cardiac hypertrophy caused by pressure overload in vivo or by phenylephrine (PE) treatment of NRCMs in vitro, the expressions of KLF15 and BCAA degradation enzymes were decreased (Supplementary Fig. 3a–d), whereas glucose utilization increased^6,30^. Physiological stimuli for growth that caused increased glucose uptake e.g., insulin or insulin like growth factor 1 (IGF-1) also induced similar changes of KLF15 and BCAA degradation enzymes (Supplementary Fig. 3e–g)^31^. While overexpression of Glut1 did not further increase myocyte cell size in response to PE stimulation (Supplementary Fig. 3h), reducing glucose uptake by knocking down Glut1 (sh-Glut1, Supplementary Fig. 3i, j) was sufficient to attenuate the downregulation of KLF15 and BCAA degradation enzymes in PE stimulated cells (Fig. 4a, b). Furthermore, the increases in cell size and atrial natriuretic factor (ANF) promoter activity was significantly reduced by knocking down Glut1 (sh-Glut1) in the presence of PE (Fig. 4c, d). Knockdown of KLF15 reversed the anti-hypertrophy effect by sh-Glut1 in PE treated groups (Fig. 4c, d, Supplementary Fig. 3k), suggesting that KLF15 was an important mediator of glucose-dependent cell growth. We also found that overexpression of KLF15 prevented the downregulation of BCAA degradation enzymes in PE treated cells, in parallel with the reductions in cell size and ANF promoter luciferase activity (Fig. 4e–g, Supplementary Fig. 3l). The anti-hypertrophy effect of KLF15 overexpression was partially abolished when BCAA degradation pathway was inhibited by knocking down PP2Cm or BCAT2 (Fig. 4f, g, Supplementary Fig. 3m, n). Taken together, these data reveal a mechanism that links glucose reliance in cell growth to BCAA degradation pathway through KLF15.

**Fig. 4:**
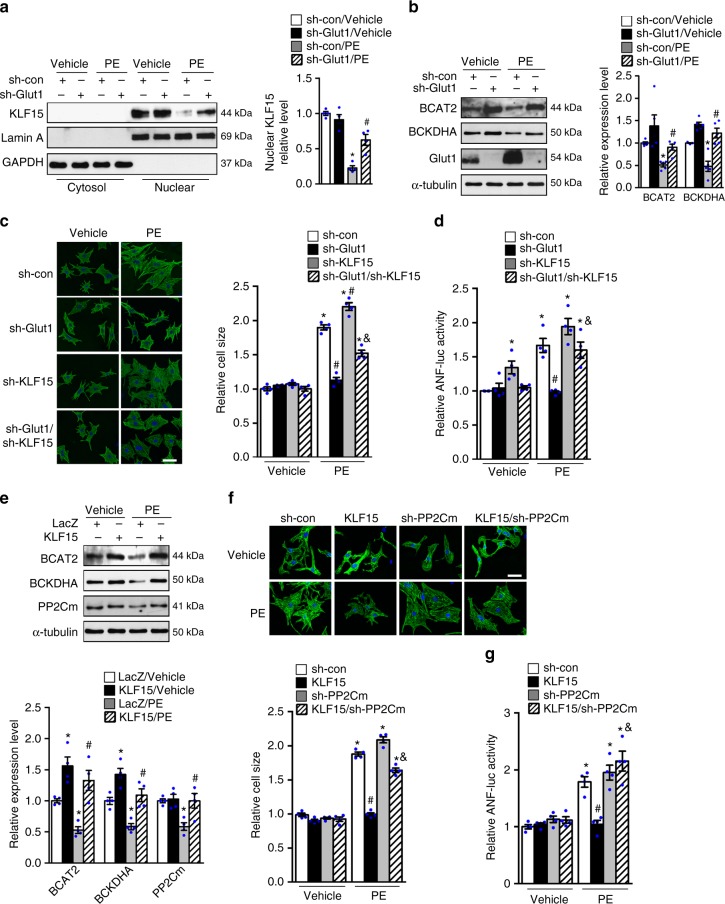
Suppression of BCAA degradation by high glucose is required for cardiomyocyte growth in response to PE. **a**, **b** NRCMs transduced with indicated adenovirus for 72 h were treated with phenylephrine (PE, 100 μM) or vehicle for 6 h. **a** Representative immunoblots of cytosolic and nuclear fractions (left) and statistical analysis of densitomeric measurement of KLF15 (right) are shown (*p < 0.05 vs. sh-con/Vehicle, ^#^*p* < 0.05 vs. sh-con/PE, *n* = 4). **b** Representative immunoblots of cell lysates (left) and statistical analyses of densitomeric measurements of BCAT2 and BCKDHA (right) are shown (*p < 0.05 vs. sh-con/Vehicle, ^#^*p* < 0.05 vs. sh-con/PE, *n* = 5). **c** NRCMs transduced with indicated adenovirus were treated with phenylephrine (PE, 100 μM) or vehicle for 48 h. Cellular surface area in each group was quantified and expressed relative to the control (*p < 0.05 vs. sh-con/Vehicle, ^#^*p* < 0.05 vs. sh-con/PE, ^&^*p* < 0.05 vs. sh-Glut1/PE, *n* = 4). Scale bar, 25 μm. **d** NRCMs transfected with 1 μg ANF promoter luciferase reporter (ANF-luc) were transduced with indicated adenovirus for 36 h and further incubated with phenylephrine (PE, 100 μM) or vehicle. The luciferase activity was measured after 36 h of PE (*p < 0.05 vs. sh-con/Vehicle, ^#^*p* < 0.05 vs. sh-con/PE, ^&^*p* < 0.05 vs. sh-Glut1/PE, *n* = 4). **e** NRCMs transduced with indicated adenovirus were treated with phenylephrine (PE, 100 μM) or vehicle for 6 h. Representative immunoblots of cell lysates (upper) and statistical analyses of densitomeric measurements of BCAT2, BCKDHA and PP2Cm (lower) are shown (*p < 0.05 vs. LacZ/Vehicle, ^#^*p* < 0.05 vs. LacZ/PE, *n* = 4). **f** NRCMs transduced with indicated adenovirus were treated with phenylephrine (PE, 100 μM) or vehicle for 48 h. Cellular surface area in each group was quantified and expressed relative to the control (*p < 0.05 vs. sh-con/Vehicle, ^#^*p* < 0.05 vs. sh-con/PE, ^&^*p* < 0.05 vs. KLF15/PE, *n* = 4). Scale bar, 25 μm. **g** NRCMs transfected with 1 μg ANF-luc were transduced with indicated adenovirus followed by incubation with phenylephrine (PE, 100 μM) or vehicle for 36 h. The luciferase activity was measured (*p < 0.05 vs. sh-con/Vehicle, ^#^*p* < 0.05 vs. sh-con/PE, ^&^*p* < 0.05 vs. KLF15/PE, *n* = 4). Data shown as mean ± s.e.m. *P* values were determined using one-way ANOVA followed by Newman–Keuls comparison test (**a**, **b**, **g**) or Kruskal–Wallis test followed by Dunn’s comparison test (**c**, **d**, **e**, **f**)

### Glucose modulates mTOR in an energy independent manner

In searching for the end effector of glucose mediated cell growth, we found that knockdown of Glut1 attenuated PE induced mTOR activation in NRCMs (Supplementary Fig. 4a). Consistent with previous observations, inhibition of mTOR activity by rapamycin treatment is sufficient to prevent PE induced cardiomyocyte growth (Supplementary Fig. 4b, c). As glucose is an important energy substrate and the mTOR activity is highly sensitive to cellular energy status, we investigated whether glucose is required to maintain cellular energy balance during the growth. Replacing glucose with either pyruvate (12 mM) or lactate (12 mM) in the culture medium attenuated NRCMs’ growth in response to hypertrophic stimulus (Fig. 5a) with no change in viability or intracellular ATP level compared with cells cultured with glucose (Supplementary Fig. 4d, e). Moreover, only NRCMs cultured with glucose showed mTOR activation in response to PE treatment (Fig. 5b, Supplementary Fig. 4f). However, we observed that NRCMs cultured with pyruvate or lactate exhibited increased phosphorylation of AMP-activated protein kinase (AMPK) indicating that AMPK was activated (Supplementary Fig. 4f). AMPK is an energy sensor and a negative regulator of mTOR activity and cell growth^32^. To determine whether restricting glucose inhibited mTOR through activation of AMPK, we prevented AMPK activation by including both lactate (6 mM) and acetate (6 mM) as the replacement of glucose in the culture (Supplementary Fig. 4d, e, Fig. 5b). NRCMs cultured with lactate and acetate, nevertheless, remained resistant to mTOR activation and hypertrophic growth by PE (Fig. 5a, b), suggesting that AMPK activation is not required for mTOR inhibition under these conditions. Similarly, rat adult cardiomyocytes cultured with pyruvate or lactate showed no activation of AMPK but showed attenuated mTOR activation and reduced hypertrophic growth during PE stimulation (Supplementary Fig. 4g, h). Taken together, these observations show that independent of its function in energy provision, glucose plays an essential role in mediating mTOR activation in response to growth stimulation.

**Fig. 5:**
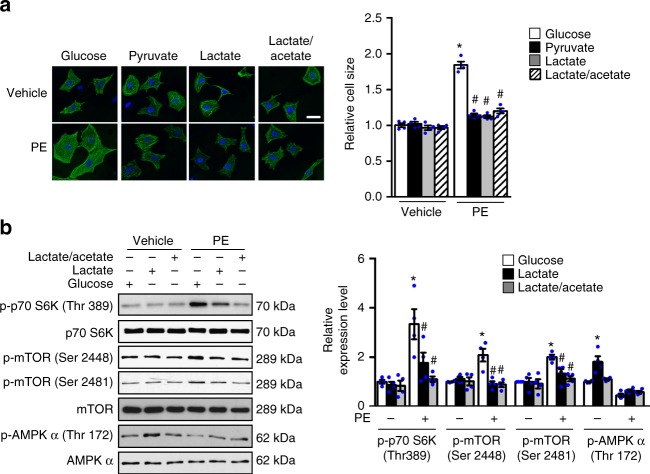
Glucose removal inhibits mTOR activation and cell growth. **a** NRCMs were pretreated with DMEM containing either glucose or non-glucose substrates for one hour and then incubated with phenylephrine (PE, 100 μM) or vehicle for 48 h. Myocytes were fixed and stained with anti-Troponin T to visualize CMs. Cellular surface area in each group was quantified and expressed relative to the control (*p < 0.05 vs. Glucose/Vehicle, ^#^*p* < 0.05 vs. Glucose/PE, *n* = 4). Scale bar, 25 μm. **b** NRCMs were pretreated with DMEM containing either glucose or non-glucose substrates for one hour and then incubated with phenylephrine (PE, 100 μM) or vehicle for 6 h. Immunoblots of cell lysates (left) and statistical analyses of densitomeric measurements of p-p70 S6K (Thr 389), p-mTOR (Ser 2448), p-mTOR (Ser 2481), and p-AMPK α (Thr 172) (right) are shown (*p < 0.05 vs. Glucose/PE(-), ^#^*p* < 0.05 vs. Glucose/PE(+), *n* = 4). Data shown as mean ± s.e.m. *P* values were determined using one-way ANOVA followed by Newman–Keuls comparison test (**b**) or Kruskal-Wallis test followed by Dunn’s comparison test (**a**)

### mTOR activation requires the inhibition of BCAA degradation

To test if the suppression of BCAA degradation by glucose was required for mTOR activation during cell growth, we first examined the intracellular BCAAs amount in response to PE treatment at various time points. PE induced a transient accumulation of intracellular BCAA that coincided with activation of mTOR, which was prevented by overexpression of KLF15 (Fig. 6a, b, Supplementary Fig. 4i). This transient accumulation of BCAA in cultured cardiomyocytes is consistent with the observation in the hearts in response to pressure overload or myocardial infarction, in which the increase of myocardial BCAA level peaks at one week after the stimulus^33,34^. Knockdown of BCAT2 or PP2Cm, the key enzymes for BCAA degradation, induced the intracellular BCAA accumulation (Supplementary Fig. 4j) and restored mTOR activation by PE in KLF15 overexpressing cells (Fig. 6c, Supplementary Fig. 4k). Similarly, the downregulation of BCAA degradation enzymes by PE was abolished in cardiomyocytes cultured with non-glucose medium (Supplementary Fig. 4l). Knocking down PP2Cm or BCAT2 was sufficient to reactivate mTOR during PE treatment in both neonatal and adult rat cardiomyocytes cultured even in non-glucose medium and restored the growth response to the same extent as in cells cultured with glucose (Fig. 6d, e, Supplementary Fig. 4m-p). Taking together, these data suggest that suppression of BCAA degradation pathway by glucose is required for mTOR activation during cell growth.

**Fig. 6:**
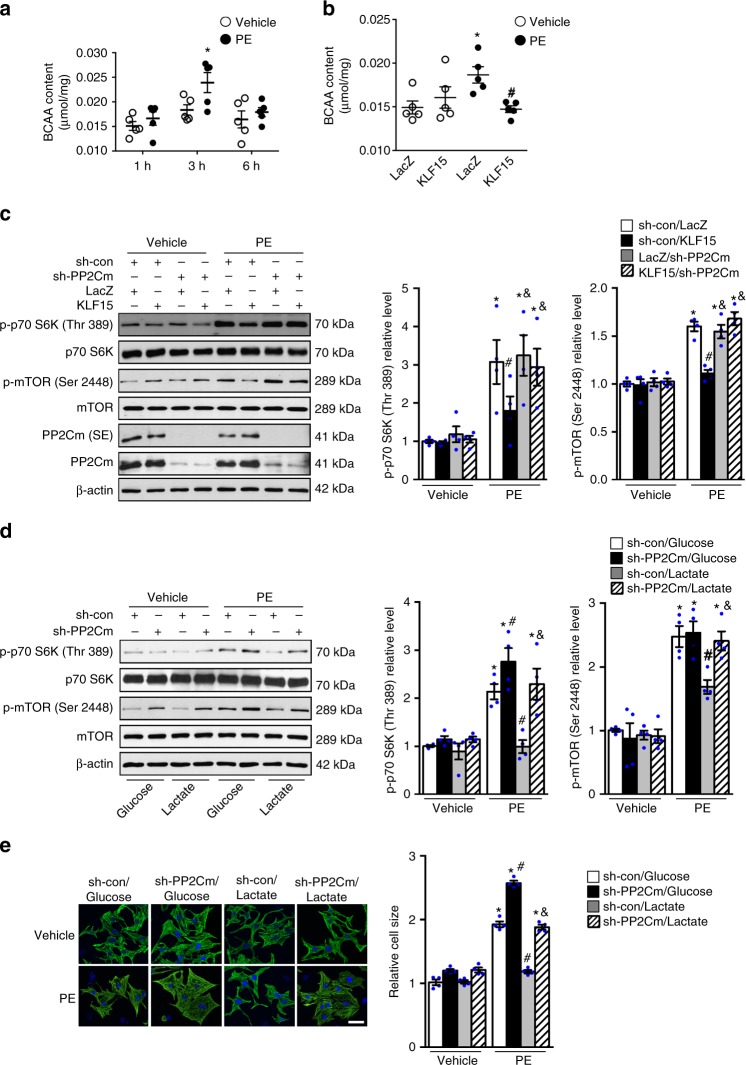
BCAA accumulation is required for mTOR activation during cardiomyocyte growth. **a** Cellular BCAA level was measured in NRCMs treated with phenylephrine (PE, 100 μM) or vehicle at indicated time points (*p < 0.05 vs. Vehicle, *n* = 5). **b** Cellular BCAA level was examined in NRCMs transduced with indicated adenovirus and treated with phenylephrine (PE, 100 μM) or vehicle for 3 h (*p < 0.05 vs. LacZ/Vehicle, ^#^*p* < 0.05 vs. LacZ/PE, *n* = 5). **c** NRCMs transduced with indicated adenovirus were treated with phenylephrine (PE, 100 μM) or vehicle for 6 h. Immunoblots of cell lysates (left) and statistical analyses of densitomeric measurements of p-p70 S6K (Thr 389) and p-mTOR (Ser 2448) (right) are shown (*p < 0.05 vs. sh-con/LacZ/Vehicle, ^#^*p* < 0.05 vs. sh-con/LacZ/PE, ^&^*p* < 0.05 vs. sh-con/KLF15/PE, *n* = 4). SE for short exposure. **d**, **e** NRCMs transduced with indicated adenovirus were incubated with DMEM containing either glucose or non-glucose substrates for one hour and then treated with phenylephrine (PE, 100 μM) or vehicle. **d** Immunoblots of cell lysates (left) and statistical analyses of densitomeric measurements of p-p70 S6K (Thr 389) and p-mTOR (Ser 2448) (right) are shown (*p < 0.05 vs. sh-con/Glucose/Vehicle, ^#^*p* < 0.05 vs. sh-con/Glucose/PE, ^&^*p* < 0.05 vs. sh-con/Lactate/PE, *n* = 4). **e** 48 h after PE treatment, myocytes were fixed and stained with anti-Troponin T. Cell surface area in each group was quantified and expressed relative to the control (*p < 0.05 vs. sh-con/Glucose/Vehicle, ^#^*p* < 0.05 vs. sh-con/Glucose/PE, ^&^*p* < 0.05 vs. sh-con/Lactate/PE, *n* = 4). Scale bar, 25 μm. Data shown as mean ± s.e.m. *P* values were determined using one-way ANOVA followed by Newman-Keuls comparison test (**a**, **b**, **c**, **d**) or Kruskal–Wallis test followed by Dunn’s comparison test (**e**)

### Crosstalk between growth stimulus and metabolic response

Although glucose is required for cell growth, high glucose alone did not stimulate mTOR activation in cardiomyocytes in the absence of hypertrophic stimuli (Supplementary Fig. 5a). The Glut1-TG hearts did not develop hypertrophy without stress^17^, and high glucose medium did not increase cell size in NRCMs (Supplementary Fig. 5b). These findings suggest that BCAA accumulation induced by increased glucose reliance is required but not sufficient to stimulate cell growth, i.e., the activation of mTOR requires additional input even in the presence of metabolic reprogramming. We thus investigated the cross talk between glucose and the two upstream regulators of mTOR signaling: PI3K and MAPK pathways. As expected, PE treatment stimulated both PI3K and MAPK pathways (Supplementary Fig. 5c), while high glucose had no effect on either (Supplementary Fig. 5d). Similarly, removing glucose or overexpression of KLF15 had no effect on activation of either PI3K or MAPK in response to PE treatment (Fig. 7a, b‚ Supplementary Fig. 5e), but strongly suppressed mTOR activation and cardiomyocyte growth in response to PE (Figs. 4f, 5a, b, 6c, Supplementary Fig. 4i). In addition, inhibition of PI3K pathway by wortmannin or inhibition of MAPK by U0126 was sufficient to inhibit mTOR activation during PE stimulation but had no effect on BCAA degradation pathway (Fig. 8a, Supplementary Fig. 5f). Knockdown of KLF15 or PP2Cm in cells subjected to PE stimulation, which effectively suppressed BCAA degradation pathway, failed to restore mTOR activation or hypertrophic growth when PI3K or MAPK was inhibited (Fig. 8b, c, Supplementary Fig. 5g-l), indicating that PE induced mTOR activation also required intact PI3K or MAPK signaling. Taken together, these data suggest that the activation of mTOR during a growth response requires input signal via the PI3K and/or MAPK pathway, as well as the metabolic response via increased intracellular glucose (Fig. 8d). Either component is indispensable, and they act cooperatively to sustain a growth response.

**Fig. 7:**
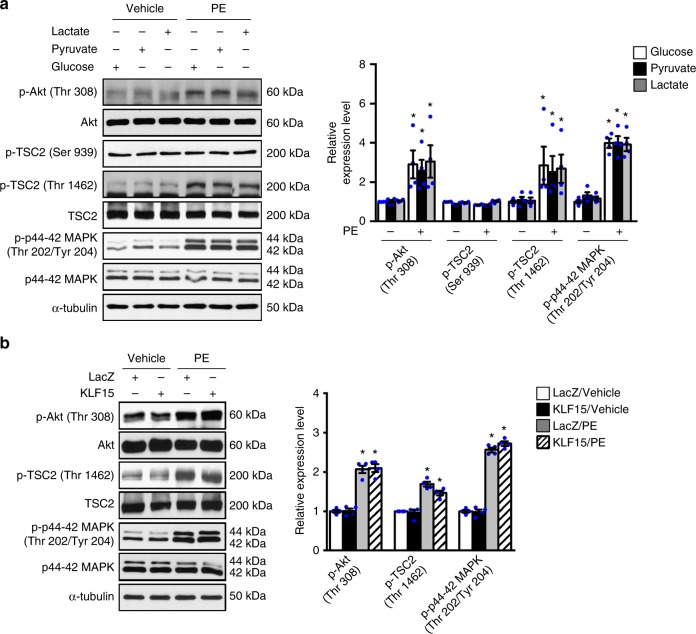
Glucose does not affect signaling upstream of mTOR. **a** NRCMs incubated with DMEM medium containing glucose or non-glucose substrates were treated with phenylephrine (PE, 100 μM) or vehicle for 6 h. Immunoblots of whole cell lysates (left) and statistical analyses of densitomeric measurements of p-Akt (Thr 308), p-TSC2 (Ser 939), p-TSC2 (Thr 1462), and p-p44–42 MAPK (Thr 202/Tyr 204) (right) are shown (*p < 0.05 vs. Glucose/PE(−), *n* = 4). **b** NRCMs transduced with indicated adenovirus were treated with phenylephrine (PE, 100 μM) or vehicle for 6 h. Immunoblots of whole cell lysates (left) and statistical analyses of densitomeric measurements of p-Akt (Thr 308), p-TSC2 (Thr 1462), and p-p44–42 MAPK (Thr 202/Tyr 204) (right) are shown (*p < 0.05 vs. LacZ/Vehicle, *n* = 4). Data shown as mean ± s.e.m. *P* values were determined using one-way ANOVA followed by Newman–Keuls comparison test (**a**, **b**) or Kruskal–Wallis test followed by Dunn’s comparison test (**a**)

**Fig. 8:**
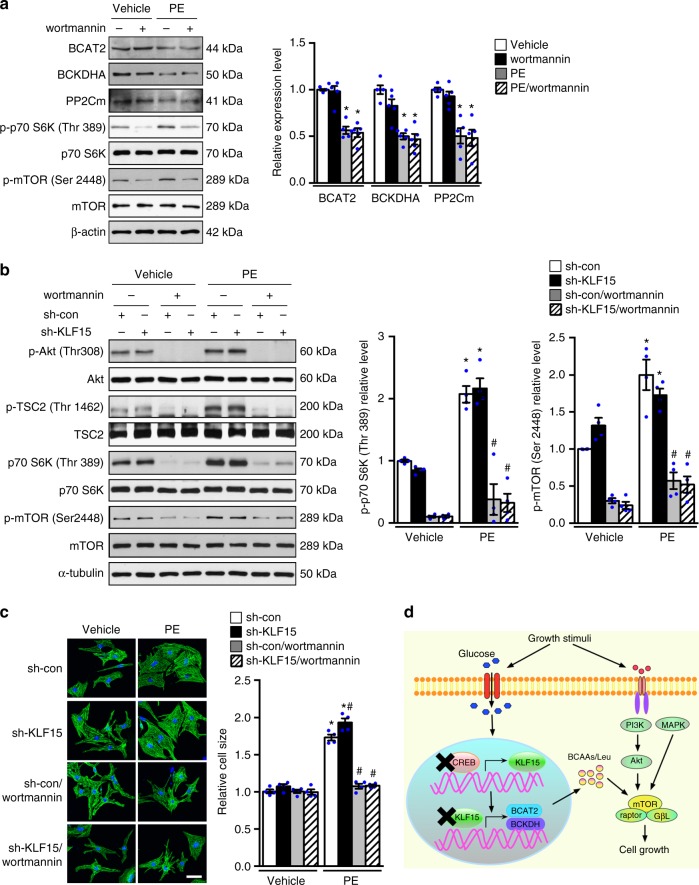
Activation of mTOR requires both growth stimulus and metabolic checkpoint. **a** NRCMs with preincubation of wortmannin (2 μM, 1 h) or vehicle were treated with phenylephrine (PE, 100 μM) or vehicle for 6 h. Immunoblots of total cell lysates (left) and statistical analyses of densitomeric measurements of BCAT2, BCKDHA, and PP2Cm (right) are shown (*p < 0.05 vs. Vehicle, *n* = 5). **b**, **c** NRCMs transduced with indicated adenovirus were preincubated with 2 μM wortmannin for 1 h and subsequently treated with phenylephrine (PE, 100 μM) or vehicle. **b** Immunoblots of total cell lysates (left) and statistical analyses of densitomeric measurements of p-p70 S6K (Thr 389) and p-mTOR (Ser 2448) (right) are shown (*p < 0.05 vs. sh-con/Vehicle, ^#^*p* < 0.05 vs. sh-con/PE, *n* = 4). **c** 48 h after PE treatment, myocytes were fixed and stained with anti-Troponin T. Cell surface area in each group was quantified and expressed relative to the control (*p < 0.05 vs. sh-con/Vehicle, #*p* < 0.05 vs. sh-con/PE, *n* = 4). Scale bar, 25 μm. **d** Schematic illustration of the working hypothesis on how glucose regulates cell growth through modulating KLF15 mediated transcriptional control of BCAA degradation. Data shown as mean ± s.e.m. *P* values were determined using one-way ANOVA followed by Newman-Keuls comparison test (**a**, **b**) or Kruskal–Wallis test followed by Dunn’s comparison test (**c**)

### Glucose-BCAA circuit regulates cardiac hypertrophy in mice

Increased glucose reliance, downregulation of KLF15 and impaired BCAA degradation have been demonstrated in hearts with pathological hypertrophy^6,21,28^, but their role as a regulatory circuit for hypertrophic response has never been tested. If our hypothesis is correct, the anti-hypertrophy effect of KLF15 will not be observed in mice deficient of BCAA degradation such as *PP2Cm* KO. We thus sought to increase KLF15 expression in the heart of WT and *PP2Cm* KO mice, via retro-orbital injection of an adeno-associated virus serotype 9 vector carrying *KLF15* and directed by the cardiac-specific cTNT promoter (AAV9-KLF15)^35^. This approach showed high efficiency and specificity of gene expression in the heart (Supplementary Fig. 6a, b). As high level overexpression of KLF15 in transgenic mice causes arrhythmia due to a regulatory role of KLF15 on potassium channel^36^, we titrated the dosage of AAV9-KLF15 to limit the KLF15 overexpression to ~2-fold (Fig. 9a, Supplementary Fig. 6c). The expression level of KLF15 was stable for up to 5 weeks and did not cause any overt phenotype in WT mice. Importantly, AAV9-KLF15 administration was sufficient to increase multiple enzymes involved in BCAA degradation pathway (Fig. 9a).

**Fig. 9:**
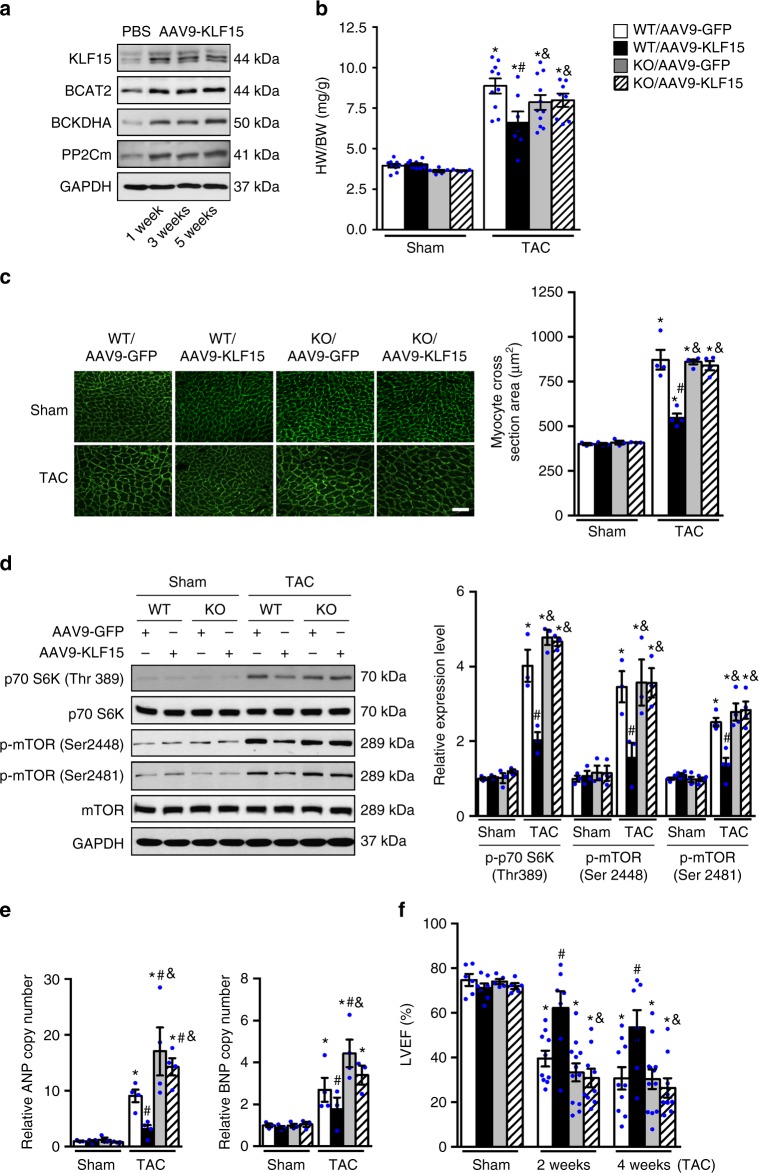
Glucose and KLF15 mediated BCAA degradation is essential for cardiomyocyte growth in vivo. **a** Immunoblots of cardiac tissue homogenates from WT mice injected with AAV9-KLF15 or PBS for indicated time period are shown. **b**–**f** *PP2Cm* KO and WT mice were subjected to TAC surgery one week after retro-orbital injection of AAV9-KLF15 or control virus (AAV9-GFP). **b** The heart weight/body weight (HW/BW) ratio of *PP2Cm* KO and WT hearts with indicated AAV injection 4 weeks after TAC or sham operation (*p < 0.05 vs. WT/AA9-GFP/sham, ^#^*p* < 0.05 vs. WT/AAV9-GFP/TAC, ^&^*p* < 0.05 vs. WT/AAV9-KLF15/TAC, *n* = 5–11). **c** Representative wheat germ agglutinin staining and quantification of cardiomyocyte cross-sectional area in indicated hearts 4 weeks after TAC or sham operation (*p < 0.05 vs. WT/AA9-GFP/sham, ^#^*p* < 0.05 vs. WT/AAV9-GFP/TAC, &*p* < 0.05 vs. WT/AAV9-KLF15/TAC, *n* = 3–4). Scale bar, 50 μm. **d** Left ventricles from indicated hearts were collected 3 days post surgery. Immunoblots of tissue homogenates (left) and statistical analyses of densitomeric measurements of p-p70 S6K (Thr 389), p-mTOR (Ser 2448) and p-mTOR (Ser 2481) (right) are shown (*p < 0.05 vs. WT/AA9-GFP/sham, ^#^*p* < 0.05 vs. WT/AAV9-GFP/TAC, ^&^*p* < 0.05 vs. WT/AAV9-KLF15/TAC, *n* = 3). **e** qRT-PCR measurements of *ANP* and *BNP* levels in *PP2Cm* KO and WT hearts with indicated AAV injection 4 weeks after surgery (*p < 0.05 vs. WT/AA9-GFP/sham, ^#^*p* < 0.05 vs. WT/AAV9-GFP/TAC, ^&^*p* < 0.05 vs. WT/AAV9-KLF15/TAC, *n* = 3–4). **f** Left ventricular ejection fraction (LVEF%) assessed by echocardiography at 2 weeks and 4 weeks post TAC surgery (*p < 0.05 vs. WT/AA9-GFP/sham, ^#^*p* < 0.05 vs. WT/AAV9-GFP/TAC, ^&^*p* < 0.05 vs. WT/AAV9-KLF15/TAC, *n* = 5–12). Data shown as mean ± s.e.m. *P* values were determined using one-way ANOVA followed by Newman–Keuls comparison test (**b**, **c**, **d**, **e**, **f**)

We found that the increases in heart weight and myocyte cross-sectional area, induced by TAC, were significantly reduced by KLF15 overexpression in WT but not in *PP2Cm* KO mice (Fig. 9b, c). Immunoblot analysis demonstrated that AAV9-KLF15 treatment significantly reduced the phosphorylation of p70 S6K and mTOR after TAC in WT mice but not in *PP2Cm* KO mice (Fig. 9d). Importantly, PI3K and MAPK signaling was activated to a similar extent in all the groups subjected to TAC compared with sham operated mice (Supplementary Fig. 6c). In addition, molecular markers for pathological cardiac hypertrophy *ANP* and *BNP*, were markedly elevated in WT-TAC and a greater increase observed in *PP2Cm* KO-TAC hearts (Fig. 9e). AAV9-KLF15 treatment significantly reduced the expression of *ANP* and *BNP* in WT but not in *PP2Cm* KO hearts after TAC (Fig. 9e). Echocardiographic measurements demonstrated that TAC induced cardiac dysfunction in both WT and *PP2Cm* KO mice compared with sham operated mice, which was rescued by AAV9-KLF15 in WT only (Fig. 9f, Supplementary Table 2). Collectively, these data demonstrate that suppression of KLF15-BCAA degradation pathway is required for activation of mTOR and development of pathological hypertrophy of adult hearts in vivo.

## Discussion

The study reveals a regulatory circuit between glucose and BCAA that serves as a metabolic determinant of growth signaling. In a variety of cell types, we observed that increased intracellular glucose inhibits the expression of KLF15 and its downstream genes resulting in decreased BCAA degradation. Such a response is required for sustaining the activation of mTOR during growth stimulation even though energy provision by glucose is dispensable. Importantly, disruption of this regulatory cascade alleviates cardiomyocyte hypertrophy during pressure overload in mice demonstrating that this mechanism plays a critical role in cellular growth response in disease.

The mTOR complex is a nutrient sensor and a signaling hub where various inputs are vetted and relayed cumulating in changes of protein synthesis, cell growth, and survival. Here we demonstrate that activation of mTOR requires growth stimuli that act in concert with increased glucose metabolism. This is consistent with previous observations that mTOR activation by insulin stimulation or increased hemodynamic load in the heart requires increased glucose metabolism^15,16^. However, prior hypothesis that mTOR activity is modulated by a direct interaction of glucose metabolite(s) with protein(s) in the mTOR complex has not been supported by direct evidence. Here we have identified a cascade of mechanisms linking glucose metabolism to the mTOR activity through the inhibition of BCAA degradation. Previous studies have shown that mTOR activity is regulated by nutrients, mostly in the form of amino acids, especially leucine, the most abundant BCAA^37–40^. Here we demonstrate that increased glucose metabolism in growing cells modulates the amino acid levels by suppressing the BCAA degradation pathway, thus, reveal a missing link in the coordination of cell metabolism and intracellular nutrient environment for cell growth. Furthermore, the identification of the glucose-BCAA circuit reveals a fundamental mechanism in metabolic regulation that will likely advance research on metabolic signaling beyond cell growth.

Similar to our observations in this study, activation of mTOR by amino acids also requires the presence of upstream signals, such as growth factors^39^. These observations indicate that metabolic responses elicited by growth signals, instead of independently stimulating cell growth, play an obligatory role in setting the intracellular environment in favor of growth signal transduction. Understanding the molecular mechanisms underlying the metabolic determinant of mTOR activity, therefore, presents new avenue to target cell growth independent of growth stimulation.

We find that restoration of mTOR activity is sufficient to promote the growth of both neonatal and adult rat cardiomyocytes in the absence of glucose. This seemingly surprising observation suggests that glycolysis is not required in the growth of post-mitotic cells once mTOR is activated. Substitution of glucose with pyruvate, lactate and/or, acetate is sufficient to meet the energy demand and prevent AMPK activation. However, glucose metabolites also fuel several accessary pathways, e.g., hexosamine biosynthetic pathway or pentose phosphate pathway. Since gluconeogenesis is normally not present in cardiomyocytes, long term culture with non-glucose substrates could deplete metabolites produced by these pathways which have been shown critical for cell growth^3,41^. It is possible that these metabolites are not sufficiently depleted during the short-term experiments in the present study hence not affecting cell growth. It also raises the intriguing question whether other mechanisms are present to compensate for the loss of glycolysis in those cells during hypertrophic growth. Further investigations along this line may lead to discovery of novel metabolites and pathways that contribute to the growth of post-mitotic cells.

A key finding of this study is the identification of KLF15 as a critical node connecting metabolism and cell growth. KLF15 has long been recognized as a pleiotropic transcriptional factor^20,42^. KLF15-mediated transcriptional mechanisms regulate cell differentiation, circadian rhythm, ion channel activity, and multiple aspects of metabolism^23,27,36,43–45^. Despite clear evidence for a role of KLF15 in determining the metabolic phenotype of differentiated cells, the upstream mechanism(s) that drive KLF15 expression have not been defined. Interestingly, KLF15 expression is substantially suppressed during development and in proliferating cells when basal glucose uptake and utilization is high^21–23,46^. Results from this study reveal a regulatory mechanism by glucose through which immature cells suppress KLF15 to sustain a metabolic profile favorable for cell growth. Consistent with the notion, exponential increases of KLF15 expression occur at the end of postnatal growth period which coincide with the switch to insulin regulated glucose disposal in the heart coupled with increased fatty acid oxidation and amino acid catabolism^23,24^. When the metabolic pattern returned to the fetal form in hypertrophic hearts, KLF15 level is reduced^21^. Indeed, the present study confirmed prior observation that both physiological and pathological growth stimuli, known to stimulate glucose uptake, reduced the KLF15 expression^21,47^. Here we have identified one glucose responsive mechanism that suppresses KLF15 transcription through reducing the binding of CREB on its promoter region. KLF15 expression is also responsive to multiple hormonal regulations such as glucocorticoids or during fasting of which the molecular mechanisms are unknown. The role of intracellular glucose in these responses warrants investigation.

Several observations have been made that the expression of KLF15 and BCAA degradation enzymes are downregulated in failing hearts^21,28^. However, Glut1-TG mice was able to maintain cardiac function at baseline and protected against pressure overload induced cardiac dysfunction even though the KLF15-BCAA pathway was inhibited. We speculate that the seemingly contradictory outcome observed in Glut1-TG hearts reflects the complex role of substrate metabolism in modulating myocardial energetics and signaling transduction. In Glut1-TG mice, the tremendous capacity of glucose supply allows glucose to become the predominant fuel and is able to maintain cardiac energetics during pressure overload, a condition when downregulation of fatty acid oxidation (FAO) compromises myocardial energy supply while increased glucose utilization through endogenous mechanisms is not sufficient to maintain myocardial energetics^17,48^. The study by Sun et al. suggests that accumulation of BCAA metabolites, BCKAs, contribute to the development of TAC induced cardiac dysfunction in *PP2Cm* KO hearts^28^. We did not observe BCKAs accumulation in Glut1-TG hearts (Fig. 1f), since the entire BCAA degradation pathway was downregulated including the enzyme converting BCAAs to BCKAs. Therefore, improved energy metabolism in Glut1-TG hearts likely contributes to delayed progression to heart failure. However, compared to other interventions of sustaining myocardial energetics, such as preventing the downregulation of FAO, improved function in Glut1-TG after TAC was not accompanied by the expected reduction of cardiac hypertrophy^49^. These observations are consistent with the role of glucose in regulating cell growth independent of its role in ATP production, as shown in the present study.

The identification of the glucose-KLF15-BCAA regulatory circuit has potential implications in the cardiac remodeling of patients with diabetes or metabolic disorders. BCAAs catabolic enzyme gene expression is reduced in individuals with the metabolic syndrome and obesity^50,51^. Metabolomics studies has demonstrated a positive correlation between circulating BCAA levels and insulin resistance in obesity, and a high blood BCAA level is a risk factor for future development of diabetes^52,53^. These observations suggest a potential feedback regulation between glucose and BCAA metabolism^54^. A further understanding of the molecular mechanisms holds promise of revealing novel therapeutic targets for metabolic disorders.

In conclusion, our study demonstrates that glucose negatively regulates BCAAs degradation pathway through a KLF15 dependent mechanism. Mobilization of this pathway is required for mTOR activation and the development of cardiac hypertrophy. Thus, the study uncovers a molecular link between the metabolic programming and the growth signaling in the post-mitotic cells. Importantly, identification of the glucose and BCAA circuit adds to the fundamental principle of metabolic regulation, which has significant implications beyond cell growth.

## Methods

### Animal model

A transgenic mouse expressing human Glut1 driving by the alpha-myosin heavy chain promoter (designated as Glut1-TG) was generated on an FVB background^17^. PP2Cm systematic knock out mice (designated as PP2Cm KO) was achieved by gene targeting and maintained on C57BL/6 background^55^. All the mice were housed at 22 °C with a 12-h light, 12-h dark cycle with free access to water and standard chow. The experiments included in this study were performed with male mice. All protocols concerning animal use were approved by the Institutional Animal Care and Use Committee at University of Washington.

### Transverse aortic constriction (TAC) surgery

PP2Cm KO mice and their littermate controls at the age of 10–12 weeks underwent TAC or sham surgery^56^. Briefly, mice were anesthetized with an intraperitoneal injection of 130 mg/kg ketamine and 8.8 mg/kg xylazine in saline. Mice were intubated with 20 G cannula and ventilated 140 breaths per minute by small animal TOPO ventilator (Kent Scientific). The aortic arch was exposed via a left thoracotomy and by carefully separating the thymus. A constriction of the transverse aorta was generated by tying a 6-0 Ethilon ligature against a 27-gauge blunt needle around the aorta between the brachiocephalic and left common carotid arteries. Promptly the needle was removed and the chest and skin were closed by 5-0 polypropylene suture. The animal was removed from ventilation and kept on a heating blanket during recovery from anesthesia. SR buprenorphine (0.05 mg/kg) was administered subcutaneously for analgesia. Sham operated mice underwent all the same procedures as TAC mice excluding the constriction of the aorta. All mice were monitored every 12 h during the first 72 h post-surgery, followed by daily visits over the next 4 weeks.

### Transthoracic echocardiography

The mice were anesthetized and maintained with 1–2% isofluorane in 95% oxygen. Trans-thoracic echocardiography was conducted at 2 and 4 weeks post TAC surgery with Vevo 2100 high-frequency, high-resolution digital imaging system (VisualSonics) equipped with a MS400 MicroScan Transducer. A parasternal short axis view was used to obtain M-mode images for analysis of fractional shortening, ejection fraction, and other cardiac functional parameters.

### Bioinformatics analysis

Glut1-TG and WT hearts were subjected to microarray analysis (Affymetrix). The preselected genes (Fold change > 1.25, *p* < 0.05 vs. WT) were analyzed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov)^57,58^. The lists of genes showing either down-regulation (806 genes) or up-regulation (1248 genes) in GLUT1-TG hearts were separately entered into the DAVID and subjected to Functional Annotation Chart analysis for general GO enrichment analysis and pathway enrichment analysis (Threshold: Count of 5 and EASE score of 0.05) using the KEGG pathway database^26^. 

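In Glut1-TG hearts 34 genes rose and 79 fell against WT hearts at an adjusted p under 0.05 from limma, 13 and 25 of them by 2-fold or more. At the study's thresholds 423 genes were higher and 349 were lower. Myl7, an atrial myosin light chain, rose from a signal of 43.7 ± 41.0 (SD, n = 3) to 468 ± 214 (SD, n = 3), with a fitted log2 fold change of 3.76 (standard error 0.68, adjusted p = 0.041). Sorcs2, a sorting receptor, rose with a fitted log2 fold change of 2.94 (standard error 0.48, adjusted p = 0.028). The WT signals of both lie under the filter's signal, close to background, so the size of their folds is not determined. Nrxn3, a neurexin, rose from 192 ± 19.3 to 830 ± 11.1 (log2 fold change 2.12, standard error 0.18, adjusted p = 0.00083). Its rise rests on the probe set used. The further Nrxn3 probe sets, all under the filter, had -0.91, 0.07, -1.29 and -1.15 and did not pass. Slc37a4, the glucose-6-phosphate transporter of the endoplasmic reticulum, rose from 713 ± 51.6 to 1856 ± 262 (log2 fold change 1.37, standard error 0.13, adjusted p = 0.0014). Pdlim7, a PDZ and LIM domain protein of the cytoskeleton, rose by 1.35 (standard error 0.09, adjusted p = 0.00022). Kcng4, a potassium channel subunit, Myl4, an atrial myosin light chain, and Adap1 rose by 1.94, 1.75 and 1.38 (adjusted p = 0.0095, 0.0085 and 0.035).
The largest fall was in Cyp2b10, a cytochrome P450, from 1171 ± 357 to 172 ± 31.0 (log2 fold change -2.74, standard error 0.26, adjusted p = 0.0014). Cpxm2, a carboxypeptidase-like secreted protein, fell by 2.62 (standard error 0.26, adjusted p = 0.0019). Bdh1, the mitochondrial enzyme that oxidizes the ketone body beta-hydroxybutyrate, fell from 8030 ± 530 to 2706 ± 542 (log2 fold change -1.59, standard error 0.13, adjusted p = 0.00083). Rce1, a protease of prenylated proteins, and Osbp2, an oxysterol-binding protein, fell by a fitted 1.86 each (adjusted p = 0.047 and 0.045). The Glut1-TG signal of Rce1, 101 ± 29.5, lies under the filter's signal, so the size of its fold is not determined. All 113 genes had their Glut1-TG arrays on one side of their WT arrays, as had 2298 of the 13178 genes tested (17.4%, where chance gives 10%). An unadjusted limma p under 0.05 was reached by 721 higher and 765 lower genes, and the methods' t-test with Benjamini-Hochberg adjustment called 1 higher and 0 lower. After centring on the cardiomyocyte markers or on oxidative phosphorylation, settings added after the data were seen, 61 and 34 genes rose and 26 and 30 fell. Without WT replicates 1, 2 and 3 in turn, 12, 16 and 16 genes rose and 32, 30 and 31 fell. Without Glut1-TG replicates 2 and 3, 15 and 18 rose and 63 and 50 fell, and eBayes without an intensity trend called 2 in each direction. Of the genes named, the call of Adap1 ended without WT replicates 1 and 3 and without any 1 of the Glut1-TG arrays (adjusted p = 0.081 to 0.13). Those of Myl7 and Sorcs2 ended without WT replicates 1 and 3 (0.061 to 0.14), and without any 1 of the Glut1-TG arrays both fall under the filter and were not tested. In a fit that keeps the genes tested with all arrays, the call of Myl7 ended there (0.096 to 0.20). The call of Kcng4 ended without WT replicate 1 (0.055), and that of Cyp2b10 without Glut1-TG replicate 2 (0.088), where another probe set also represents it. Those of Rce1 and Osbp2 ended without any 1 of the WT arrays (0.13 to 0.24) and without Glut1-TG replicate 1 (0.078 and 0.092), that of Rce1 also without Glut1-TG replicate 3 (0.12) and that of Osbp2 without Glut1-TG replicate 2 (0.077). Those of Myl4 and Pdlim7 ended as the mean of their probe sets (0.089 and 0.22).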

KEGG pathway tool was utilized through DAVID online tools to visually map down-regulated genes involved in BCAAs degradation pathway in GLUT1-TG heart.

### Immunoblot analysis

Heart homogenates or cell lysates were prepared using RIPA buffer containing 50 mM Tris (pH 7.4), 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 1% deoxycholic acid, 1 mM EDTA, 1 mM Na_3_VO_4_, 1 mM NaF, 0.5 mM 4-(2-aminoethyl) benzenesulfonyl fluoride hydrochloride, 0.5 μg/ml aprotinin, and 0.5 μg/ml leupeptin. Equal amounts of proteins (10–20 μg) were subjected to SDS-PAGE. The nuclear and cytosolic fractions were prepared with NE-PER Nuclear and Cytoplasmic Extraction Reagents (Pierce). After proteins were transferred to a PVDF membrane, immunoblots were probed with the indicated antibodies. The protein abundance was analyzed densitometrically and normalized by the level of α-tubulin, β-actin, GAPDH or Lamin A. Antibodies used for immunoblots were purchased from the indicated companies. Primary antibodies against BCKDHA (1: 10000, ab138460), KLF15 (1: 2000, ab185958), p-mTOR (Ser 2481) (1: 10000, ab137133) were from Abcam. Primary antibodies against p-AMPKα (Thr 172) (1:1000, 2535), AMPKα (1: 2000, 2532), p-Akt (Thr 308) (1: 2000, 13038), Akt (1:5000, 4685), p-CREB (Ser 133) (1: 1000, 9198), CREB (1: 2000, 9197), GAPDH(1: 10000, 5174), p-mTOR (Ser 2448) (1: 5000, 5536), mTOR (1: 4000, 2983), p-p44–42 MAPK (Thr 202/204) (1: 10000, 4370), p44–42 MAPK (1: 5000, 4695), p-p70 S6K (Thr 389) (1: 1000, 9234), p70 S6K (1: 5000, 2708), p-TSC2 (Ser 939) (1: 5000, 3615), p-TSC2 (Thr 1462) (1: 1000, 3617), TSC2 (1: 4000, 4308), β-actin (1:5000, 4970) were from Cell Signaling Technology. Primary antibody against GFP (1: 10000, A-11122) was from Life Technology. Primary antibody against Glut1 (1: 2000, MABS132) was from Millipore. Primary antibody against BCKDK (1:1000, NBP2-15553) were from Novus Biologicals. Primary antibodies against BCAT2 (1:1000, 16417-1-AP) and PP2Cm (1: 2000, 14573-1-AP) were from Proteintech. Primary antibodies against Lamin A (1: 10000, sc-56137) and LDH (1: 5000, sc-33781) were from Santa Cruz Biotechnology. Primary antibodies against α-tubulin (1: 5000, T6199) and FLAG (1: 5000, F1804) were from Sigma. Uncropped images of immunoblots in the main figures are presented in the Supplementary Fig. 7.

### Cell cultures

H9C2 and HEK 293 cells were purchased from American Type Culture Collection (ATCC) and were cultured at 37 °C in Dulbecco’s modified Eagle’s medium (DMEM) containing 5.5 mM Glucose (Life Technology) with 10% FBS. Cell lines used in this study were not verified as mycoplasma-negative and their morphology and growth characteristics were compared to published information to ensure their authenticity. Primary cultures of ventricular cardiac myocytes were prepared from 1-day-old Crl: (WI) BR-Wistar rats (Harlan Laboratories). A cardiac myocyte-rich fraction was obtained by centrifugation through a discontinuous Percoll gradient. Cells were cultured in complete medium (CM) containing DMEM/F-12 supplemented with 5% horse serum, 4 μg/ml transferrin, 0.7 ng/ml sodium selenite (Life Technologies, Inc.), 2 g/L bovine serum albumin (fraction V), 3 mM pyruvic acid, 15 mM HEPES, 100 μM ascorbic acid, 100 μg/ml ampicillin, 5 μg/ml linoleic acid and 100 μM 5-bromo-2′-deoxyuridine (Sigma). Myocytes were switched to serum-free medium for 24 h before any experiment. Primary adult cardiomyocytes were isolated from the heart of Sprague Dawley rats (Harlan Laboratories) using standard enzymatic technique^59^. Briefly, the heart was quickly removed, cannulated via the ascending aorta, and mounted on a modified Langendorff perfusion system and subsequently perfused with oxygenated Krebs–Henseleit Buffer (KHB) solution supplemented with collagenase II (Worthington) and hyaluronidase (Sigma) at 37 °C. Rod shaped adult cardiac myocytes were collected and cultured in serum-free M199 medium (Sigma) supplemented with 10 mM glutathione, 26.2 mM sodium bicarbonate, 0.02% bovine serum albumin and 50 U ml^−1^ penicillin/streptomycin. All the experiments were conducted under 5.5 mM glucose concentration unless it’s specified. Non-glucose substrates (12 mM pyruvate, 12 mM lactate or 6 mM lactate plus 6 mM acetate) were added to DMEM containing 0 mM glucose for the indicated experiments. In order to maintain the same osmolality, D-mannitol (Sigma) was added to the medium samples if different concentrations of glucose were applied.

### Measurements of metabolite content and cell viability

Intracellular ATP contents were measured using an ATP Bioluminescent Assay Kit (Sigma) according to the manufacturer’s protocol. BCAA contents of mouse hearts or cells were measured using a BCAA Colorimetric Assay Kit (Sigma) according to the manufacturer’s instructions. The BCAA content was normalized by protein levels. Viability of the cells was measured by CellTiter-Blue (CTB) assays (Promega) according to the supplier’s protocol. In brief, cardiac myocytes (1 × 10^5^ per 100 μl) were seeded onto 96-well plates. On second day, the cells were changed to serum free medium for 24 h followed by incubation with either DMEM or glucose-free medium containing non-glucose substrates for 48 h before the CTB assay.

### Construction of adenoviral expression vectors

Briefly, pBHGloxΔE1,3Cre (Microbix), including the ΔE1 adenoviral genome, was co-transfected with pDC shuttle vector containing the gene of interest into 293 cells using Lipofectamine 2000 (Invitrogen). Through homologous recombination, the test genes were integrated into the E1-deleted adenoviral genome. The viruses were propagated in 293 cells as described^60^. The cDNA clones for Glut1 and KLF15 were purchased from Origene. Adenovirus harboring β-galactosidase (Ad-LacZ) was used as a control.

### Construction of shRNA adenoviral expression vectors

Adenoviruses harboring short hairpin RNA (shRNA) for Glut1 (Ad-sh-Glut1), KLF15 (Ad-sh-KLF15), BCAT2 (Ad-sh-BCAT2), and PP2Cm (Ad-sh-PP2Cm) were generated using the following hairpin forming oligos:

Glut1:(5′-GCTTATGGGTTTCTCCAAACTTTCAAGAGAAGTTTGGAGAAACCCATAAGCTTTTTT-3′)

KLF15:(5′-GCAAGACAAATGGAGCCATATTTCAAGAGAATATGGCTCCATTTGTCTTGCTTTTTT-3′)

BCAT2:(5′-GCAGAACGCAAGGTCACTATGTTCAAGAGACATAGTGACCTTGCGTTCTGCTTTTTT-3′)

PP2Cm:(5′- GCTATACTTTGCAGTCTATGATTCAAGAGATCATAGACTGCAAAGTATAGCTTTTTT-3′)

These oligos and their corresponding antisense oligos with ApaI and Hind III overhangs were synthesized, annealed, and subcloned into the pDC311 vector. The loop sequences are underlined. Recombinant adenoviruses were generated using homologous recombination in 293 cells as described above.

### Generation and administration of AAV (serotype 9)

*KLF15* cDNA and GFP were separately cloned into ITR-containing AAV plasmid harboring the chicken cardiac TNT promoter to yield constructs pAAV9.cTnT-KLF15 and pAAV9.cTnT-GFP, respectively. AAV was packaged in 293 T cells using AAV9:Rep-Cap and pAd:deltaF6 (Penn Vector Core); then purified and concentrated by gradient centrifugation^61,62^. AAV9 titer was determined by Droplet Digital PCR (ddPCR). AAV9 virus (1 × 10^12^ virus genome per animal) was injected into *PP2Cm* KO mice and their control littermates by retro-orbital injection.

### Immunocytochemistry

Neonatal cardiac myocytes in 4-well chambers were washed with phosphate-buffered saline (PBS) three times, fixed with 4% paraformaldehyde for 15 min, permeabilized in 0.3% Triton X-100 for 10 min and blocked with 10% normal goat serum for 1 h at room temperature. The following antibodies were used as primary antibodies: KLF15 (1: 200, ab185958, abcam) and Troponin T (1: 400, MS295P1, Thermo Scientific). Alexa Fluor 488 Dye-conjugated or Alexa Fluor 555 Dye-conjugated secondary antibody (Invitrogen) was used for detecting indirect fluorescence. Slides were mounted with Prolong Diamond Antifade Mountant containing DAPI (Life Technology).

### Single-cell fluorescent hexose uptake assay

Neonatal cardiac myocytes in 4-well chambers were washed with phosphate-buffered saline (PBS) for three times. The myocytes were subsequently incubated with 2-(N-(7-Nitrobenz-2-oxa-1,3-diazol-4-yl)Amino)-2-Deoxyglucose (2-NBDG, 300 µM) (Life Technology) in Krebs buffer without glucose (145 mM NaCl, 5 mM KCl, 6 mM CaCl_2_, 1 mM MgCl_2_, 25 mM HEPES Na, and 10 mM NaHCO_3_, pH 7.4) for 1 h at 37 °C in the dark. After rinsed with Krebs buffer, intracellular fluorescence was acquired by confocal microscope. 2-NBDG uptake was estimated by comparing intracellular fluorescence with the extracellular signal. The images were quantified by ImageJ software (NIH). Approximately 75–100 cells were analyzed for each condition per experiment. Glucose uptake was expressed as the fold change over the control cells.

### Cryosectioning and immunofluorescence of GFP

To visualize transgene distribution after retro-orbital injection, hearts from mice injected with AAV9-GFP or PBS were harvested and fixed for four hours at 4 °C in PBS containing 0.1% glutaraldehyde/1.5% paraformaldehyde/20% sucrose, embedded in Tissue-Plus O.T.C Compound (Fisher Scientific) and quickly frozen in liquid nitrogen. Cryosections of 5 µm thickness were cut and GFP expression was detected by anti-GFP antibody (1: 400, A-11122, Invitrogen). Slides were mounted with Prolong Diamond Antifade Mountant containing DAPI (Life Technology).

### Targeted metabolite profiling

Targeted reverse phase (RP) liquid chromatography (LC)-mass spectrometry (MS) metabolite analysis was performed at the University of Washington Northwest Metabolomics Research Center^63^. Briefly, frozen heart tissues (~20 mg) were homogenized in 2 mL 80:20 methanol:water. The soluble extracts were collected and then dried at 30 °C in a Speed-Vac. Dried extracts were reconstituted in 200 μL of 5 mM ammonium acetate in 95% water/ 5% acetonitrile + 0.3% acetic acid (pH = 3.5) and filtered prior to LC-MS analysis. Targeted LC-MS analysis was performed in RP chromatography mode on two parallel C18 analytical columns, one for positive and the other for negative MS ionization mode, respectively. LC system was composed of two Agilent 1260 binary pumps, an Agilent 1260 auto-sampler and an Agilent 1290 column compartment containing a column-switching valve (Agilent Technologies). The chromatography was performed in RP mode using solvents A (95% water/5% acetonitrile + 0.3% acetic acid) and B (5% water/95% acetonitrile + 0.3% acetic acid): 5% B for 2 min, 5% B to 80% B in 3 min, 80% B for 3 min, 80%B to 5% B in 3 min, and 5% B for 7 min (18 min total for each ionization mode). After the chromatographic separation, MS ionization and data acquisition was performed using AB Sciex QTrap 5500 mass spectrometer (AB Sciex) equipped with electrospray ionization (ESI) source. Multiplereaction-monitoring (MRM) mode was used for targeted data acquisition. Total 137 metabolites were measured as relative MRM peak areas using MultiQuant 2.1 software (AB Sciex).

### Construction of luciferase reporter vectors

Four proximal 5′ regions (−1068, −541, −322, −189 bp relative to transcript start site, respectively) of mouse KLF15 promoter region were amplified by PCR. Promoter PCR product was cloned into a firefly luciferase reporter pGL3-Basic vector to drive luciferase expression (Promega). 3XCRE (TGACGTCA) was inserted into pGL3 vector (CRE-luc). A PCR product containing 638 bp upstream of the rat atrial natriuretic factor (ANF) transcription start site was cloned into pGL3 vector (ANF-luc)^64^.

### Transient transfection and luciferase assays

Neonatal cardiomyocytes were plated on 12-well plates and transfected with 1 μg of the indicated luciferase vectors with or without overexpression plasmids using Fugene 6. Six hours after transfection, the cells were washed and transduced with the indicated adenovirus. Then the cells were lysed with Passive Lysis Buffer, and the transcriptional activity was determined using a luciferase assay system (Promega). For each construct, more than three independent experiments were performed in triplicate.

### Chromatin immunoprecipitation (ChIP)

Neonatal cardiomyocytes were treated with 1% formaldehyde for 10 min to cross-link proteins and chromatin. The reaction was stopped by adding 0.125 M Glycine for 5 min. Cells were washed with cold PBS twice. Cells were then resuspended in 1 ml ChIP lysis buffer (20 mM Tris-HCl (pH 8.0), 85 mM KCl, 0.5% NP-40) for 10 min at 4 °C and centrifuged at 2600×*g* to pellet the nuclei. The cell nuclei were resuspended in 400 μL nuclei lysis buffer (50 mM Tris-HCl (pH 8.0), 10 mM EDTA, 1% SDS) and then subjected to sonication 5 times for 30 s with 30 s intervals. Purified chromatin was analyzed on a 1% agarose gel to determine the shearing efficiency. As a control, normal IgG (sc-2027, Santa Cruz Biotechnology) was used as a replacement for the CREB antibody (sc-186×, Santa Cruz Biotechnology). The ChIP procedure was performed as in the supplier’s protocol (Active Motif). The primer information is listed in Supplementary Table 3.

### Histological analyses

Mouse heart tissues were rinsed with PBS and fixed in 10% neutral buffered formalin overnight. Fixed samples were dehydrated, embedded in paraffin wax and sectioned for Wheat Germ Agglutinin staining. The outline of cross-sectional areas for 100–150 myocytes was traced and quantified with ImageJ software in each section. Suitable cross sections of the myocardium were defined as having nearly circular capillary profiles and circular-to-oval myocyte sections.

### RNA extraction and quantitative real-time PCR

Total RNA was extracted from cells using Quick-RNA MiniPrep Kit (Zymo Research) and from frozen LV tissue using the RNeasy Fibrous Tissue Mini Kit (Qiagen) according to the manufacturer’s instructions. Total RNA was reverse-transcribed into the first-strand cDNA using the Superscript First-Strand Synthesis Kit (Invitrogen). cDNA transcripts were quantified by Rotor Gene Real-Time PCR System (Qiagen) using SYBR Green (Biorad). Results of mRNA levels were normalized to 18S rRNA levels and reported as fold-change over control. The primer information is listed in Supplementary Table 3.

### Statistical analysis

The numbers of independent experiments are specified in the relevant figure legends. Data are expressed as mean ± standard error of the mean (SEM). Statistical analysis was performed with Prism 7.0 software (GraphPad). Normal distribution of the data was assessed using Shapiro–Wilk normality test. Statistical comparisons between groups were conducted by unpaired Student’s *t*-test or one-way ANOVA followed by a Newman–Keuls comparison test for normal distribution. Otherwise, Mann–Whitney test or Kruskal–Wallis test followed by Dunn’s multiple comparison test were applied. (No assumption was made that variance was similar between the groups being statistically compared). The value of *p* < 0.05 was considered to be significant. No statistical method was used to predetermine samples size. There was a 10–15% surgical failure rate with the mouse TAC surgery, and it was pre-established that these mice would be excluded from the analysis. Animals within each cohort were randomly assigned to various groups based upon experimental design. Investigators were blinded for experiments including AAV injection, TAC surgery and echocardiography. Otherwise, the experiments were not randomized and investigators were not blinded to allocation during experiments and outcome assessments.

### Data availability

Microarray data displayed in Fig. 1a, Supplementary Fig.1a, b and Supplementary Table 1 are deposited in NCBI Gene Expression Omnibus under accession code GSE110766. All other remaining data are available within the article and Supplementary Files, or available from the authors upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Glucose promotes cell growth by suppressing branched-chain amino acid degradation
**Source:** Nat Commun. 2018 Jul 26;9:2935. doi: 10.1038/s41467-018-05362-7
**Supplement:** Supplementary file 1 — Supplementary Information

# **Supplementary Information**

## **Glucose Promotes Cell Growth by Suppressing Branched-chain Amino Acid Degradation**

shao et al.

# Supplementary Figure 1

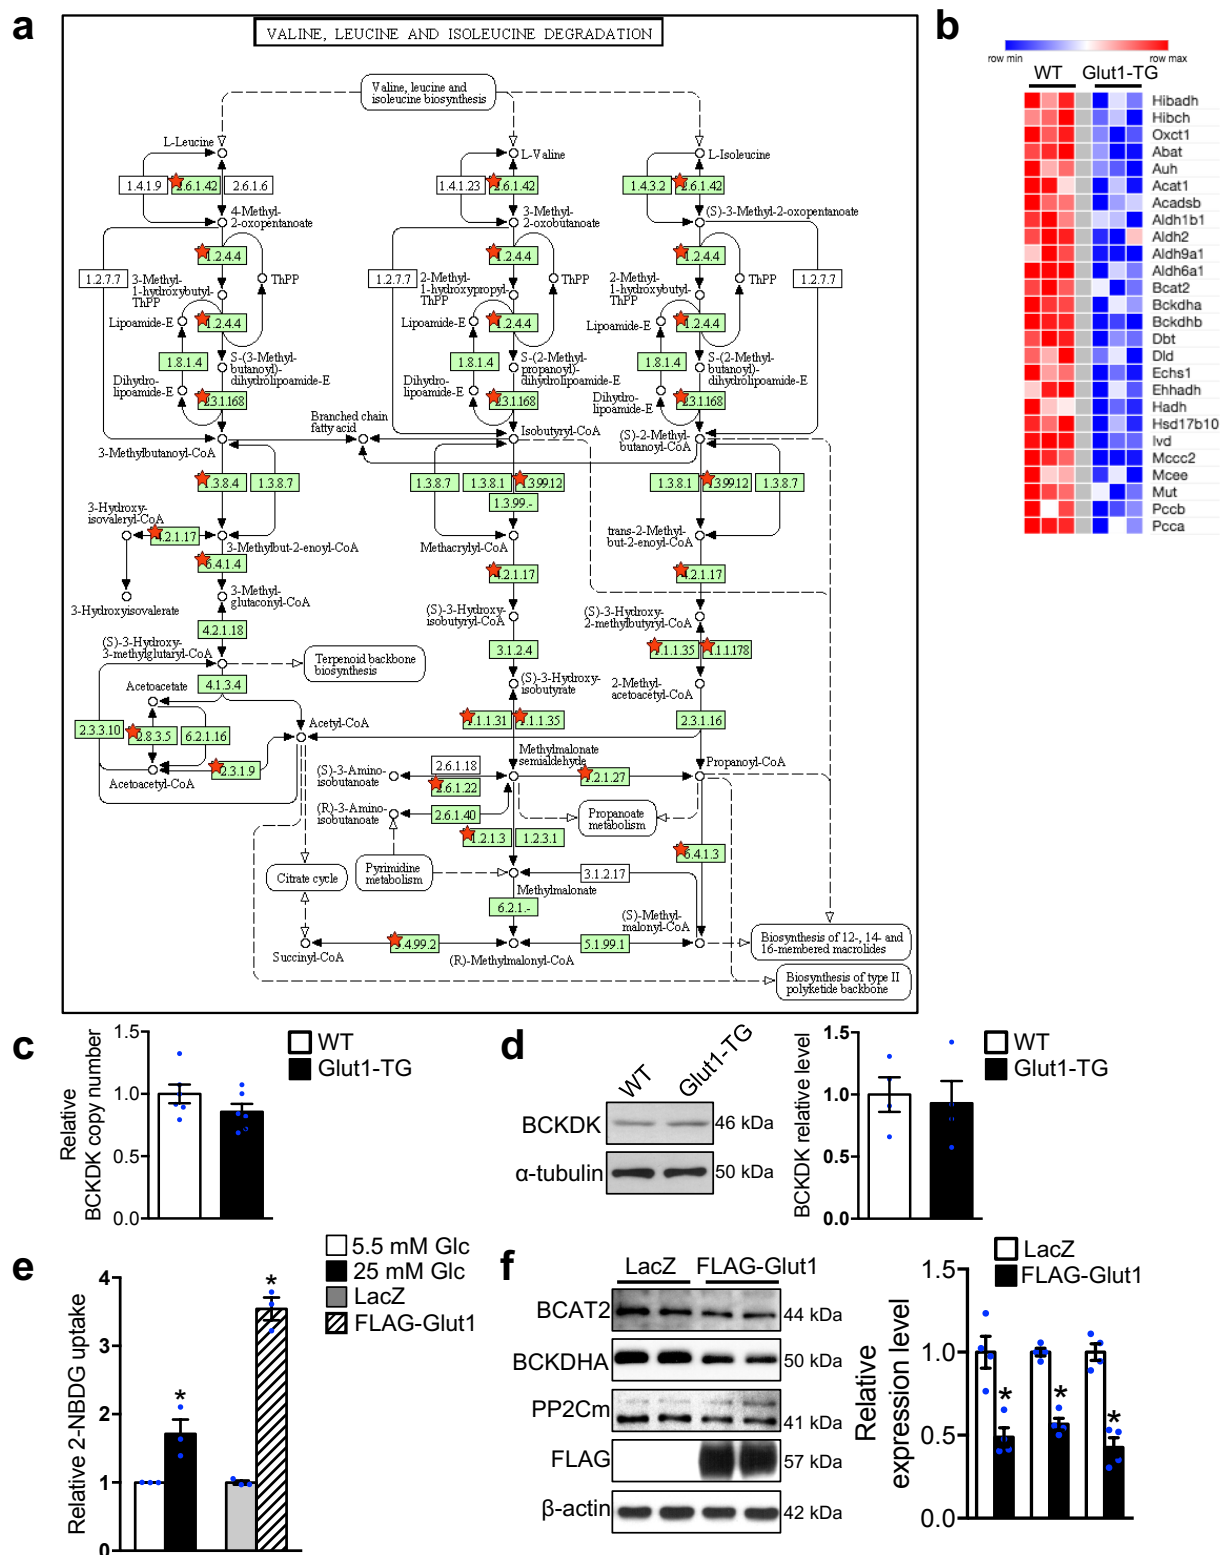

## Supplementary Figure 1, continued

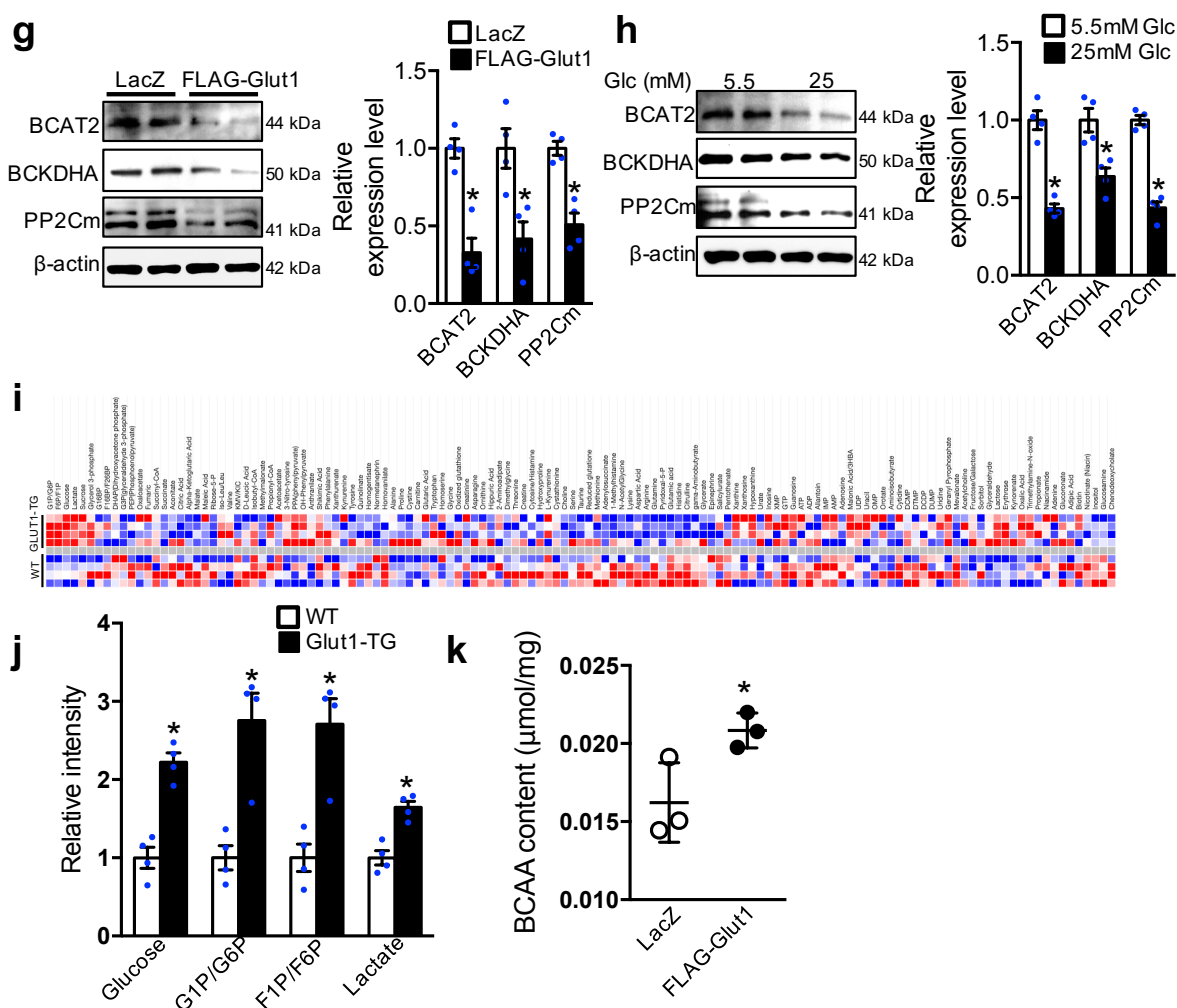

## Supplementary Figure 1

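Along the BCAA degradation map, genes fell in Glut1-TG hearts in the steps common to the 3 amino acids and in each branch after them. In the branches of isoleucine and valine, 4 of 8 measured genes fell by limma and 6 when adjusted over the list alone. Acadsb, the short and branched chain acyl-CoA dehydrogenase, fell from a signal of 1484 ± 364 (SD, n = 3) to 486 ± 171 (SD, n = 3), a log2 fold change of -1.65 (standard error 0.27, adjusted p = 0.028). Aldh6a1, the methylmalonate semialdehyde dehydrogenase of valine breakdown, fell from 4113 ± 16.9 to 2244 ± 360 (log2 fold change -0.89, standard error 0.12, adjusted p = 0.0080). Echs1, an enoyl-CoA hydratase, and Hsd17b10, a dehydrogenase of isoleucine breakdown, fell by 0.68 and 0.51 (adjusted p = 0.012 and 0.039), while Hibadh, the 3-hydroxyisobutyrate dehydrogenase, had -0.43 and did not pass (adjusted p = 0.094). In the leucine branch 2 of 4 measured genes fell and 4 when adjusted over the list alone, and its hydratase Auh had -0.31 (adjusted p = 0.17; a further probe set had 0.90). Of the 6 genes from propionyl-CoA to succinyl-CoA, 2 fell and 6 when adjusted over the list alone, and Mcee and Mmab had -0.27 and -0.67 (adjusted p = 0.33 and 0.21; the second probe set of Mmab had 0.14). Oxct1, which the map holds for acetoacetate and which activates ketone bodies for oxidation, fell from 29150 ± 2196 to 10408 ± 1051 (log2 fold change -1.49, standard error 0.10, adjusted p = 0.00022). Aacs, which turns acetoacetate into acetoacetyl-CoA in the cytosol, had the highest value of the map at 1.11 (standard error 0.24, adjusted p = 0.089). Dld, the E3 subunit that other dehydrogenase complexes share, had -0.19 (adjusted p = 0.40). Hibadh, Mcee, Aacs, Dld and Abat were named after their values were seen. All 14 cardiomyocyte markers also lay below 0.
As sets, the shared first steps (3 of 5 lower by limma and 5 when adjusted over the list alone) passed camera with an adjusted p of 5.9e-08 (adjusted p = 0.16 with an estimated correlation). The isoleucine and valine branches passed with 1.3e-06 (adjusted p = 0.44 with an estimated correlation) and the steps from propionyl-CoA with 6.9e-06 (adjusted p = 0.16 with an estimated correlation). These lists follow a pathway that the study picked out on these samples and are not independent evidence of its direction. The calls of Acadsb and Hsd17b10 ended without any 1 of the WT arrays (adjusted p = 0.071 to 0.20), that of Hsd17b10 also without Glut1-TG replicates 1 and 3 (0.084 and 0.12). That of Aldh6a1 ended without WT replicates 1 and 2 (0.050 each) and that of Echs1 without WT replicates 1 and 3 and Glut1-TG replicate 3 (0.052 to 0.061). The probe set used for Abat, which transaminates beta-alanine and GABA, had -0.05, and its dimmer probe set, under the filter, went from 306 ± 90.4 to 11.9 ± 9.07 (adjusted p = 0.021 over all probe sets), a level at background that sets no size for the fold.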

(a) The downregulated genes in Glut1-TG hearts were identified and mapped onto the BCAA degradation pathway by KEGG (Kyoto Encyclopedia of Genes and Genomes). (b) Heat map of the expression of genes involved in BCAA degradation in Glut1-TG and WT hearts. Color coding for each gene was assigned using a log<sub>2</sub> fold change versus the mean value of WT (n=3). (c) qRT-PCR analysis of BCKDK in Glut1-TG and WT mouse hearts. The expression was normalized to 18S rRNA and reported as fold change over WT (n=6). (d) Representative immunoblots of BCKDK and α-tubulin in heart tissue homogenates (left) and the densitometric measurement of BCKDK (right) are shown (n=4). (e) NRCMs were incubated with DMEM containing 5.5 mM or 25 mM glucose or transfected with indicated adenovirus for 24 hours. 2-NBDG uptake was measured and relative fluorescent intensity was reported as fold change to the control (\*p<0.05 vs. 5.5 mM Glc or LacZ, n=3). 2-NBDG, 2-deoxy-2-[(7-nitro-2,1,3-

benzoxadiazol-4-yl)amino]-D-glucose. (**f-h**) Immunoblots of cell lysates from NRCMs (**f**) or H9C2 cells (**g, h**) incubated with DMEM containing 5.5 mM or 25 mM glucose or transfected with indicated adenovirus for 24 hours (left) and statistical analyses of densitometric measurements of BCAT2, BCKDHA and PP2Cm (right) are shown (\* $p < 0.05$  vs. LacZ or 5.5 mM Glc,  $n = 4$ ). (**i**) Heat map of metabolites measured by targeted metabolomics of Glut1-TG and WT heart tissues. Color coding for each metabolite was assigned using a log2 fold change versus the mean value of WT ( $n = 4$ ). (**j**) The relative intensity of indicated glycolytic metabolites measured by targeted metabolomics of Glut1-TG and WT mouse hearts (\* $p < 0.05$  vs. WT,  $n = 4$ ). G1P, Glucose-1-phosphate; G6P, Glucose-6-phosphate; F1P, Fructose-1-phosphate; F6P, Fructose-6-Phosphate. (**k**) Cellular BCAA levels in NRCMs transfected with indicated adenovirus for 24 hours (\* $p < 0.05$  vs. LacZ,  $n = 3$ ). Data shown as mean  $\pm$  s.e.m.  $P$  values were determined using unpaired Student's  $t$ -test (**e, f, g, h, j, k**) or Mann-Whitney test (**e, g, j**).

## Supplementary Figure 2

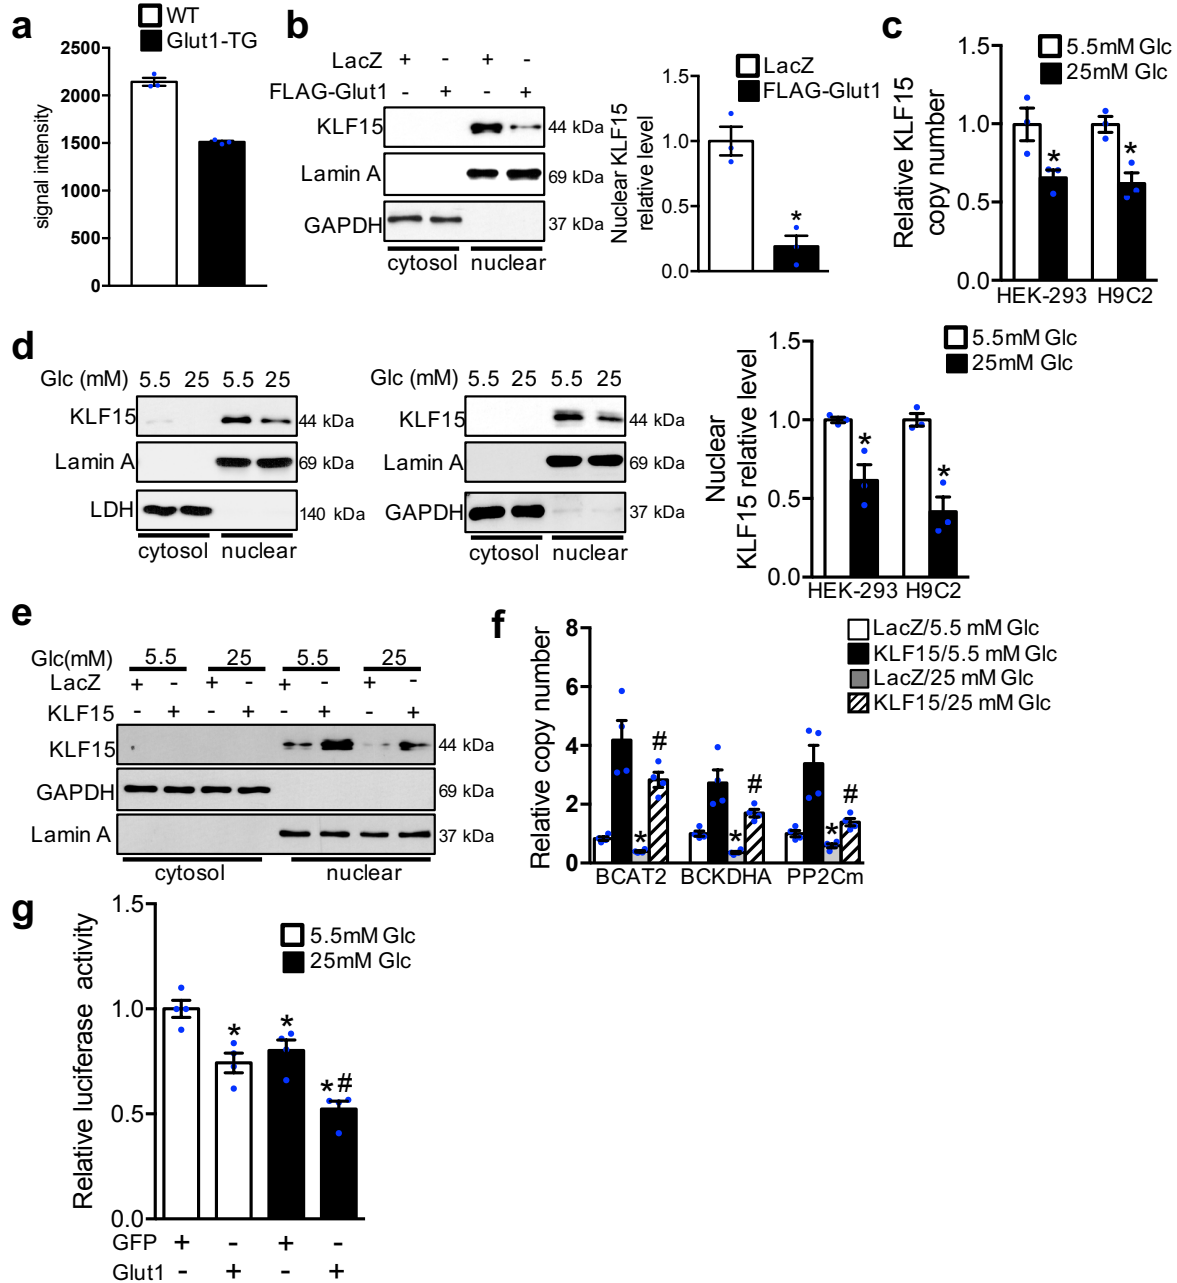

## Supplementary Figure 2

(a) KLF15 gene expression in WT and Glut1-TG mouse hearts based upon microarray analysis (n=3). (b-d) Cells were incubated with DMEM containing 5.5 mM or 25 mM glucose or transfected with indicated adenovirus for 24 hours. (b) Immunoblots of cytosolic and nuclear fraction from NRCMs (left) and statistical analysis of densitometric measurement of nuclear KLF15 (right) are shown (\*p<0.05 vs. LacZ, n=3). (c) mRNA levels of KLF15 normalized to 18S rRNA (\*p<0.05 vs. 5.5 mM Glc, n=3). (d) Immunoblots of cytosolic and nuclear fractions from HEK-293 cells (left), H9C2 cells (middle) and statistical analysis of densitometric measurement

of nuclear KLF15 (right) are shown (\* $p < 0.05$  vs. 5.5 mM Glc,  $n = 3$ ). **(e-f)** NRCMs transduced with indicated adenovirus were incubated with DMEM containing 5.5 mM or 25 mM glucose for 24 hours. **(e)** Representative immunoblots of KLF15, GAPDH and Lamin A are shown. **(f)** qRT-PCR analysis of BCAT2, BCKDHA and PP2Cm. The expression was normalized to 18S rRNA and reported as fold change over the control (\* $p < 0.05$  vs. LacZ/5.5 mM Glc, # $p < 0.05$  vs. LacZ/25 mM Glc,  $n = 4$ ). **(g)** NRCMs were co-transfected with KLF15 promoter luciferase reporter gene (-1068-luc) and either control (GFP) or Glut1 plasmid. Six hours after transfection cells were incubated with DMEM containing 5.5 mM or 25 mM glucose for 36 hours. The luciferase activity was measured (\* $p < 0.05$  vs. GFP/5.5 mM Glc, # $p < 0.05$  vs. GFP/25 mM Glc,  $n = 4$ ). Data shown as mean  $\pm$  s.e.m. *P* values were determined using unpaired Student's *t*-test (**b, c, d**) or one-way ANOVA followed by Newman-Keuls comparison test (**f, g**).

# Supplementary Figure 3

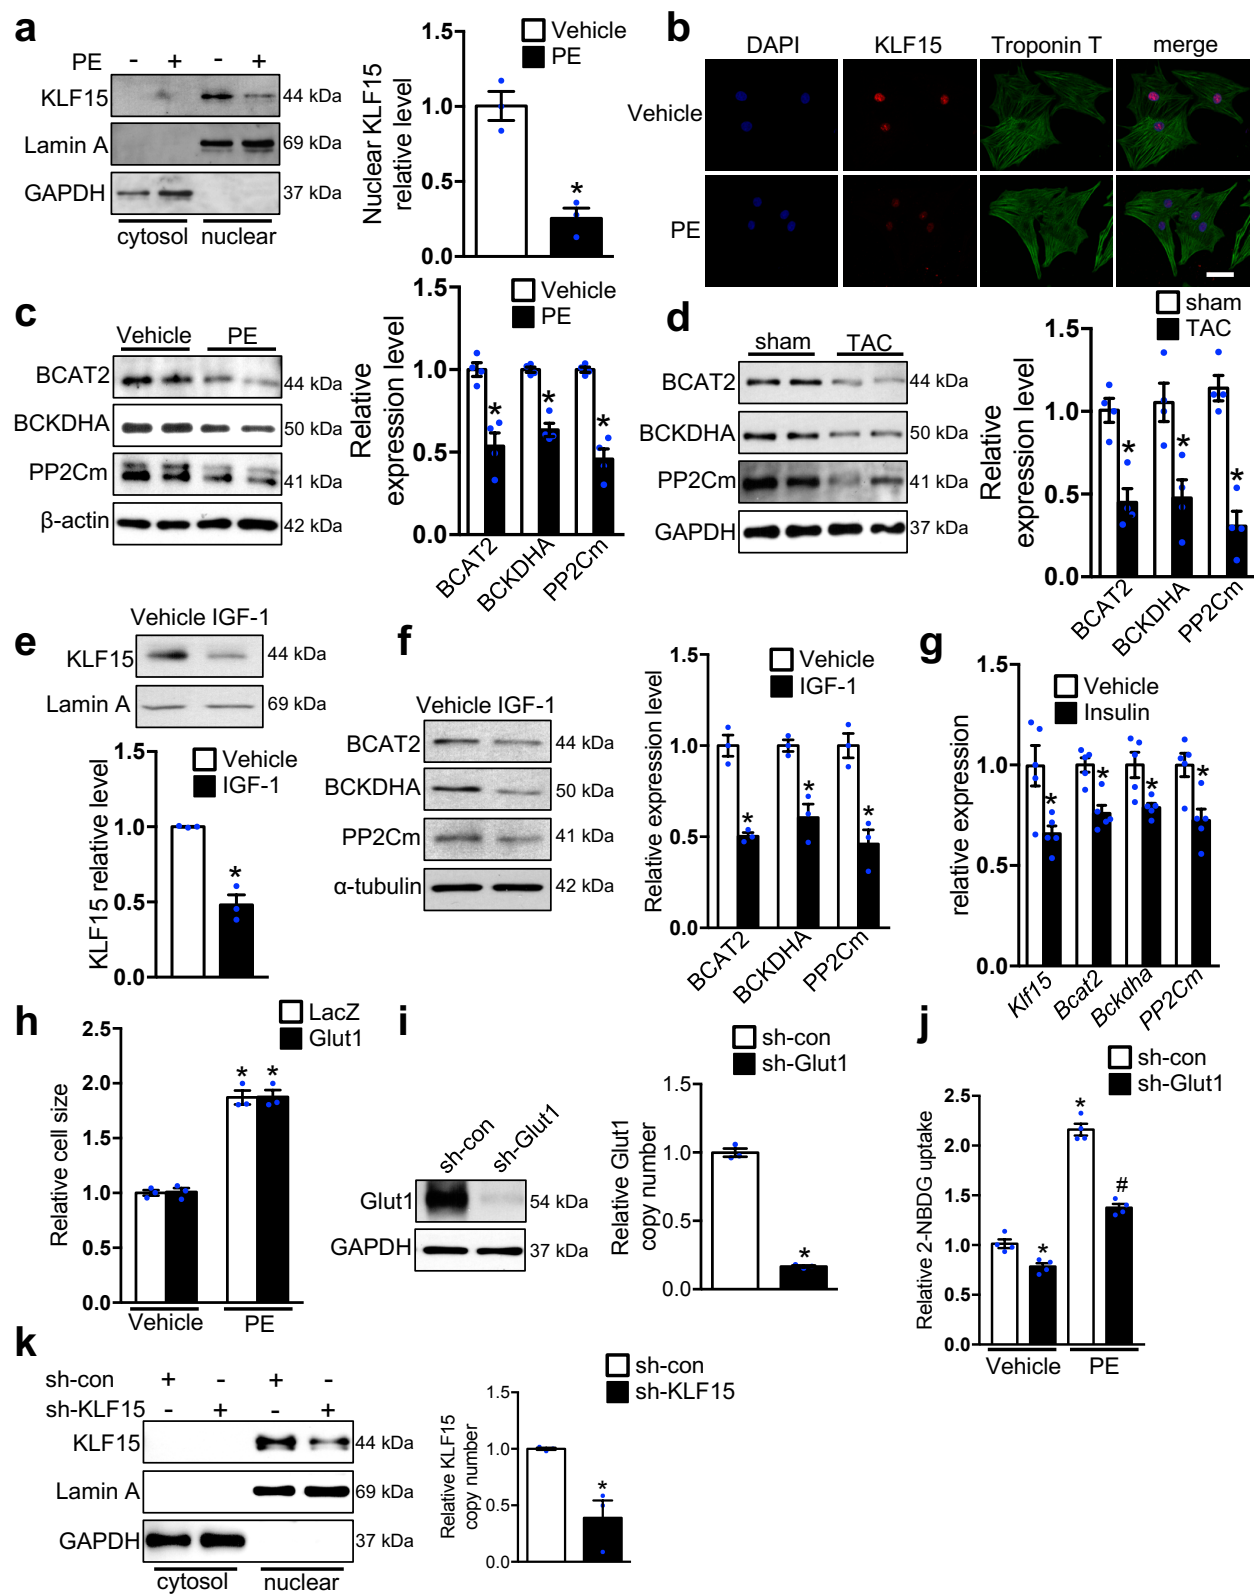

## Supplementary Figure 3, continued

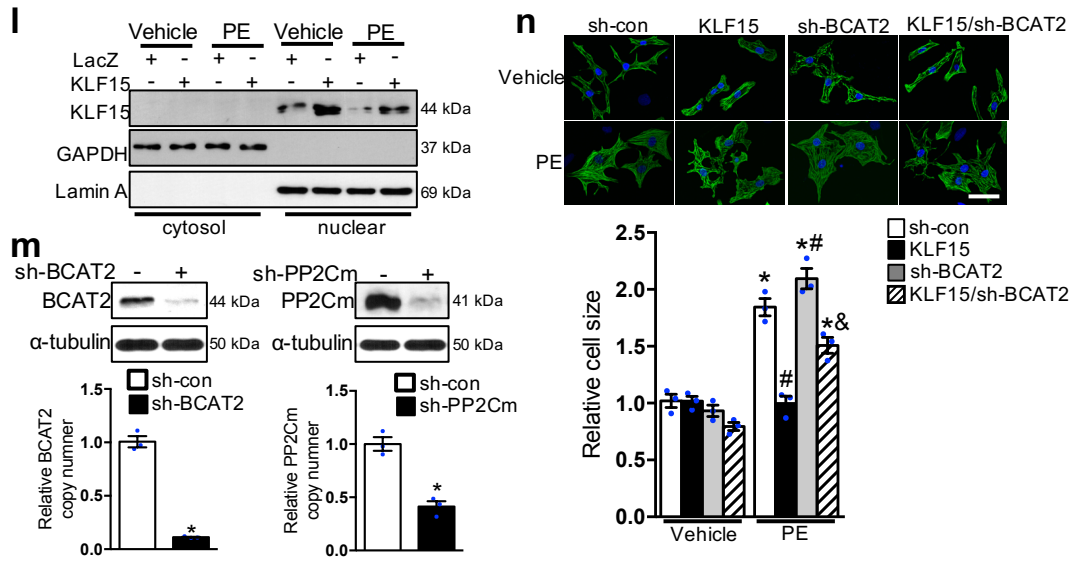

## Supplementary Figure 3

(a) Immunoblots of cytosolic and nuclear fractions from NRCMs treated with phenylephrine (PE, 100  $\mu$ M) or vehicle (left) and statistical analysis of densitometric measurement of nuclear KLF15 (right) are shown (\* $p$ <0.05 vs. vehicle,  $n$ =3). (b) NRCMs were stained with a KLF15 antibody (red), a Troponin T antibody (green) and DAPI (blue). Scale bar, 25  $\mu$ m. (c) Immunoblots of cell lysates from NRCMs treated with phenylephrine (PE, 100  $\mu$ M) or vehicle (left) and statistical analyses of densitometric measurements of BCAT2, BCKDHA and PP2Cm (right) are shown (\* $p$ <0.05 vs. Vehicle,  $n$ =4). (d) Immunoblots of heart homogenates from WT mice after TAC or sham surgery (left) and statistical analyses of densitometric measurements of BCAT2, BCKDHA and PP2Cm (right) are shown (\* $p$ <0.05 vs. sham,  $n$ =4). (e) Immunoblots of nuclear fractions from NRCMs treated with insulin like growth factor 1 (IGF-1, 10 nM) or vehicle (upper) and statistical analysis of densitometric measurement of nuclear KLF15 (lower) are shown (\* $p$ <0.05 vs. Vehicle,  $n$ =3). (f) Immunoblots of cell lysates from NRCMs treated with IGF1 (10 nM) or vehicle (left) and statistical analyses of densitometric measurements of BCAT2, BCKDHA and PP2Cm (right) are shown (\* $p$ <0.05 vs. Vehicle,  $n$ =3). (g) WT mice were subjected to 18 hour fasting and then injected with vehicle or insulin (1 Unit per kg). Heart tissues were collected 2 hours after injection. The expressions of indicated genes were examined by qRT-PCR. The expression was normalized to 18S rRNA and reported as fold change over vehicle (\* $p$ <0.05 vs. Vehicle,  $n$ =5). (h) NRCMs transduced with indicated adenovirus were treated with phenylephrine (PE, 100  $\mu$ M) or vehicle for 48 hours. Myocytes were fixed and stained with anti-Troponin T. Cell surface area in each group was quantified and expressed relative to the control (\* $p$ <0.05 vs. LacZ/Vehicle,  $n$ =3). (i) Glut1 protein and mRNA levels in NRCMs 72 hours after the transduction of indicated adenovirus (\* $p$ <0.05 vs. sh-con,  $n$ =3). (j) NRCMs transduced with indicated adenovirus for 72 hours were treated with phenylephrine (PE, 100  $\mu$ M) or vehicle. 2-NBDG uptake was measured and relative fluorescent intensity was reported as fold change to the control. (\* $p$ <0.05 vs. sh-con/Vehicle, # $p$ <0.05 vs. sh-con/PE,  $n$ =4). (k) KLF15 protein (left) and mRNA (right) levels in NRCMs 72 hours after the transduction of indicated adenovirus (\* $p$ <0.05 vs. sh-con,  $n$ =3). (l) NRCMs transduced with indicated adenovirus for 48 hours were treated with phenylephrine (PE, 100  $\mu$ M) or vehicle. Representative immunoblots of KLF15, GAPDH and Lamin A are shown. (m) BCAT2 and PP2Cm protein and mRNA levels in NRCMs

72 hours after the transduction of indicated adenovirus (\* $p < 0.05$  vs. sh-con,  $n = 3$ ). **(n)** NRCMs transduced with indicated adenovirus were treated with phenylephrine (PE, 100  $\mu\text{M}$ ) or vehicle for 48 hours. Myocytes were fixed and stained with anti-Troponin T. Cell surface area in each group was quantified and expressed relative to the control (\* $p < 0.05$  vs. sh-con/Vehicle, # $p < 0.05$  vs. sh-con/PE, & $p < 0.05$  vs. KLF15/PE,  $n = 3$ ). Scale bar, 25  $\mu\text{m}$ . Data shown as mean  $\pm$  s.e.m. *P* values were determined using unpaired Student's *t*-test (**a, c, d, e, f, g, i, k, m**), Mann-Whitney test (**d**), one-way ANOVA followed by Newman-Keuls comparison test (**j**) or Kruskal-Wallis test followed by Dunn's comparison test (**h, n**).

## Supplementary Figure 4

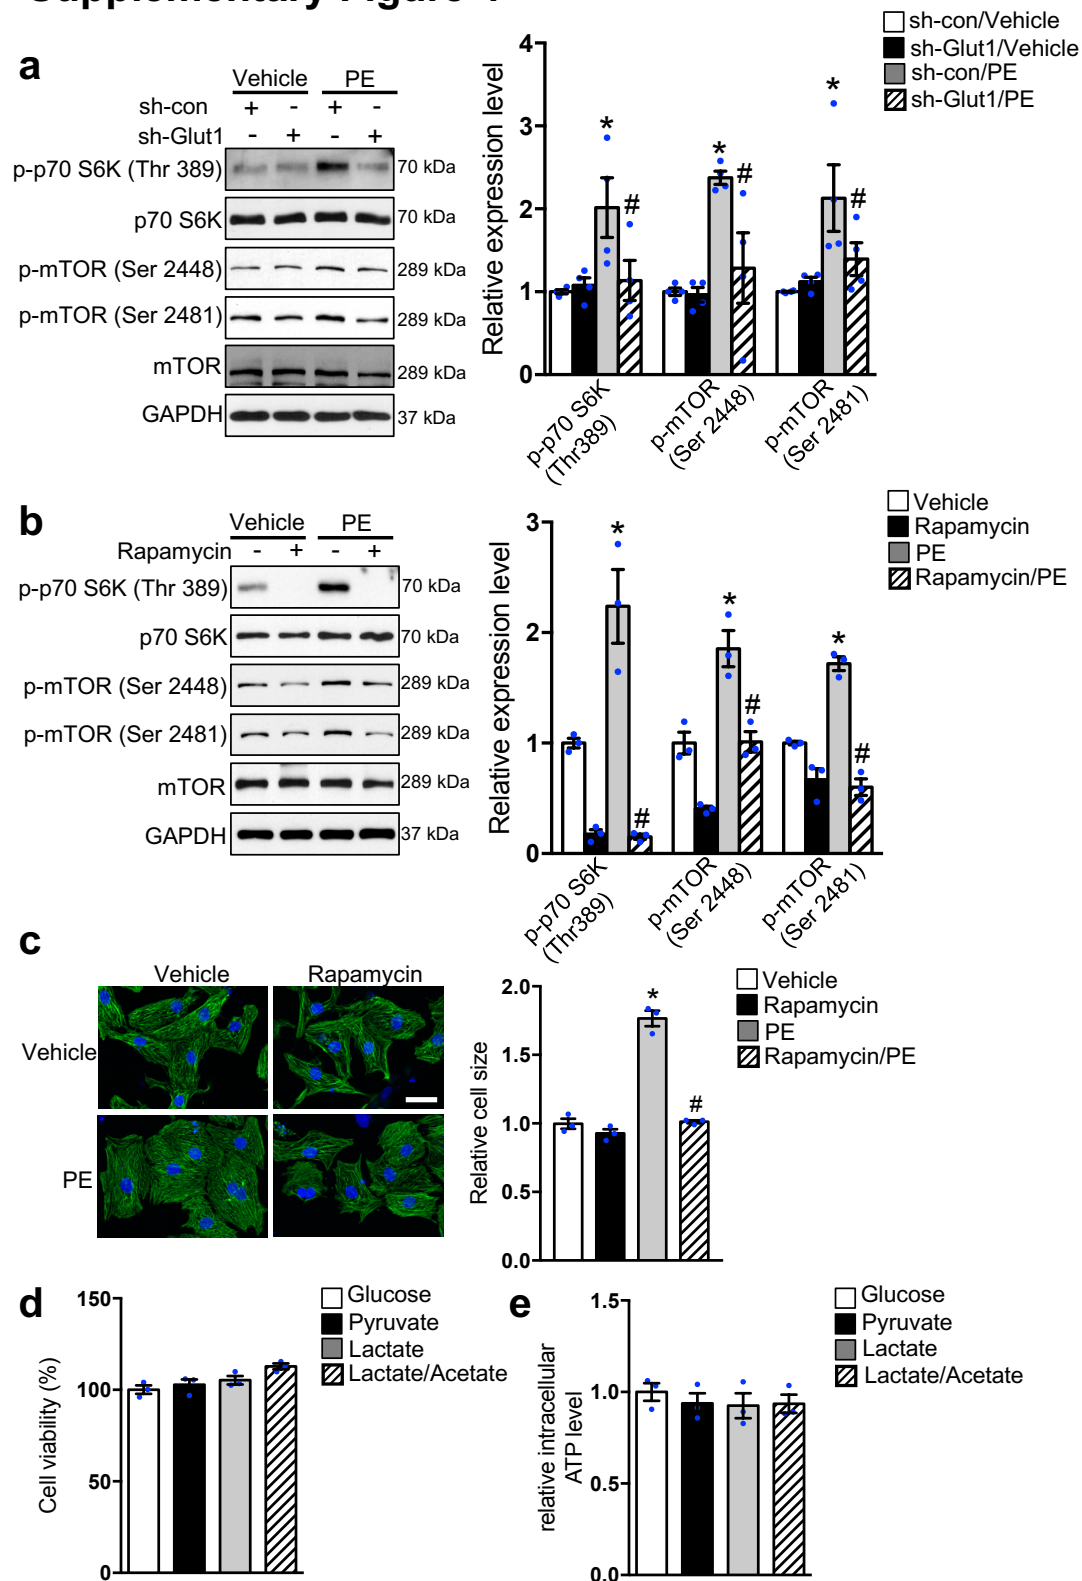

## Supplementary Figure 4, continued

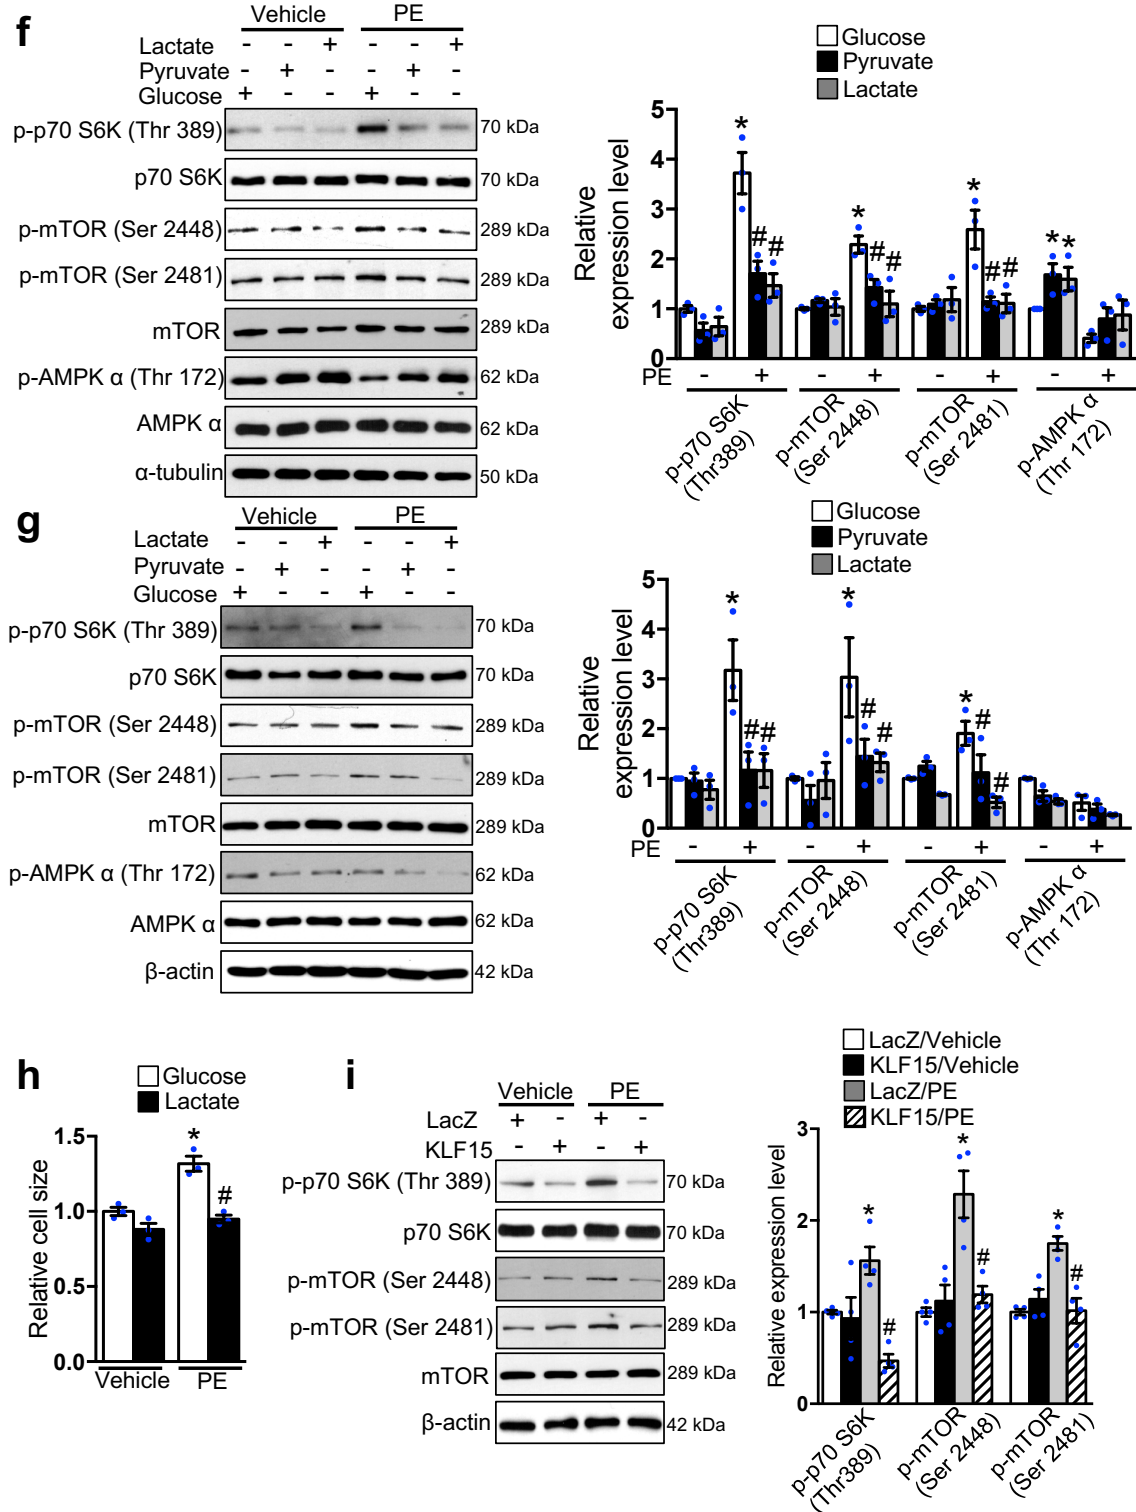

## Supplementary Figure 4, continued

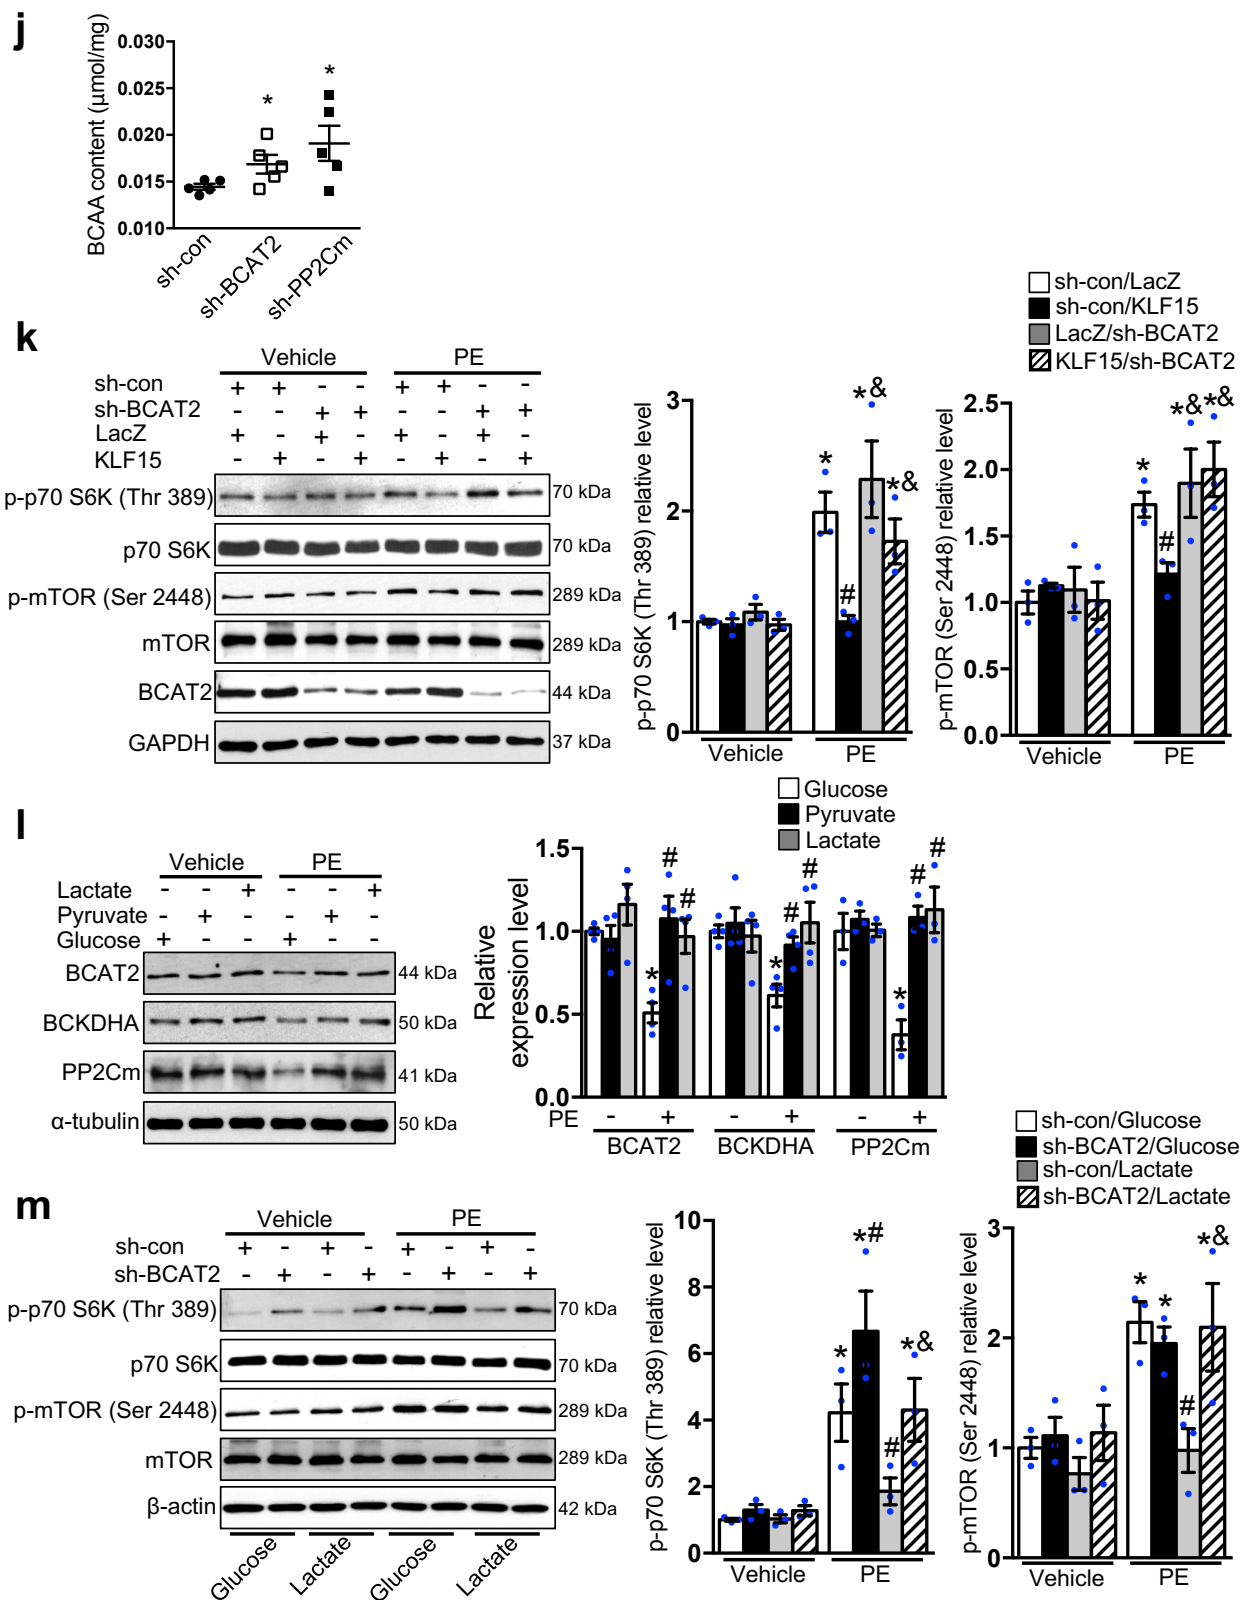

## Supplementary Figure 4, continued

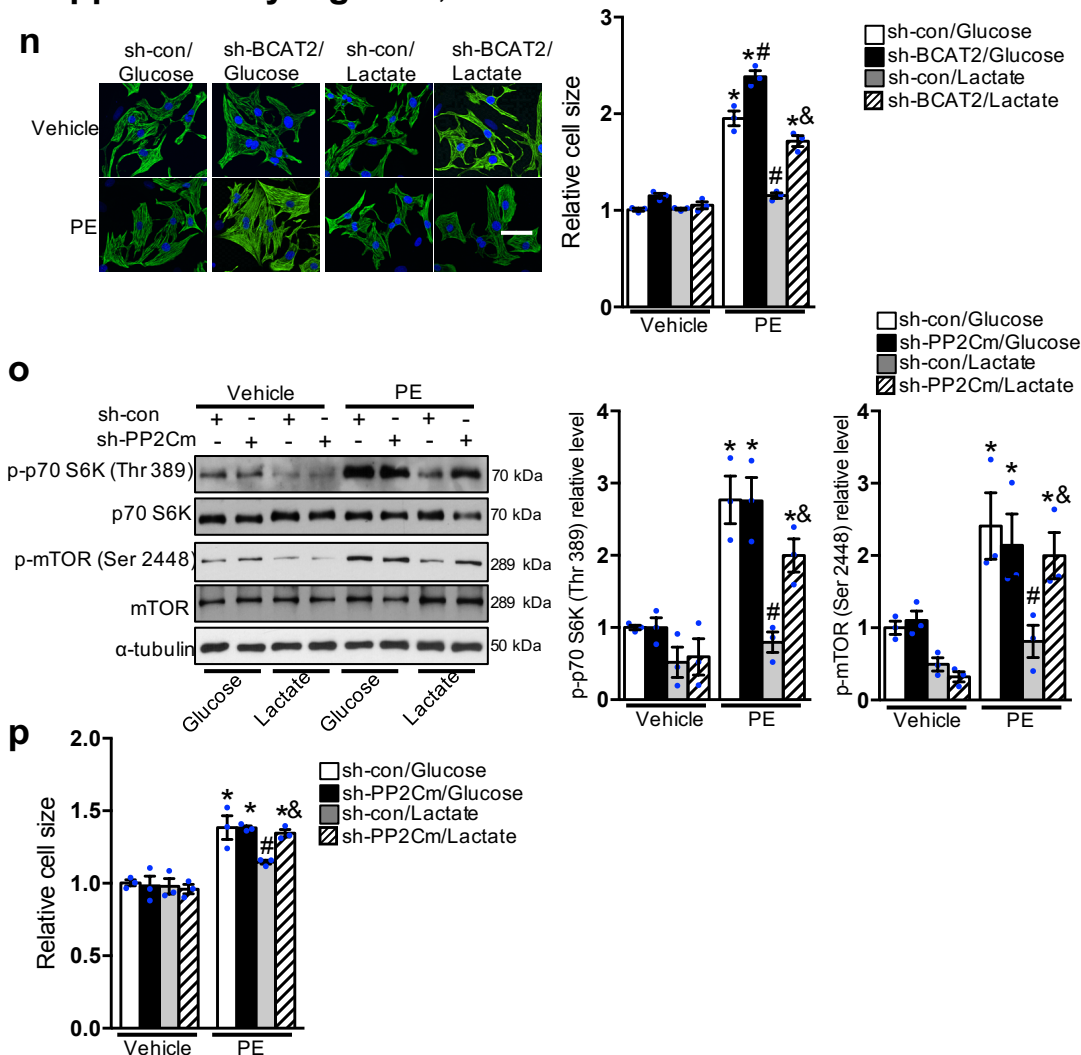

## Supplementary Figure 4

(a) NRCMs transduced with indicated adenovirus were treated with phenylephrine (PE, 100  $\mu$ M) or vehicle. Immunoblots of cell lysates (left) and statistical analyses of densitometric measurements of p-p70 S6K (Thr 389), p-mTOR (Ser 2448) and p-mTOR (Ser 2481) (right) are shown (\* $p$ <0.05 vs. sh-con/Vehicle, # $p$ <0.05 vs. sh-con/PE,  $n$ =4). (b-c) NRCMs with preincubation of rapamycin (100nM, 1 hour) or vehicle were treated with phenylephrine (PE, 100  $\mu$ M) or vehicle. (b) Immunoblots of total cell lysates (left) and statistical analyses of densitometric measurements of p-p70 S6K (Thr 389), p-mTOR (Ser 2448) and p-mTOR (Ser 2481) (right) are shown (\* $p$ <0.05 vs. Vehicle, # $p$ <0.05 vs. PE,  $n$ =3). (c) Myocytes were fixed and stained with anti-Troponin T. Cell surface area in each group was quantified and expressed relative to the control (\* $p$ <0.05 vs. Vehicle, # $p$ <0.05 vs. PE,  $n$ =3). Scale bar, 25  $\mu$ m. (d-e) NRCMs were incubated with DMEM containing either glucose or non-glucose substrates for 48 hours. (d) Cell viability was measured ( $n$ =3). (e) Intracellular ATP content was measured ( $n$ =3). (f) NRCMs were pretreated with indicated medium for 1 hour and then incubated with phenylephrine (PE, 100  $\mu$ M) or vehicle. Immunoblots of cell lysates (left) and statistical analyses of densitometric measurements of p-p70 S6K (Thr 389), p-mTOR (Ser 2448), p-mTOR (Ser

2481) and p-AMPK  $\alpha$  (Thr 172) (right) are shown (\* $p$ <0.05 vs. Glucose/PE(-), # $p$ <0.05 vs. Glucose/PE(+),  $n$ =4). **(g-h)** Adult rat cardiomyocytes were pretreated with indicated medium for 1 hour and then incubated with phenylephrine (PE, 100  $\mu$ M) or vehicle. **(g)** Immunoblots of cell lysates (left) and statistical analyses of densitometric measurements of p-p70 S6K (Thr 389), p-mTOR (Ser 2448), p-mTOR (Ser 2481) and p-AMPK  $\alpha$  (Thr 172) (right) are shown (\* $p$ <0.05 vs. Glucose/PE(-), # $p$ <0.05 vs. Glucose/PE(+),  $n$ =3). **(h)** 48 hours after PE or vehicle treatment, cell size in each group was quantified and expressed relative to the control (\* $p$ <0.05 vs. Glucose/Vehicle, # $p$ <0.05 vs. Glucose/PE,  $n$ =3). **(i)** NRCMs transduced with indicated adenovirus were treated with phenylephrine (PE, 100  $\mu$ M) or vehicle. Immunoblots of cell lysates (left) and statistical analyses of densitometric measurements of p-p70 S6K (Thr 389), p-mTOR (Ser 2448) and p-mTOR (Ser 2481) (right) are shown (\* $p$ <0.05 vs. LacZ/Vehicle, # $p$ <0.05 vs. LacZ/PE,  $n$ =4). **(j)** BCAA levels in NRCMs transduced with indicated adenovirus for 72 hours ( $p$ <0.05 vs. sh-con,  $n$ =5). **(k)** NRCMs transduced with indicated adenovirus were treated with phenylephrine (PE, 100  $\mu$ M) or vehicle. Immunoblots of cell lysates (left) and statistical analyses of densitometric measurements of p-p70 S6K (Thr 389) and p-mTOR (Ser 2448) (right) are shown (\* $p$ <0.05 vs. sh-con/LacZ/Vehicle, # $p$ <0.05 vs. sh-con/LacZ/PE, & $p$ <0.05 vs. sh-con/KLF15/PE,  $n$ =3). **(l)** NRCMs were pretreated with indicated medium for 1 hour and then incubated with phenylephrine (PE, 100  $\mu$ M) or vehicle. Immunoblots of cell lysates (left) and statistical analyses of densitometric measurements of BCAT2, BCKDHA and PP2Cm (right) are shown (\* $p$ <0.05 vs. Glucose/PE(-), # $p$ <0.05 vs. Glucose/PE(+),  $n$ =3-4). **(m-p)** NRCMs **(m-n)** or adult rat cardiomyocytes **(o-p)** transduced with indicated adenovirus were pretreated with indicated medium for 1 hour and then incubated with phenylephrine (PE, 100  $\mu$ M) or vehicle. **(m and o)** Immunoblots of cell lysates (left) and statistical analyses of densitometric measurements of p-p70 S6K (Thr 389) and p-mTOR (Ser 2448) (right) are shown (\* $p$ <0.05 vs. sh-con/Glucose/Vehicle, # $p$ <0.05 vs. sh-con/Glucose/PE, & $p$ <0.05 vs. sh-con/Lactate/PE,  $n$ =3). **(n and p)** 48 hours after PE or vehicle treatment, NRCMs **(n)** were fixed and stained with anti-Troponin T. Cell surface area in each group was quantified and expressed relative to the control (\* $p$ <0.05 vs. sh-con/Glucose/Vehicle, # $p$ <0.05 vs. sh-con/Glucose/PE, & $p$ <0.05 vs. sh-con/Lactate/PE,  $n$ =3). Scale bar, 25  $\mu$ m. **(p)** Cell size in each group was quantified and expressed relative to the control (\* $p$ <0.05 vs. sh-con/Glucose/Vehicle, # $p$ <0.05 vs. sh-con/Glucose/PE, & $p$ <0.05 vs. sh-con/Lactate/PE,  $n$ =3). Data shown as mean $\pm$ s.e.m.  $P$  values were determined using unpaired Student's  $t$ -test **(j)**, one-way ANOVA followed by Newman-Keuls comparison test **(a, b, c, f, g, h, i, k, l, m, o, p)** or Kruskal-Wallis test followed by Dunn's comparison test **(a, l, m, n)**.

## Supplementary Figure 5

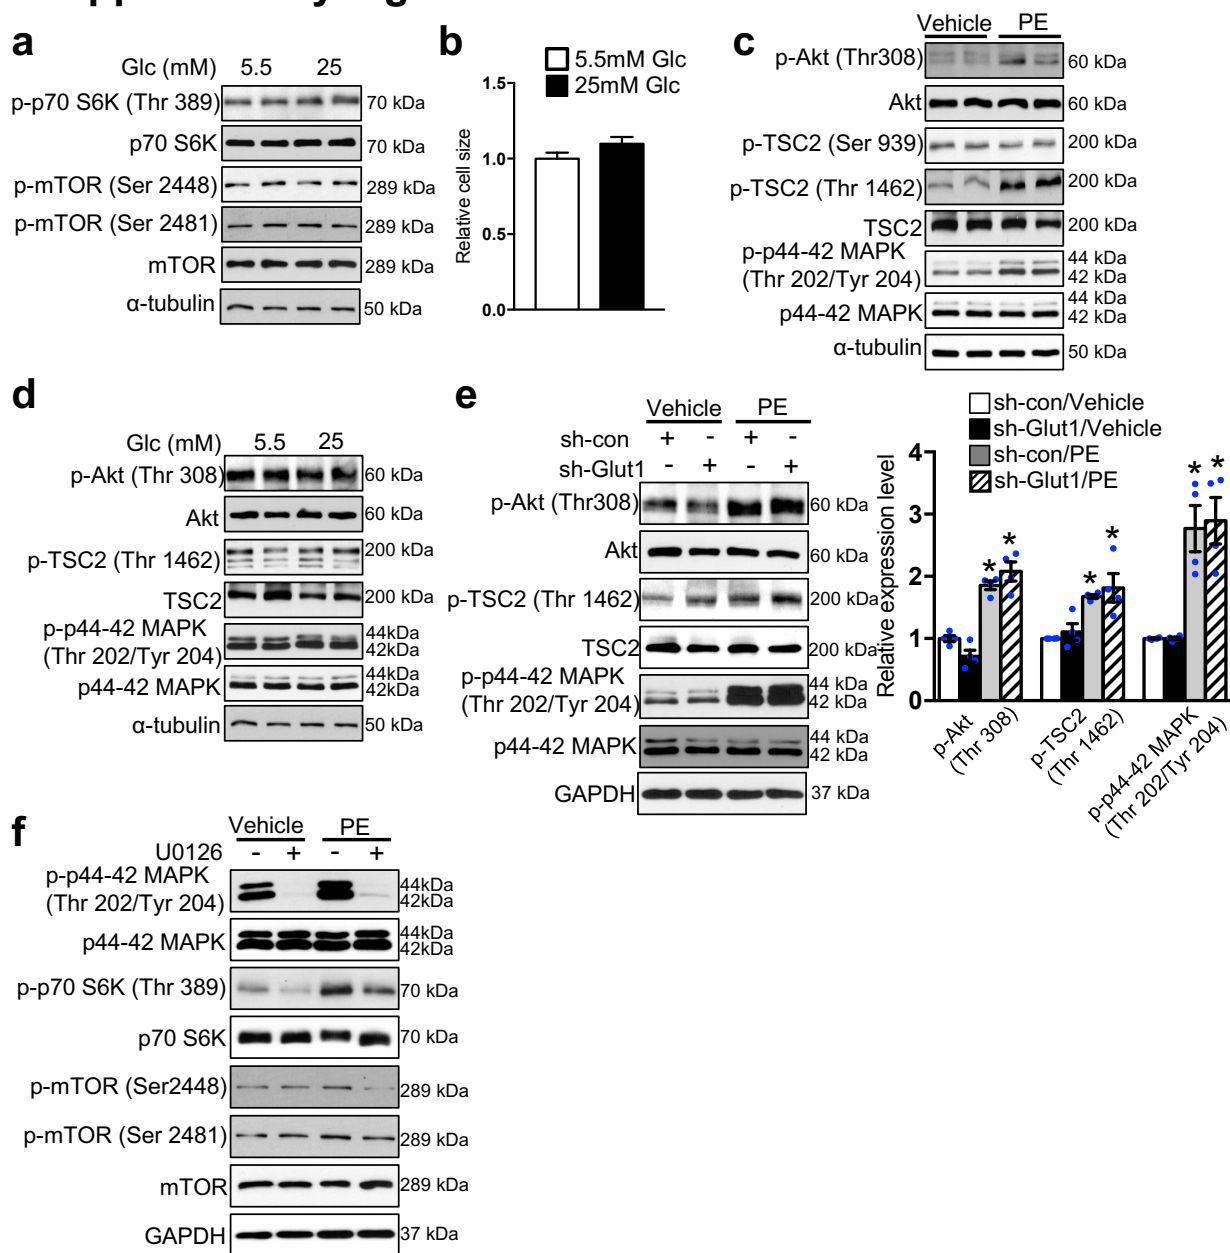

## Supplementary Figure 5, continued

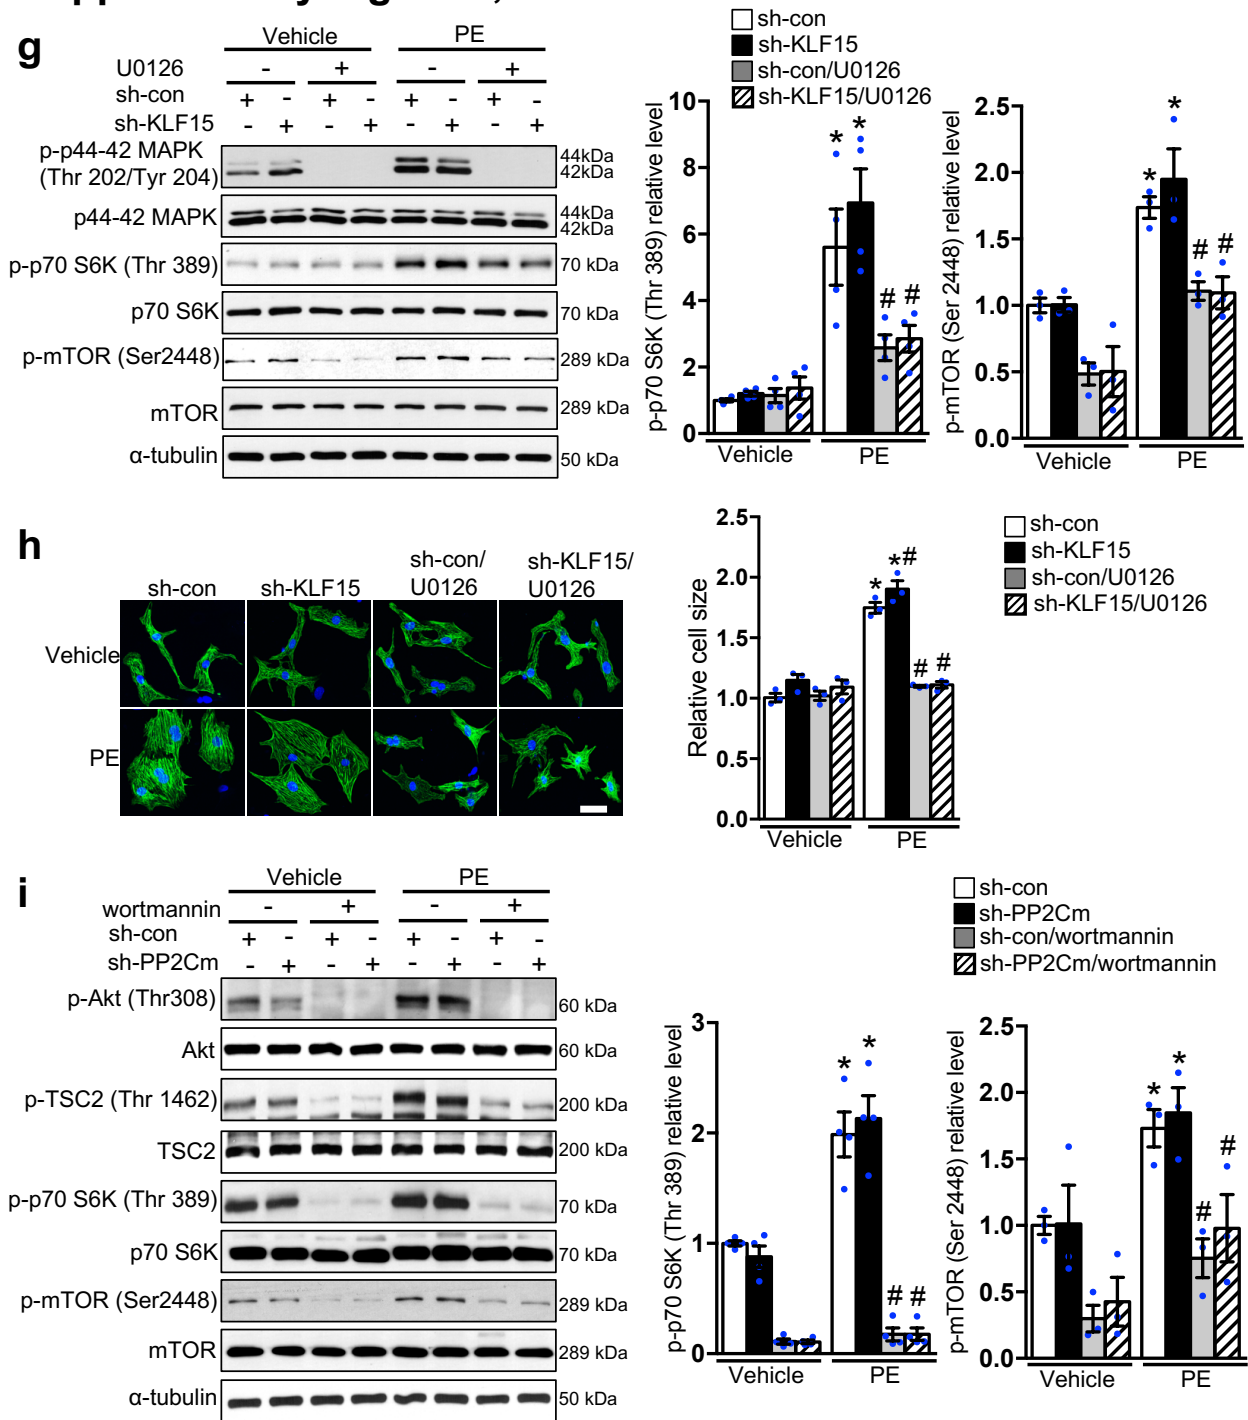

## Supplementary Figure 5, continued

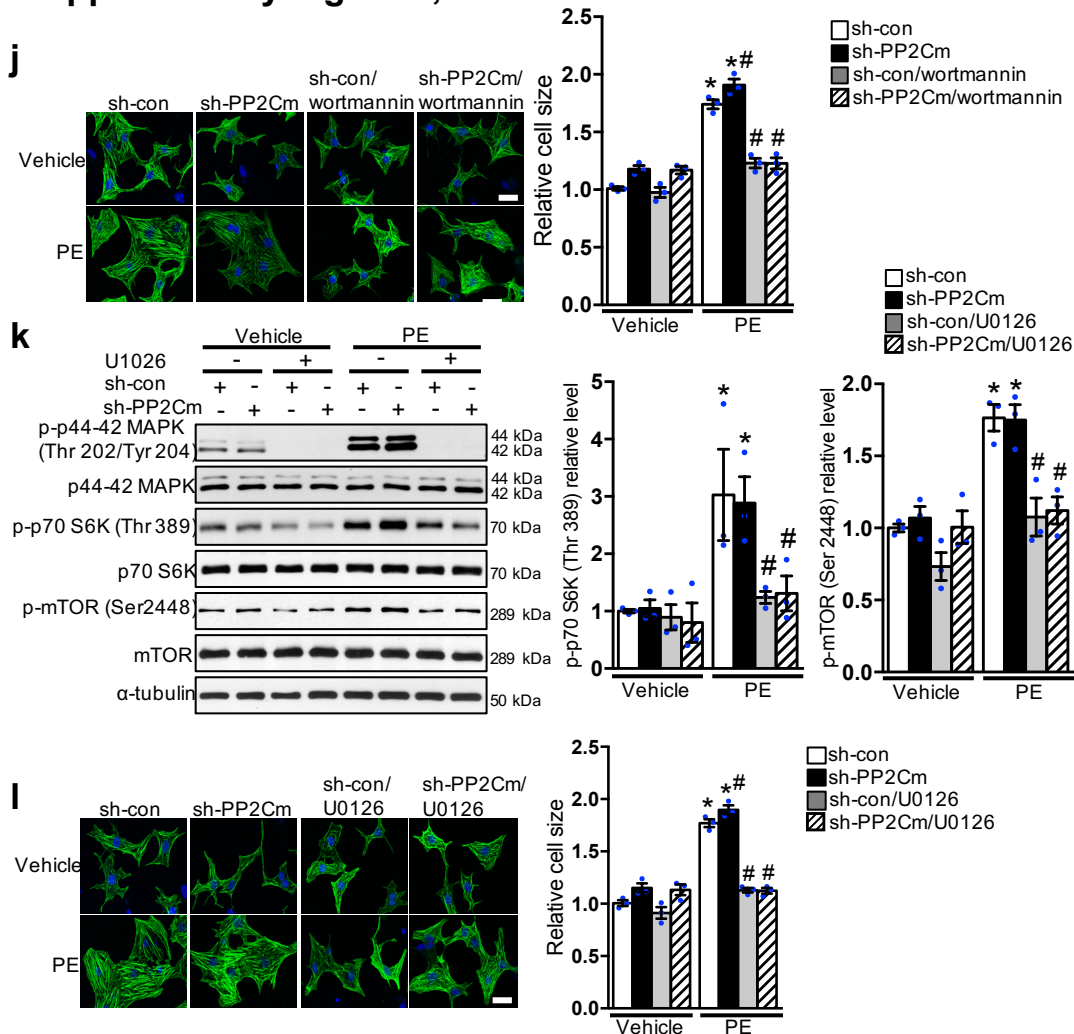

## Supplementary Figure 5

(a) Immunoblots of cell lysates from NRCMs cultured with DMEM containing 5.5 mM or 25 mM glucose. (b) NRCMs were incubated with DMEM containing 5.5 mM or 25 mM glucose for 48 hours. Cell surface area in each group was quantified and expressed relative to the control (n=3). (c) Immunoblots of cell lysates from NRCMs treated with phenylephrine (PE, 100  $\mu$ M) or vehicle. (d) Immunoblots of cell lysates from NRCMs cultured with DMEM containing 5.5 mM or 25 mM glucose. (e) NRCMs transduced with indicated adenovirus were treated with phenylephrine (PE, 100  $\mu$ M) or vehicle. Immunoblots of cell lysates (left) and statistical analyses of densitometric measurements of p-Akt (Thr 308), p-TSC2 (Thr 1462) and p-p44-42 MAPK (Thr 202/Tyr 204) (right) are shown (\*p<0.05 vs. sh-con/Vehicle, n=4). (f) Immunoblots of cell lysates from NRCMs treated with phenylephrine (PE, 100  $\mu$ M) or vehicle with or without preincubation of U0126 (10  $\mu$ M, 1 hour). (g-i) NRCMs transduced with indicated adenovirus were preincubated with wortmannin (2  $\mu$ M) or U0126 (10  $\mu$ M) for 1 hour and subsequently treated with phenylephrine (PE, 100  $\mu$ M) or vehicle. (g, i and k) Immunoblots of cell lysates (left) and statistical analyses of densitometric measurements of p-p70 S6K (Thr 389) and p-mTOR (Ser 2448) (right) are shown (\*p<0.05 vs. sh-con/Vehicle, #p<0.05 vs. sh-con/PE, n=3-4). (h, j and l) 48 hours after PE or vehicle treatment, myocytes were fixed and stained with anti-Troponin T.

Cell surface area in each group was quantified and expressed relative to the control (\* $p < 0.05$  vs. sh-con/Vehicle, # $p < 0.05$  vs. sh-con/PE,  $n = 3$ ). Scale bar, 25  $\mu\text{m}$ . Data shown as mean  $\pm$  s.e.m.  $P$  values were determined using one-way ANOVA followed by Newman-Keuls comparison test (e, g, i, k) or Kruskal-Wallis test followed by Dunn's comparison test (h, j, l).

## Supplementary Figure 6

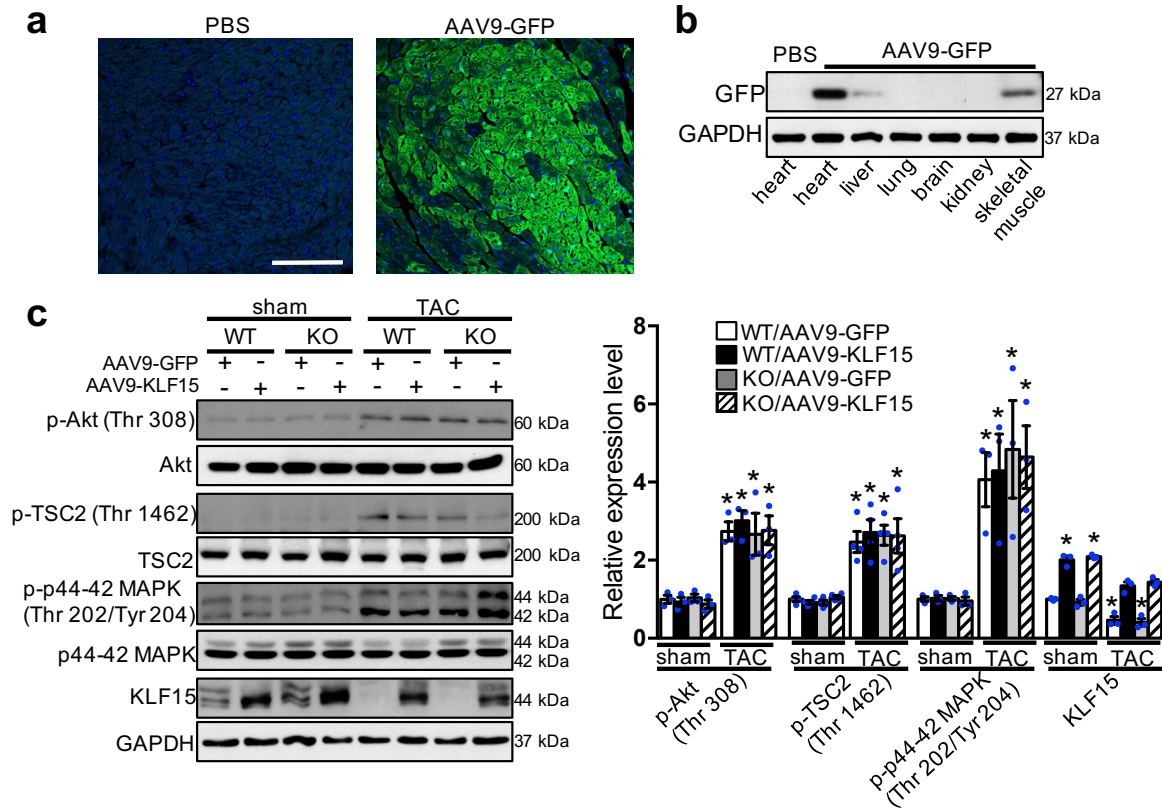

## Supplementary Figure 6

(a-b) Tissue harvested one week after injection of AAV9-GFP or PBS. (a) Immunofluorescence detecting GFP (green) and DAPI (blue) in heart sections. Scale bar, 100  $\mu\text{m}$ . (b) Immunoblots of tissue homogenates. (c) *PP2Cm* KO and WT mice were subjected to TAC or sham surgery one week after injection of AAV9-KLF15 or control virus (AAV9-GFP). Left ventricles from indicated hearts were collected 3 days post-surgery. Immunoblots of tissue homogenates (left) and statistical analyses of densitometric measurements of p-Akt (Thr 308), p-TSC2 (Thr 1462), p-p44-42 MAPK (Thr 202/Tyr 204) and KLF15 (right) are shown (\* $p < 0.05$  vs. WT/AAV9-GFP/sham,  $n = 3-4$ ). Data shown as mean  $\pm$  s.e.m.  $P$  values were determined using one-way ANOVA followed by Newman-Keuls comparison test (c).

# Supplementary Figure 7

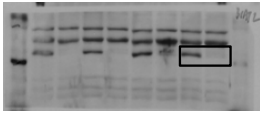

BCAT2 Figure 1D

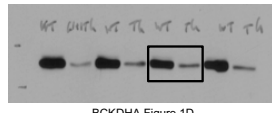

BCKDHA Figure 1D

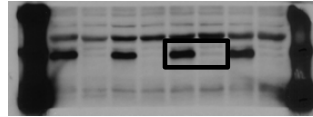

PP2Cm Figure 1D

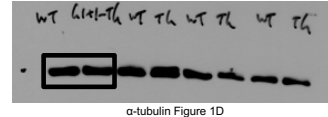

α-tubulin Figure 1D

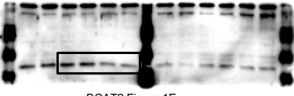

BCAT2 Figure 1E

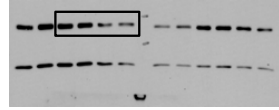

BCKDHA Figure 1E

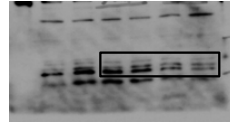

PP2Cm Figure 1E

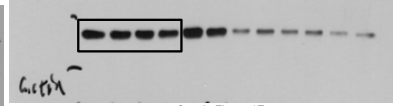

β-actin Figure 1E

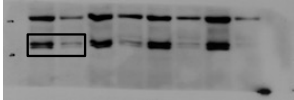

KLF15 Figure 2B

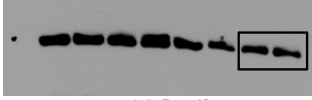

α-tubulin Figure 2B

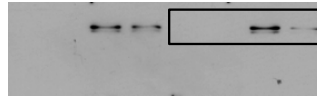

KLF15 Figure 2D

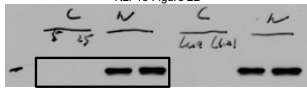

Lamin A Figure 2D

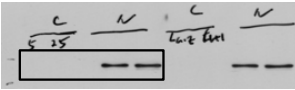

GAPDH Figure 2D

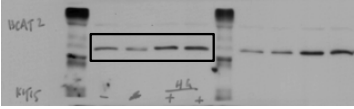

BCAT2 Figure 2E

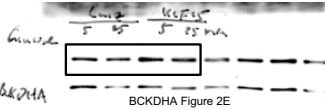

BCKDHA Figure 2E

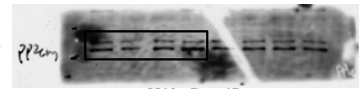

PP2Cm Figure 2E

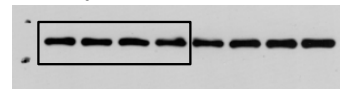

β-actin Figure 2E

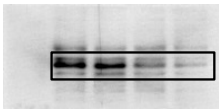

p-CREB (Ser 133) Figure 2J

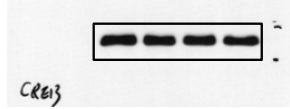

CREB Figure 2J

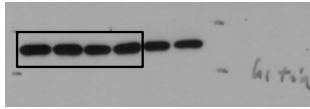

β-actin Figure 2J

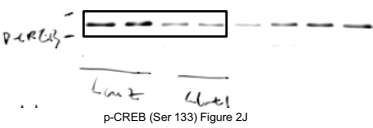

p-CREB (Ser 133) Figure 2J

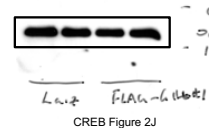

CREB Figure 2J

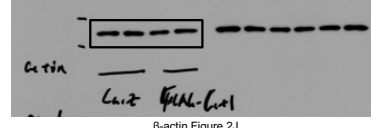

β-actin Figure 2J

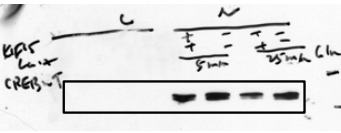

KLF15 Figure 2K

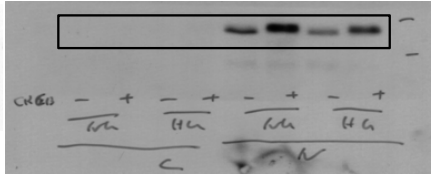

p-CREB (Ser 133) Figure 2K

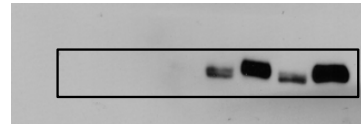

CREB Figure 2K

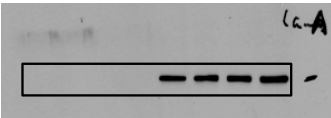

Lamin A Figure 2K

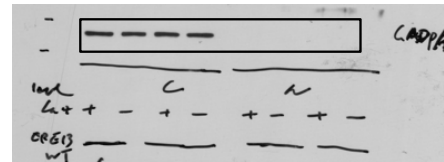

GAPDH Figure 2K

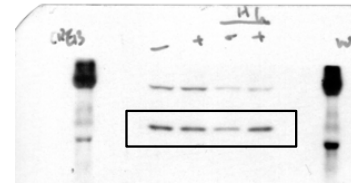

BCAT2 Figure 2L

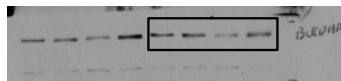

BCKDHA Figure 2L

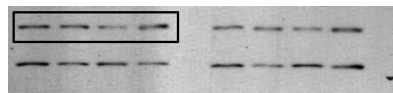

PP2Cm Figure 2L

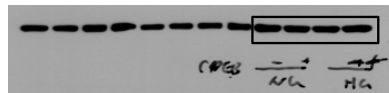

α-tubulin Figure 2L

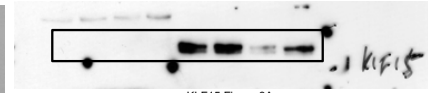

KLF15 Figure 3A

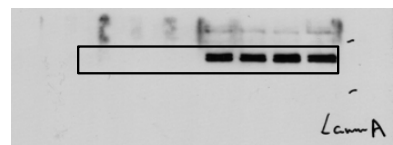

Lamin A Figure 3A

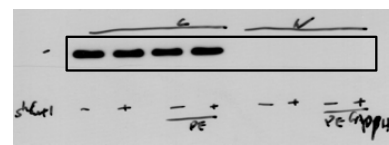

GAPDH Figure 3A

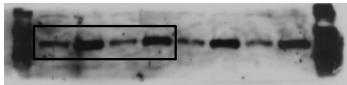

BCAT2 Figure 3B

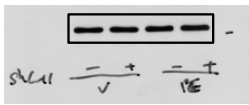

$\alpha$ -tubulin Figure 3B

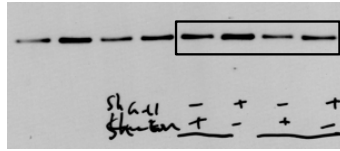

BCKDHA Figure 3B

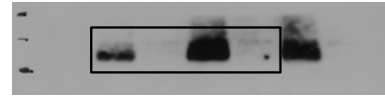

Glut1 Figure 3B

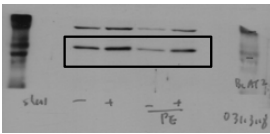

BCAT2 Figure 3E

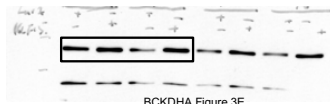

BCKDHA Figure 3E

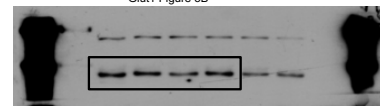

PP2Cm Figure 3E

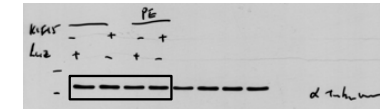

$\alpha$ -tubulin Figure 3E

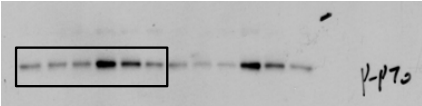

p-p70 S6K (Thr 389) Figure 4B

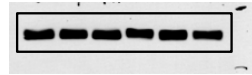

p70 S6K Figure 4B

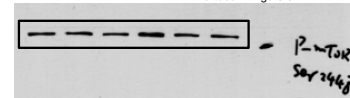

p-mTOR (Ser 2448) Figure 4B

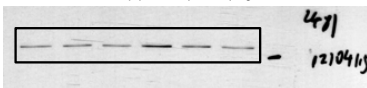

p-mTOR (Ser 2481) Figure 4B

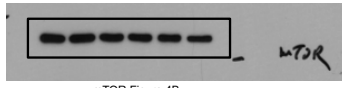

mTOR Figure 4B

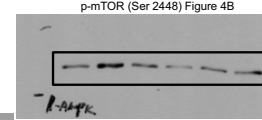

p-AMPK (Thr 172) Figure 4B

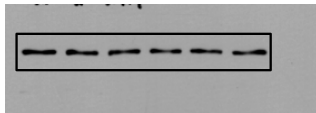

AMPK Figure 4B

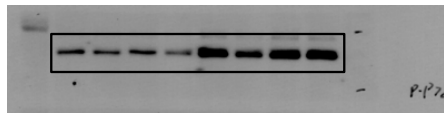

p-p70 S6K (Thr 389) Figure 4E

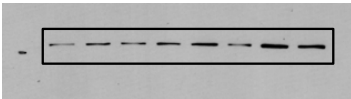

p-mTOR (Ser 2448) Figure 4E

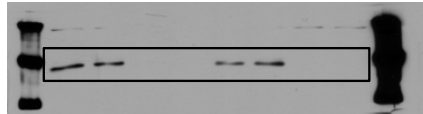

PP2Cm (SE) Figure 4E

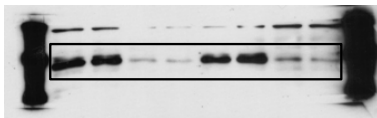

PP2Cm Figure 4E

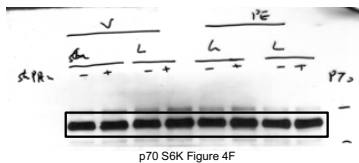

p70 S6K Figure 4F

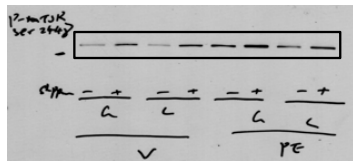

p-mTOR (Ser 2448) Figure 4F

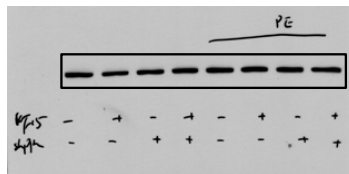

$\beta$ -actin Figure 4E

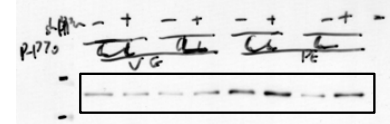

p-p70 S6K (Thr 389) Figure 4F

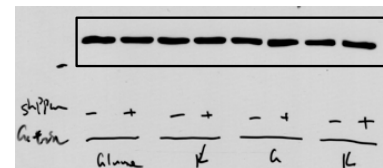

$\beta$ -actin Figure 4F

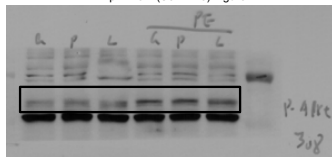

p-Akt (Thr 308) Figure 5A

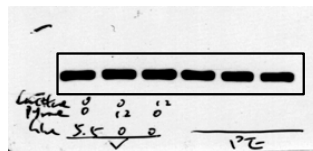

Akt Figure 5A

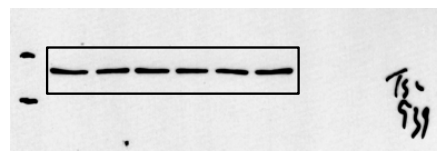

p-TSC2 (Ser 939) Figure 5A

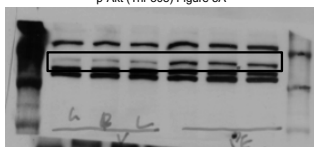

p-TSC2 (Thr 1462) Figure 5A

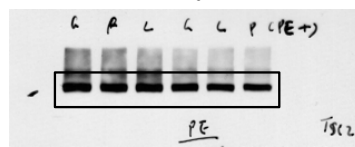

TSC2 Figure 5A

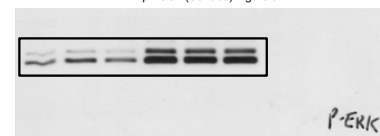

p-p44-42 MAPK (Thr 202/Tyr 204) Figure 5A

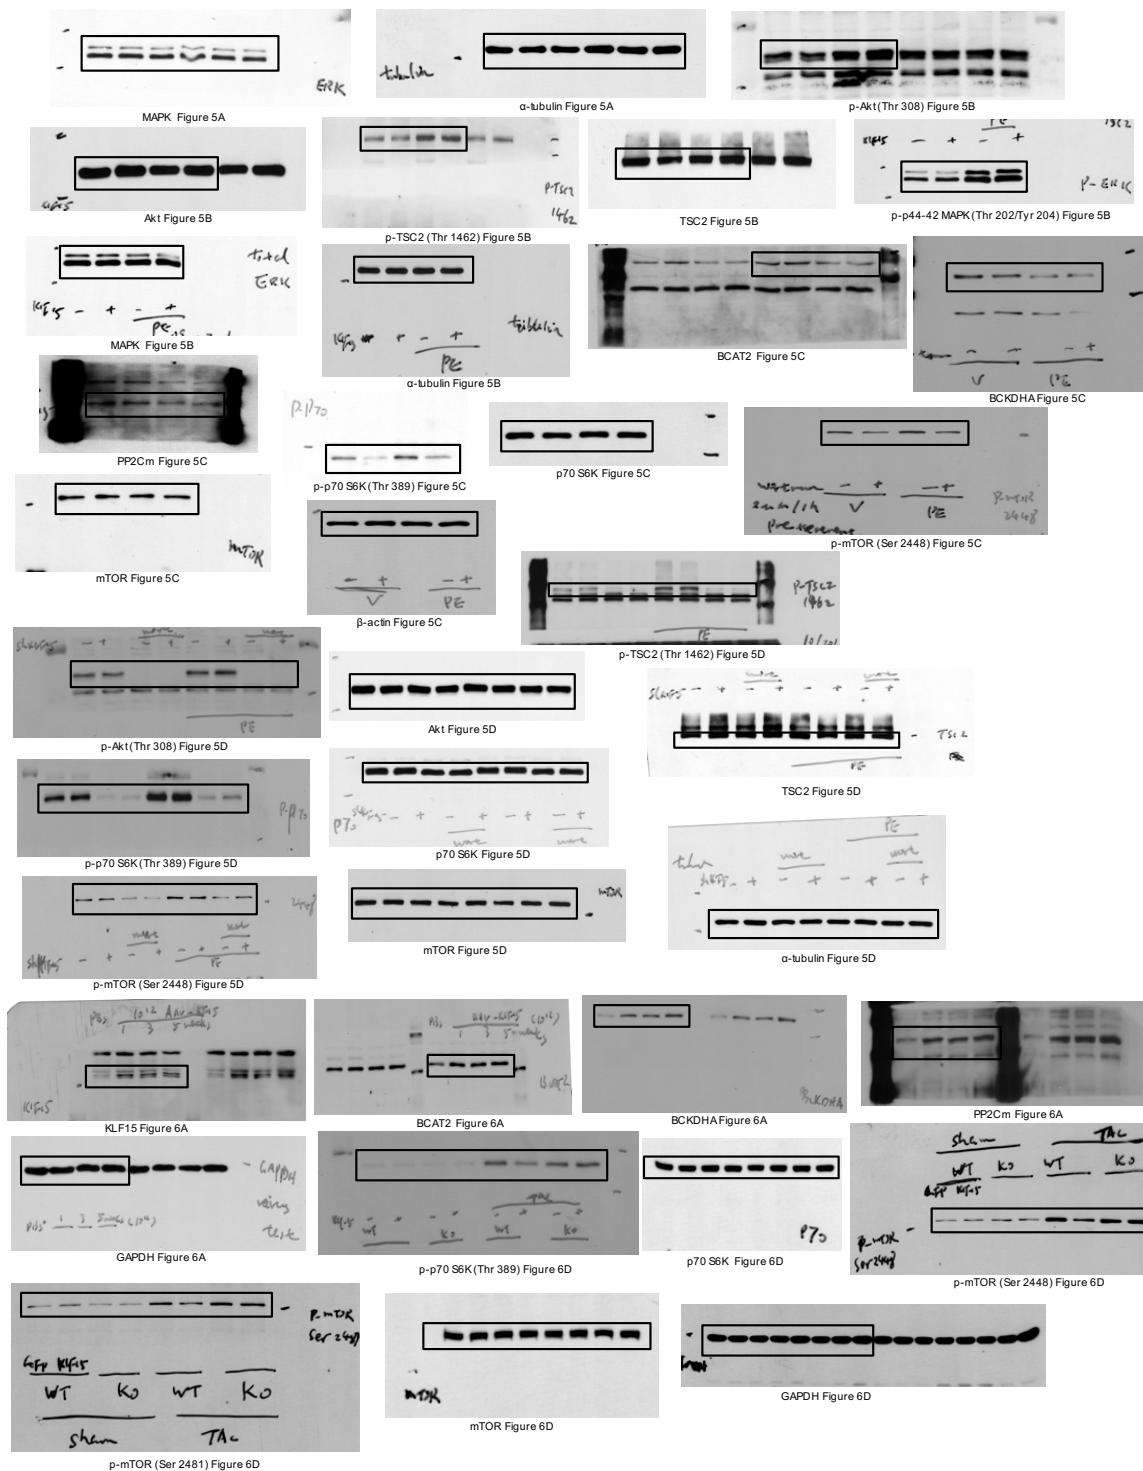

## Supplementary Figure 7

Full blots for main text figures.

# Supplementary Table 1

| Term                 | Description                                  | Count | P-Value  | Fold Enrichment | Bonferroni | Benjamini | FDR      |
|----------------------|----------------------------------------------|-------|----------|-----------------|------------|-----------|----------|
| <b>Downregulated</b> |                                              |       |          |                 |            |           |          |
| mmu00280             | Valine, leucine and isoleucine degradation   | 19    | 1.40E-14 | 11.3            | 3.60E-12   | 3.60E-12  | 1.80E-11 |
| mmu01100             | Metabolic pathways                           | 77    | 1.10E-09 | 2               | 2.90E-07   | 1.50E-07  | 1.50E-06 |
| mmu01130             | Biosynthesis of antibiotics                  | 24    | 1.20E-07 | 3.7             | 3.00E-05   | 1.00E-05  | 1.50E-04 |
| mmu00640             | Propanoate metabolism                        | 8     | 1.20E-05 | 9.7             | 3.00E-03   | 7.50E-04  | 1.50E-02 |
| mmu01200             | Carbon metabolism                            | 14    | 4.70E-05 | 3.9             | 1.20E-02   | 2.40E-03  | 6.10E-02 |
| mmu00380             | Tryptophan metabolism                        | 9     | 7.40E-05 | 6.3             | 1.90E-02   | 3.10E-03  | 9.60E-02 |
| mmu00071             | Fatty acid degradation                       | 9     | 1.00E-04 | 6               | 2.50E-02   | 3.70E-03  | 1.30E-01 |
| mmu00310             | Lysine degradation                           | 8     | 9.20E-04 | 5               | 2.10E-01   | 2.90E-02  | 1.20E+00 |
| mmu00650             | Butanoate metabolism                         | 6     | 1.20E-03 | 7.3             | 2.60E-01   | 3.30E-02  | 1.50E+00 |
| mmu00410             | beta-Alanine metabolism                      | 6     | 3.00E-03 | 5.9             | 5.30E-01   | 7.30E-02  | 3.80E+00 |
| mmu00480             | Glutathione metabolism                       | 7     | 6.20E-03 | 4.2             | 8.00E-01   | 1.40E-01  | 7.80E+00 |
| mmu05204             | Chemical carcinogenesis                      | 9     | 6.80E-03 | 3.2             | 8.20E-01   | 1.30E-01  | 8.50E+00 |
| mmu00500             | Starch and sucrose metabolism                | 5     | 1.50E-02 | 5.1             | 9.80E-01   | 2.60E-01  | 1.80E+01 |
| mmu00250             | Alanine, aspartate and glutamate metabolism  | 5     | 2.50E-02 | 4.4             | 1.00E+00   | 3.70E-01  | 2.80E+01 |
| mmu04530             | Tight junction                               | 10    | 2.60E-02 | 2.4             | 1.00E+00   | 3.60E-01  | 2.90E+01 |
| mmu00620             | Pyruvate metabolism                          | 5     | 3.00E-02 | 4.2             | 1.00E+00   | 3.80E-01  | 3.30E+01 |
| mmu00980             | Metabolism of xenobiotics by cytochrome P450 | 6     | 4.50E-02 | 3.1             | 1.00E+00   | 5.00E-01  | 4.50E+01 |
| mmu00982             | Drug metabolism - cytochrome P450            | 6     | 5.00E-02 | 3               | 1.00E+00   | 5.20E-01  | 4.90E+01 |
| <b>Upregulated</b>   |                                              |       |          |                 |            |           |          |
| mmu04976             | Bile secretion                               | 9     | 7.10E-03 | 3.2             | 8.40E-01   | 8.40E-01  | 8.90E+00 |
| mmu04530             | Tight junction                               | 12    | 2.30E-02 | 2.1             | 1.00E+00   | 7.80E-01  | 2.70E+01 |
| mmu04660             | T cell receptor signaling pathway            | 10    | 2.30E-02 | 2.4             | 1.00E+00   | 8.60E-01  | 2.60E+01 |
| mmu04670             | Leukocyte transendothelial migration         | 11    | 2.30E-02 | 2.3             | 1.00E+00   | 9.50E-01  | 2.60E+01 |
| mmu04310             | Wnt signaling pathway                        | 12    | 2.60E-02 | 2.1             | 1.00E+00   | 7.40E-01  | 2.90E+01 |
| mmu04070             | Phosphatidylinositol signaling system        | 9     | 4.00E-02 | 2.3             | 1.00E+00   | 8.30E-01  | 4.10E+01 |

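Among fixed lists close to KEGG pathways, those of glutathione and of amino acid metabolism held genes that fell in Glut1-TG hearts, and those of bile secretion and of T cell receptor, Wnt and phosphatidylinositol signaling held none that passed limma. Of 29 glutathione and antioxidant genes, 4 fell and 0 rose (4 and 3 when adjusted over the list alone), and the 4 are glutathione transferases. Gstk1, which is mitochondrial and peroxisomal, fell from a signal of 3080 ± 329 (SD, n = 3) to 1098 ± 239 (SD, n = 3), a log2 fold change of -1.50 (standard error 0.15, adjusted p = 0.0020). Gstm7 and Gstm2 fell by 1.47 and 1.19 (adjusted p = 0.0065 and 0.0018) and Gsta4 by 0.61 (adjusted p = 0.042). Of 16 measured genes of other amino acid metabolism, 2 fell and 7 when adjusted over the list alone. Oat, the ornithine aminotransferase, fell from 5874 ± 470 to 3217 ± 488 (log2 fold change -0.88, standard error 0.12, adjusted p = 0.0091) and Aldh4a1, of proline breakdown, by 0.70 (standard error 0.12, adjusted p = 0.035). Gcdh, of lysine and tryptophan breakdown, had -1.13 and Gpt, the alanine aminotransferase, had -0.97, and neither passed (adjusted p = 0.096 and 0.055). Of 22 fatty acid oxidation genes 1 fell (1 when adjusted over the list alone), the Echs1 that BCAA degradation shares, and Hadh and Eci2 had -0.22 and 0.21 (adjusted p = 0.35 and 0.42). Of 18 genes of xenobiotic metabolism 1 fell, Cyp2b10 (1 when adjusted over the list alone). Of 22 tight junction genes 1 fell (1 when adjusted over the list alone), the junctional adhesion molecule Jam2, named after its value was seen (log2 fold change -0.68, standard error 0.12, adjusted p = 0.041).
Of 29 bile secretion genes, 18 T cell receptor genes, 31 Wnt genes and 36 phosphatidylinositol genes, 0 passed limma in either direction, and 1 bile secretion gene rose when adjusted over the list alone. At an unadjusted p under 0.05 they held 4, 2, 1 and 7 higher genes and 1, 0, 0 and 2 lower genes, and at the study's thresholds 2, 1, 1 and 3 higher and 1, 0, 0 and 1 lower. Other amino acid metabolism passed camera with an adjusted p of 0.0073 (adjusted p = 0.44 with an estimated correlation) and Fisher's exact test with 5 lower genes (adjusted p = 0.00083, one-sided). The glutathione list missed Fisher's exact test at the study's thresholds (4 lower genes, adjusted p = 0.073) and passed it among the genes called by limma (adjusted p = 0.00049, and 0.014 by EASE). The other lists did not pass camera, with adjusted p of 0.51 for glutathione, 0.23 for fatty acid oxidation, 0.79 for xenobiotic, 0.26 for tight junction, 0.84 for bile secretion, 0.18 for T cell receptor, 0.44 for Wnt and 0.63 for phosphatidylinositol genes. Tight junction passed with the strict filter (0.041) and without Glut1-TG replicate 1 (0.036), fatty acid oxidation without WT replicate 2 (0.046), all downward, and T cell receptor without a filter (0.045, upward), and over all settings these 3 ran from 0.036 to 0.91, 0.046 to 0.82 and 0.045 to 0.61. Camera and the median pointed downward for tight junction, with a mean log2 fold change of 0.0085. The call of Oat ended without WT replicates 2 and 3 (adjusted p = 0.058 and 0.059). Those of Aldh4a1 and Gsta4 ended without any 1 of the WT arrays (0.13 to 0.19) and without Glut1-TG replicates 1 and 3 (0.063 to 0.11). That of Gstm7 ended as the mean of its probe sets, 1 of which had 0.20 (adjusted p = 0.14).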

The top 24 KEGG pathways identified by DAVID in Glut1-TG hearts.

## Supplementary Table 2

|                         | sham        |               |              |               | TAC 2 weeks  |                |                |               | TAC 4 weeks  |               |              |               |
|-------------------------|-------------|---------------|--------------|---------------|--------------|----------------|----------------|---------------|--------------|---------------|--------------|---------------|
|                         | WT/AAV9-GFP | WT/AAV9-KLF15 | KO/AAV9-GFP  | KO/AAV9-KLF15 | WT/AAV9-GFP  | WT/AAV9-KLF15  | KO/AAV9-GFP    | KO/AAV9-KLF15 | WT/AAV9-GFP  | WT/AAV9-KLF15 | KO/AAV9-GFP  | KO/AAV9-KLF15 |
| IVS;d (mm)              | 0.94±0.03   | 0.96±0.05     | 0.91±0.06    | 1.03±0.04     | 1.17±0.06    | 1.06±0.04      | 0.98±0.08      | 1.02±0.04     | 1.07±0.05    | 1.12±0.04     | 1.07±0.03    | 1.08±0.05     |
| IVS;s (mm)              | 1.47±0.04   | 1.49±0.04     | 1.35±0.03    | 1.50±0.02     | 1.53±0.07    | 1.58±0.06      | 1.27±0.10#&    | 1.29±0.07&    | 1.41±0.09    | 1.58±0.11     | 1.35±0.05    | 1.32±0.06     |
| LVID;d (mm)             | 3.24±0.12   | 3.17±0.11     | 3.22±0.27    | 3.25±0.06     | 3.86±0.14    | 3.52±0.27      | 3.92±0.32      | 3.94±0.20     | 4.22±0.24    | 3.81±0.292    | 4.15±0.21    | 4.13±0.23     |
| LVID;s (mm)             | 1.85±0.08   | 1.92±0.07     | 1.86±0.15    | 1.95±0.07     | 3.14±0.18*   | 2.39±0.37#     | 3.33±0.30*&    | 3.40±0.24*&   | 3.65±0.30*   | 2.80±0.40     | 3.60±0.27*   | 3.65±0.27*    |
| LVPW;d (mm)             | 0.81±0.04   | 0.78±0.04     | 0.94±0.07    | 0.84±0.06     | 1.04±0.06    | 1.03±0.04      | 0.90±0.07      | 0.99±0.05     | 1.05±0.05*   | 1.05±0.04*    | 0.94±0.05    | 0.99±0.05     |
| LVPW;s (mm)             | 1.26±0.04   | 1.23±0.04     | 1.41±0.09    | 1.24±0.06     | 1.25±0.08    | 1.45±0.07      | 1.03±0.09&     | 1.14±0.06&    | 1.22±0.07    | 1.37±0.06     | 1.10±0.08    | 1.07±0.07     |
| EF (%)                  | 74.82±2.68  | 71.24±1.98    | 74.19±1.82   | 71.93±1.69    | 39.59±3.56*  | 62.28±7.35#    | 33.38±4.01*&   | 30.89±4.18*&  | 30.74±5.03*  | 53.66±7.64#   | 30.35±4.44*& | 26.43±4.35*&  |
| FS (%)                  | 42.83±2.44  | 39.53±1.66    | 41.95±1.70   | 40.06±1.40    | 19.13±1.95*  | 34.17±4.79#    | 15.88±2.07*&   | 14.51±2.15*&  | 14.66±2.58*  | 28.35±4.72*#  | 14.45±2.33*& | 12.32±2.23*&  |
| LV Mass (mg)            | 95.23±3.35  | 91.65±6.16    | 101.84±10.04 | 105.22±6.28   | 174.02±6.61* | 142.32±14.44*# | 139.88±10.59*# | 158.31±10.48* | 187.80±9.89* | 167.73±16.55* | 169.09±8.64* | 177.41±13.65* |
| LV Mass (Corrected, mg) | 76.18±2.68  | 73.32±4.93    | 81.48±8.03   | 84.18±5.02    | 139.22±5.29* | 113.86±11.55*# | 111.90±8.47*#  | 126.64±8.38*  | 150.24±7.91* | 134.18±13.24* | 135.27±6.91* | 141.93±32.75* |
| LV Vol;d (ml)           | 42.68±3.56  | 40.56±3.36    | 42.37±8.36   | 42.45±1.72    | 65.31±5.46   | 54.60±10.62    | 70.19±9.02     | 69.39±7.79    | 82.98±10.50  | 65.60±12.00   | 79.84±9.65   | 78.19±9.55    |
| LV Vol;s (ml)           | 10.58±1.21  | 11.59±1.05    | 10.88±2.27   | 11.99±1.16    | 40.93±5.31   | 24.88±10.13*   | 49.82±8.64*    | 50.20±7.50*   | 61.43±10.96* | 35.57±11.75   | 59.46±10.39* | 60.16±9.46*   |
| HR (bpm)                | 570±16      | 574±12        | 585±11       | 600±6         | 568±11       | 569±14         | 547±41         | 585±16        | 560±6        | 549±27        | 553±7        | 560±11        |

Echocardiography examination of *PP2Cm* KO mice and their control littermates with indicated AAV injections 2 and 4 weeks after TAC or sham surgery (\*p<0.05 vs. WT/AA9-GFP/sham, #p<0.05 vs. WT/AAV9-GFP/TAC, &p<0.05 vs. WT/AAV9-KLF15/TAC, n=5-12). Data shown as mean±s.e.m. *P* values were determined using one-way ANOVA followed by Newman-Keuls comparison test.

## Supplementary Table 3

| Description         | Species | Forward sequence        | Reverse sequence        |
|---------------------|---------|-------------------------|-------------------------|
| KLF15 promoter-CRE1 | Rat     | AGACTTCCTCAGTGCTCTGA    | ATGCCAAGGACATTTGGACA    |
| KLF15 promoter-CRE2 | Rat     | CAGTACAGGTCCACGAAGAG    | CTCTCCCTGCTCTCCGAC      |
| KLF15               | Human   | GTGAGAAGCCCTTCGCCT      | CACACAGGACACTGGTACGG    |
| 18S                 | Human   | ATCACCATTATGCAGAATCCACG | GACCTGGCTGTATTTTCCATCC  |
| Bcat2               | Mouse   | CGGAACGAGCCTCTACGTG     | GCTTGTGTGACCATACCAACA   |
| Bckdha              | Mouse   | CTCCTGTTGGGACGATCTGG    | CATTGGGCTGGATGAACTCAA   |
| Bckdhb              | Mouse   | AGCTATTGCGGAAATCCAGTTT  | ACAGTTGAAAAGATCACCTGAGC |
| Dbt                 | Mouse   | TCTCTGGGACTCCTGCAGTT    | GGACAATTAACCCCAGCTCA    |
| PP2Cm               | Mouse   | AAACCCATGAAGCTGACCAC    | GGCTGTCCCAAACCTATTCCA   |
| Ivd                 | Mouse   | CATGGCAAGTCGACAGTACG    | CTCGGCTGCATACAGAATCA    |
| Mccc2               | Mouse   | GCCTATCACGGGGACTCAGT    | CACTCCCTCCTAGTCTCACATAC |
| Mccc1               | Mouse   | GGGTGATACGAACAGCCAAAA   | CTCGTCTGCCATATCTACATGC  |
| Pccb                | Mouse   | GGACACCAAGATGTGGAAGC    | TCCGAGCACGAGTAGAGGAT    |
| Pcca                | Mouse   | AGCCAAGAGAGCAAAGGTCA    | TCACAGGGTAGCCAATTTCC    |
| Mut                 | Mouse   | CGGCCAGATATCCTTGTCAT    | GGACAGCAGCTCTTGGAATC    |
| Bckdk               | Mouse   | ACCTATGCATGGCTTTGGCT    | CGTAGGTAGACATCCGTGCC    |
| KLF15               | Mouse   | CAGAGAGCGTCAAGGTCGC     | TTCGCACAAACTTTGAGGGCA   |
| Nppa                | Mouse   | GCTTCCAGGCCATATTGGAG    | GGGGGCATGACCTCATCTT     |
| Nppb                | Mouse   | AGTCCTTCGGTCTCAAGGCA    | CCGATCCGGTCTATCTTGTGC   |
| 18S                 | Mouse   | GGACAGGATTGACAGATTGATAG | ATCGCTCCACCAACTAAGAA    |
| KLF15               | Rat     | AGACGTTGTGCTGCTTTCCT    | CATTTCGGTGACGAGAAGGT    |
| Glut1               | Rat     | GTGTGCAGCAGCCTGTGTAT    | ACAGCGACACCACAGTGAAG    |
| Bcat2               | Rat     | TCCAGAACCTCACACTGCAC    | GAGGCGTACCTGCTTGTCTC    |
| Bckdha              | Rat     | CAACGATGTGTTTGCGGTGT    | TGCCCGATCCTGTAGGTCAT    |
| PP2Cm               | Rat     | AGCCCTGTTGAGAGATGGTG    | CACCGCATTTCTTGATCCTT    |
| 18S                 | Rat     | GACAGGATTGACAGATTGATAGC | AGTCTCGTTCGTTATCGGAAT   |

A list of primer sequences used for quantitative RT-PCR measurements.

How the deposited data were processed for this re-analysis (not part of the article)

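Gene expression was measured in the left ventricles of 3 WT and 3 Glut1-TG male mice on an Affymetrix mouse expression array, with 1 array per heart. The authors labelled total RNA as biotinylated cRNA and processed the scans with GCOS, whose version is not given. The deposited table holds a signal intensity for each probe set on a linear scale, without detection calls. Over all probe sets, controls included, the mean after trimming 2% at each end was 500 in each of the 6 arrays, so the values were taken as background-corrected and scaled per array by the authors and were used without further scaling. No raw scans were used here. Of 45101 probe sets, 64 control probe sets were left out. Values under 1 were set to 1 before the log2 transformation, which applied to 48 values.

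Gene symbols came from the annotation of the array platform. Of 45037 probe sets, 34945 had 1 symbol, 932 had several and 9160 had none, and only the first kind was used. Of the Entrez identifiers, 34754 were matched in the mouse gene table and 204 were not, and 0 symbols needed an update. RefSeq annotation of assembly GRCm38.p6 served for gene names alone. The probe set with the highest mean log2 signal over the arrays was used for each of 18193 genes, the lowest 40% of probe sets by mean were left out (under a signal of 115), and 13178 genes were tested. Probe sets whose names end in _x_at or _s_at can read related transcripts, which was not tested here.

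Glut1-TG was compared with WT without covariates in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with an intensity trend), and p was adjusted by Benjamini-Hochberg over all genes tested, with 0.05 as the threshold. The study's thresholds (a fold change over 1.25 and an unadjusted p under 0.05) were applied to the same values with the methods' t-test, because the paper's statistics section names an unpaired Student's test in general and its text names no test for the array and no adjustment. The labels give no scan date or batch. The arrays' numbers were tested for pairing and do not pair WT and Glut1-TG hearts.

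A total of 34 gene lists and 14 lists of cell type markers were written from general knowledge, and the list of BCAA degradation genes follows the KEGG map from memory, since the map itself was not used here. The lists, the tests, the filter, the alternatives and the rule for naming genes were fixed before the data were examined, while the paper's own tables and figures had been read. Lists with at least 5 measured members, 45 in all, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, which tests whether the genes of a list move on balance in one direction and does not compare them with other genes. Camera was run with its default variance and with an intensity trend in its variance; the default was taken after both results had been seen, because the fixed design names no trend for camera, and the other version is kept as an added alternative. Enrichment of each list among the lower and the higher genes was tested with a one-sided Fisher's exact test against the genes tested, also with 1 gene removed as in the EASE score, and adjusted over 96 tests. DAVID's own term lists were not used here.

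The genes named in the text are the 17 genes of the paper that the array measures, the 10 with the largest rise and the 10 with the largest fall among genes past limma whose groups did not overlap, and up to 4 genes from each list, 78 in all; a few others are marked where they stand as chosen after their values were seen. Means are given with SD over 3 arrays and log2 fold changes with the standard error from limma. For Klf15 an exact permutation test over the 20 groupings of the 6 signals was used, whose smallest possible p is 0.1.

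The alternatives were quantile normalization, an offset of 50 before the log2 transformation, no filter, a strict filter that kept the upper 40% of probe sets, the mean of the probe sets of a gene, leaving out each array in turn, the replicate number as a block, eBayes without trend, the methods' t-test with Benjamini-Hochberg adjustment, the methods' test on linear signal, any probe set of a gene, unadjusted limma p, and the other list tests named above. Added after the data were seen were probe sets counted without a filter, camera with an intensity trend, and centring of each array on the cardiomyocyte markers or on the oxidative phosphorylation genes.

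The procedure was tested on simulated data, with 20 simulations of 13178 genes from the mean and spread of each gene, 200 of them changed. limma found 15.4%, 45.9% and 68.0% of the changes of 1.5-fold, 2-fold and 3-fold, and the study's thresholds found 60.1%, 81.6% and 93.0%. The mean number of false calls was 3.75 for limma and 331 at the study's thresholds. A list shifted by 0.5 on the log2 scale was found in 20 of 20 simulations by camera at either correlation and by fry. The simulations used the mean and spread of each gene and not the correlation between genes. They therefore do not show what camera with an estimated correlation finds in correlated lists. In the data the BCAA degradation list had a mean of -0.43, an estimated correlation of 0.15 and an adjusted p of 0.42 by this test. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.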

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

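The test of atrial tissue was chosen only after the values of Myl4 and Myl7 were seen, and the test that leaves out single arrays was set before.

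The 12 genes here are past limma in the comparison of Glut1-TG with WT hearts and lie outside the genes the paper discusses. In log2 fold change, Myl7 had 3.76, Sorcs2 2.94, Nrxn3 2.12, Kcng4 1.94, Myl4 1.75, Acaca 1.40, Adap1 1.38, Slc37a4 1.37, Pdlim7 1.35 and Acly 1.21, the 10 largest fitted rises; the WT signals of Myl7 and Sorcs2 lie under the signal of the filter, so the size of their folds is not determined. From the fixed lists, Klf10 had 1.11 and Thrsp 0.83.

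Myl4 and Myl7, the light chains of atrial myosin, were higher in Glut1-TG left ventricles. A single Glut1-TG array is argued against as the source of the rise, since the lowest log2 fold change of either gene without any one Glut1-TG array was 1.52, of Myl4 without Glut1-TG replicate 2; the call of Myl4 held (adjusted p = 0.016 to 0.021), and that of Myl7 ended (log2 fold change 3.41 to 4.00, adjusted p = 0.096 to 0.20, both genes fitted among the genes tested with all arrays, since Myl7 falls under the filter otherwise), with a standard error of 0.82 to 0.88 against 0.68 with all arrays. Atrial tissue in the Glut1-TG samples stays open, because the other 4 measured atrial markers had a median log2 fold change of 0.09 (SD 0.56) and the most abundant of them, Nppa, has a signal of 5217 in WT hearts that would hide a small share. As a list the atrial markers passed camera (adjusted p = 0.035, and adjusted p = 0.44 with an estimated correlation), but not without Glut1-TG replicates 1, 2 and 3 (0.061, 0.20 and 0.60, where Myl7 also drops under the filter and 5 of 6 members stay), without WT replicate 1 (0.054), without a filter (0.38) or with the replicate block (0.067). Expression of these genes in ventricular cardiomyocytes under the transgene also stays open and was not tested.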

How the results depend on the processing

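The counts of genes changed with the arrays left in and with the variance model. Of 1068 values of single genes in alternative settings, 866 kept their direction and side of the threshold, 184 lost the call, 11 gained one and 7 reversed, all 7 in genes that do not pass limma. The 866 include genes that do not pass limma and had no call to lose, so 184 of 1068 is not the share of calls lost. By the methods' t-test with Benjamini-Hochberg adjustment, 39 values lost the call and 38 counted as kept. Dim genes are limited by background: Myl7 and Sorcs2 in WT hearts lie under the signal of the filter. With the strict filter 110 of the 113 calls were tested, and Myl7 and Sorcs2 are among those that fall under it. Myl7 and Sorcs2 also fall under the filter itself when a Glut1-TG array is left out. The cause of the changes was not tested except where the setting itself, such as fewer arrays, gives it. Leaving out 1 array gave 12 to 32 genes that rose (34 with all arrays), 30 to 63 that fell (79), 5 to 12 BCAA degradation genes that fell (12) and a Klf15 log2 fold change of -0.52 to -0.48 with an adjusted p of 0.058 to 0.19. Without Glut1-TG replicate 1, 10 of the 12 BCAA degradation calls were kept. Nppa ran from -0.35 to 0.12 without Glut1-TG replicate 3 and 1 and was 0.011 without Glut1-TG replicate 2, and Nppb ran from -0.49 to 0.19 without Glut1-TG replicates 1 and 2.

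With quantile normalization 48 genes rose and 66 fell, 57.9% of calls downward against 69.9%, 96 of the 113 calls were kept, 7 lists passed camera in place of 12, and Slc2a4 had 0.00047. With the mean of the probe sets 21 genes rose and 47 fell, and Slc2a1 had -0.93, Creb1 0.10 and Auh 0.15. With the replicate block 23 genes rose and 46 fell and Klf15 (-0.50) missed the threshold (adjusted p = 0.087); the arrays' deviations from their group means had correlations of 0.08, -0.03 and 0.05 between arrays of the same number, so the numbers do not pair them. With eBayes without trend 2 genes rose, 2 fell and 1 BCAA degradation gene fell, and Klf15 (-0.50) had an adjusted p of 0.24. By the methods' t-test with Benjamini-Hochberg adjustment 1 gene rose, 0 fell and 0 BCAA degradation genes fell, and Klf15 (-0.50) had 0.10. At an unadjusted p under 0.05 this t-test called 1288 genes and limma 1486. Over its 14 alternatives the adjusted p of Klf15 ran from 0.030 to 0.24. Adjusted over the list alone, 22 BCAA degradation genes fell. With any probe set of a gene, 544 genes were lower at the study's thresholds. With an estimated correlation 0 lists passed camera, and 6 passed fry. Among limma-called genes 11 enrichments passed in place of 6.

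Of the settings added after the data were seen, probe sets without a filter gave 1407 higher and 1007 lower at the study's thresholds. Camera with an intensity trend in its variance passed 13 lists. Centred on cardiomyocyte markers, which puts the median log2 fold change of all genes at 0.20 from 0.02, 61 genes rose and 26 fell, 29.9% downward, and 6 BCAA degradation genes fell. Centred on oxidative phosphorylation, which puts it at 0.15, 34 rose and 30 fell, 46.9% downward, and 8 BCAA degradation genes fell.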

Differences from the paper's values

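At the study's thresholds, a fold change over 1.25 and an unadjusted p under 0.05, the paper reports 806 downregulated genes, the paper's value, and 349 were lower here. Of the alternatives set before the data were examined, any probe set of a gene gave 544 and lies within 1.5 times of the paper's value, and the others gave 234 to 487 and do not. Probe sets counted without a filter, a setting chosen after seeing the values, gave 1007, also within 1.5 times.

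The paper reports 1248 upregulated genes, the paper's value, and 423 were higher here. None of the alternatives set before the data were examined lies within 1.5 times of the paper's value; they gave 315 to 626. Probe sets counted without a filter, a setting chosen after seeing the values, gave 1407, within 1.5 times. The paper gives counts without the list of its called genes, so how many of them this setting drops is not known.

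The paper's count of downregulated BCAA degradation genes is 26 of its 46, and 18 of 42 measured genes were lower here at the study's thresholds, which the methods give for the downregulated genes mapped onto the pathway, within 1.5 times. Of the alternatives set before the data were examined, the strict filter (16), the mean of probe sets (17), leaving out 1 array (14 to 17) and the replicate block (12) lie beyond 1.5 times, and quantile normalization, an offset of 50, no filter, the methods' test on linear signal (18 each), any probe set and unadjusted limma p (19 each) lie within it. The paper's KEGG term for valine, leucine and isoleucine degradation holds 19 downregulated genes, against the 18 lower here at the study's thresholds. Of the alternatives set before the data were examined, any probe set of a gene and unadjusted limma p gave 19. The others gave 12 to 18, and the replicate block (12) alone lies beyond 1.5 times of the 19. The paper gives the fall of Klf15 as about 2-fold, the paper's value, and it was 1.42-fold here, with a 95% confidence interval whose upper bound of 1.63 lies below it; the signals, about 2100 in WT and about 1500 in Glut1-TG hearts in Supplementary Fig. 2a, read by eye, are 2142 and 1511 here.

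Supplementary Table 1 lists bile secretion, T cell receptor signaling, Wnt signaling and phosphatidylinositol signaling among the pathways of upregulated genes. In the fixed lists of these names, which are not the KEGG lists, 0 genes passed limma, 4, 2, 1 and 7 were higher at its unadjusted p and 2, 1, 1 and 3 were higher at the study's thresholds, with an adjusted p of 1, 1, 1 and 0.65 from Fisher's exact test. All 4 lists pointed upward in camera, and the T cell receptor list passed it without the filter (27 genes, adjusted p = 0.045, and 0.045 to 0.61 over all settings). The same table lists fatty acid degradation among the pathways of downregulated genes. In the fixed list of fatty acid oxidation, which is not the KEGG list, 1 of 22 genes was lower here at the study's thresholds. These lists can hold different genes, so the results are not directly comparable.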

Other observations

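The tests of cardiomyocyte RNA, of mitochondrial transcripts, of Glut1-TG replicate 1, of the Slc2a1 probe sets and of the numbers of genes under other splits were chosen only after the results were seen, while those of the other splits for BCAA degradation genes and gene lists were set before.

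Ppm1k, the phosphatase that activates the branched-chain alpha-keto acid dehydrogenase complex (PP2Cm in the paper), fell from a signal of 2377 ± 402 (SD, n = 3) to 748 ± 126 (SD, n = 3), a log2 fold change of -1.67 (standard error 0.16, adjusted p = 0.0014 from limma), and passed without any 1 array. Bckdk, the opposing kinase, had -0.23 (standard error 0.10, adjusted p = 0.41). Ppara, the nuclear receptor of fatty acid oxidation, fell from 1518 ± 258 to 672 ± 86.8 (log2 fold change -1.17, standard error 0.16, adjusted p = 0.0085); without WT replicate 2 another probe set represents it (-0.51, adjusted p = 0.31). Of 15 PPAR alpha targets it alone passed, with 3 lower and 4 higher when adjusted over the list alone, and Ucp3 and Pdk4 had 0.80 and 0.33 (adjusted p = 0.12 and 0.15); Pdk4 passed after quantile normalization (0.45, adjusted p = 0.047). Pdhb, a pyruvate dehydrogenase subunit, had 0.52 (adjusted p = 0.051) and passed after quantile normalization with 0.64 (adjusted p = 0.0016; 0.041 with the strict filter and 0.049 with an offset of 50). Nppa, Nppb and Creb1, which the paper names, had -0.07, -0.23 and -0.34 (adjusted p = 0.93, 0.83 and 0.35), and the mouse glucose transporters Slc2a4, Slc2a12 and Slc2a8 had -0.08, -0.77 and 0.21 (adjusted p = 0.80, 0.19 and 0.65).

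Other lists held single genes past limma, named after their values were seen: Pgd of the pentose phosphate pathway (0.56, adjusted p = 0.049), the sodium channel subunit Scn4b (0.72, adjusted p = 0.017), Ccn1 among immediate early genes (0.66, adjusted p = 0.027) and Cidea among adipocyte markers (0.65, adjusted p = 0.031) were higher, and the arginine transporter Slc7a1 of the amino acid response (-0.80, adjusted p = 0.041) and Rragd, a Rag GTPase of the mTOR pathway (-0.60, adjusted p = 0.032), were lower. Of 39 ribosomal protein genes and 42 mRNA splicing genes 0 passed limma, with 8 lower at an unadjusted p under 0.05 in each and 0 and 1 higher; as lists they passed camera (adjusted p = 0.0003 and 0.0064, and adjusted p = 0.69 and 0.61 with an estimated correlation) and did not pass after quantile normalization (0.74 and 0.20), nor did splicing without WT replicate 3 (0.073); after quantile normalization the medians went from -0.12 and -0.09 to 0.0049 and -0.07. No gene passed limma in the lists of glycolysis, glycogen metabolism, glucose transporters, cholesterol synthesis, circadian clock, glucocorticoid targets or CREB targets, where at an unadjusted p under 0.05, in this order, 2, 2, 1, 0, 4, 0 and 2 were lower and 0, 1, 1, 2, 0, 3 and 0 were higher. Markers of endothelium, fibroblasts, smooth muscle, macrophages, lymphocytes, neutrophils and mast cells, erythroid cells, skeletal muscle, epicardium and nerve also held 0 genes past limma, with at most 2 per list past an unadjusted p under 0.05. The 33 lists that did not pass camera had medians of -0.44 to 0.45; for glycogen (median -0.05, mean 0.03, camera downward) and for hypertrophy genes (median -0.12, mean 0.28, camera upward) these differ in sign. Of these 33, glycolysis (without WT replicate 2, adjusted p = 0.0041), immediate early and heat shock genes (without Glut1-TG replicate 1, 0.0034) and CREB targets (without Glut1-TG replicate 1, 0.014) passed camera downward in some alternatives, and fibroblast (without Glut1-TG replicate 1, 0.0049), lymphocyte (without Glut1-TG replicate 3, 0.026) and nerve markers (mean of probe sets, 0.014) upward; their highest adjusted p over all alternatives was 0.89, 0.85, 0.95, 0.95, 0.61 and 0.61.

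BCAA degradation genes were lower while cardiomyocyte markers and oxidative phosphorylation genes also lay lower, by means of -0.18 and -0.13, and the median of all 42 measured genes of the list went from -0.27 to -0.08 and -0.14 after centring on each. After quantile normalization the BCAA degradation list had a median of -0.22, and 11 of its 12 calls were kept. Oxidative phosphorylation then had a median of -0.02 and the cardiomyocyte markers -0.0017. The shift that centring takes out thus depends on how the arrays are scaled. A lower share of cardiomyocyte RNA is argued against as the whole cause for 6 genes (Acadsb, Bckdhb, Dbt, Echs1, Ivd and Oxct1) that stayed past limma after centring on these markers, and a general lowering of mitochondrial transcripts for 8 genes (these and Aldh6a1 and Mccc2) after centring on oxidative phosphorylation. For the other 6 and 4 genes the medians went from -0.86 (standard error 0.11) to -0.67 (standard error 0.14) and from -0.73 (standard error 0.13) to -0.59 (standard error 0.14), while their calls ended because the fold became smaller and the standard error larger (adjusted p = 0.051 to 0.19 and 0.075 to 0.16); each still lay below the references by at least 3.16 and 3.75 standard errors, which argues against either explanation as their whole cause and leaves a part of the fall open. Glut1-TG replicate 1, whose dim probe sets read higher (5th percentile of signal 19 against 9.6 to 11.9), is argued against as the source, since 10 of the 12 calls were kept without it; Bckdha (-0.51, adjusted p = 0.051) and Hsd17b10 (-0.46, adjusted p = 0.084) were not. Transcriptional suppression under the transgene, as the paper proposes, stays among the open explanations and cannot be tested with these arrays.

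The 3 probe sets of Slc2a1, the mouse Glut1 gene, lay in opposite directions in Glut1-TG hearts. The probe set of highest signal had 489 ± 70.0 in WT and 787 ± 55.4 in Glut1-TG hearts (SD, n = 3), a log2 fold change of 0.69 with an adjusted p of 0.20 over all probe sets, and another fell from 414 ± 14.4 to 88.6 ± 33.5 (adjusted p = 0.033), a level under the filter's signal that sets no size for the fold, while the third had 327 ± 75.5 and 143 ± 27.3, a log2 fold change of -1.19 that did not pass (adjusted p = 0.27). Noise of a dim probe set is argued against for the one that fell and stays open for the one that is higher. Whether the higher one reads the human transgene transcript cannot be told apart from a rise of the mouse gene, since its probe sequences were not used here. A lower level of the mouse transcript beside the transgene may account for the other, and was not tested.

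The 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05, and in each case 1 split, the real one, gave a result as large. The real split called 113 genes by limma and the highest other 1, and 772 and 540 genes at the study's thresholds. For BCAA degradation genes it called 12 and the highest other 0 by limma, and 18 and 1 at the study's thresholds. For lists past camera the values were 12 and 11, and for enriched lists 6 and 1.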
